# Bioenergetic-related gene expression in the hippocampus predicts internalizing vs. externalizing behavior in an animal model of temperament

**DOI:** 10.3389/fnmol.2025.1469467

**Published:** 2025-03-04

**Authors:** Elaine K. Hebda-Bauer, Megan H. Hagenauer, Daniel B. Munro, Peter Blandino, Fan Meng, Keiko Arakawa, John D. H. Stead, Apurva S. Chitre, A. Bilge Ozel, Pejman Mohammadi, Stanley J. Watson, Shelly B. Flagel, Jun Li, Abraham A. Palmer, Huda Akil

**Keywords:** temperament, hippocampus, RNA-Seq, locomotor activity, anxiety, energy metabolism, eQTL

## Abstract

Externalizing and internalizing behavioral tendencies underlie many psychiatric and substance use disorders. These tendencies are associated with differences in temperament that emerge early in development via the interplay of genetic and environmental factors. To better understand the neurobiology of temperament, we have selectively bred rats for generations to produce two lines with highly divergent behavior: bred Low Responders (bLRs) are highly inhibited and anxious in novel environments, whereas bred High Responders (bHRs) are highly exploratory, sensation-seeking, and prone to drug-seeking behavior. Recently, we delineated these heritable differences by intercrossing bHRs and bLRs (F_0_-F_1_-F_2_) to produce a heterogeneous F_2_ sample with well-characterized lineage and behavior (exploratory locomotion, anxiety-like behavior, Pavlovian conditioning). The identified genetic loci encompassed variants that could influence behavior via many mechanisms, including proximal effects on gene expression. Here we measured gene expression in male and female F_0_s (*n* = 12 bHRs, 12 bLRs) and in a large sample of heterogeneous F_2_s (*n* = 250) using hippocampal RNA-Seq. This enabled triangulation of behavior with both genetic and functional genomic data to implicate specific genes and biological pathways. Our results show that bHR/bLR differential gene expression is robust, surpassing sex differences in expression, and predicts expression associated with F_2_ behavior. In F_0_ and F_2_ samples, gene sets related to growth/proliferation are upregulated with bHR-like behavior, whereas gene sets related to mitochondrial function, oxidative stress, and microglial activation are upregulated with bLR-like behavior. Integrating our F_2_ RNA-Seq data with previously-collected whole genome sequencing data identified genes with hippocampal expression correlated with proximal genetic variation (*cis*-expression quantitative trait loci or *cis*-eQTLs). These *cis*-eQTLs successfully predict bHR/bLR differential gene expression based on F_0_ genotype. Sixteen of these genes are associated with *cis*-eQTLs colocalized within loci we previously linked to behavior and are strong candidates for mediating the influence of genetic variation on behavioral temperament. Eight of these genes are related to bioenergetics. Convergence between our study and others targeting similar behavioral traits revealed five more genes consistently related to temperament. Overall, our results implicate hippocampal bioenergetic regulation of oxidative stress, microglial activation, and growth-related processes in shaping behavioral temperament, thereby modulating vulnerability to psychiatric and addictive disorders.

## 1 Introduction

Psychiatric disorders can be classified using an internalizing versus externalizing model (Cerdá et al., 2010; Kendler et al., 1992; Krueger and Markon, 2006). Internalizing disorders are characterized by negative emotion, including depression, anxiety, and phobias, whereas externalizing disorders are characterized by behavioral disinhibition, including conduct disorder, antisocial behavior, and impulsivity. These internalizing and externalizing tendencies are associated with personality or temperament traits, such as neuroticism and sensation-seeking, that emerge early in development and are highly heritable (Bienvenu et al., 2001; Caspi et al., 1996; Clark et al., 1994; Jardine et al., 1984; Kagan and Snidman, 1999; Karlsson Linnér et al., 2021; Khan et al., 2005; Sanchez-Roige et al., 2018, 2019; Zuckerman and Cloninger, 1996; Zuckerman and Kuhlman, 2000). Thus, elucidating the genetic contribution to temperament could provide insight into the etiology of a variety of psychiatric and addictive disorders.

One compelling way to explore the genetic contribution to temperament is to selectively breed animals that show extreme behavioral traits. Selectively breeding laboratory rodents has confirmed the heritability of extreme anxiety-like and depressive-like behavior, risk-seeking, exploratory behavior, substance use, and hyperactivity (Almeida et al., 2018; Brush, 2003; Castanon et al., 1995; Commissaris et al., 1986; Filiou et al., 2014; Hendley et al., 1983; Jónás et al., 2010; Kessler et al., 2007; Overstreet et al., 1994; Rezvani et al., 2002; Terenina-Rigaldie et al., 2003; Weiss et al., 1998; Wigger et al., 2001). Within our laboratory, we have selectively bred rats for two decades for either a high propensity to explore a novel environment (high responders to novelty) or a low propensity to explore a novel environment (low responders to novelty) (Stead et al., 2006; Turner et al., 2017). We have found that this locomotor response to a novel environment (LocoScore) predicts a broader behavioral phenotype in our bred lines, akin to human temperament (Flagel et al., 2014; Turner et al., 2017). The bred high responders (bHRs) have high exploratory locomotion and disinhibited, sensation-seeking, externalizing-like behavior. They show greater impulsivity, low anxiety, and an active coping style. They are highly sensitive to reward cues, which can become attractive and reinforcing in a Pavlovian conditioned approach (PavCA) task (“sign-tracking”) (Flagel et al., 2011). In contrast, bred low responders (bLRs) have low exploratory locomotion and inhibited, internalizing-like behavior. They show elevated anxiety- and depressive-like behavior, stress reactivity, a passive coping style (Aydin et al., 2015; Clinton et al., 2014; Flagel et al., 2014, 2016; Turner et al., 2017), and primarily use reward cues for their predictive value (PavCA “goal-tracking”) (Flagel et al., 2011). These behavioral phenotypes appear early in development (Clinton et al., 2011; Turner et al., 2019) similar to temperament in humans (Mervielde et al., 2005; Saudino, 2005). Thus, the highly divergent bHR/bLR phenotypes model the heritable extremes in temperament predictive of internalizing and externalizing psychiatric disorders in humans. They can also model two paths to substance use disorders and addiction: sensitivity to reward cues and sensation-seeking makes bHRs more likely to initiate and re-initiate substance use, whereas bLRs increase substance use following stress (Flagel et al., 2014, 2016).

The extreme divergence in bHR/bLR behavior makes them a powerful model for investigating the heritable contributions to temperament. However, like all selective breeding models, the bHR/bLR lines are likely to be enriched with genetic alleles contributing to the behavioral phenotype as well as alleles that are merely in linkage disequilibrium with the causal locus. To hone in on causal loci for our selected behavioral phenotype, we used a classic method of producing a series of crosses (F_0_-F_1_-F_2_) to generate a heterogeneous sample with well-characterized lineage. We bred bHRs with bLRs from generation 37 (F_0_) to produce F_1_ cross offspring (Intermediate Responders, “IR”). These F_1_ offspring were then bred with each other to produce a re-emergence of diverse behavioral phenotypes in the F_2_ generation (Figure 1). We then performed exome and whole genome sequencing on the F_0_ and F_2_ rats (Chitre et al., 2023; Zhou et al., 2019) to reveal coding differences segregating the bHR/bLR lines (F_0_s) and chromosomal regions associated with variation in exploratory and anxiety-related behaviors in the F_2_ adults and juveniles [quantitative trait loci (QTLs)]. However, each of the loci associated with behavior (QTLs) in the F_2_ rats still encompassed many genetic variants segregated in the bHR/bLR rats, potentially influencing the expression of multiple, diverse genes. Thus, additional studies were necessary to pinpoint gene expression that might mediate functional effects on the brain leading to bHR/bLR behavior. This step is important, because the implicated genetic variants themselves are not necessarily translatable across species, or even across strains, but can guide us to causal pathways.

**Figure 1:**
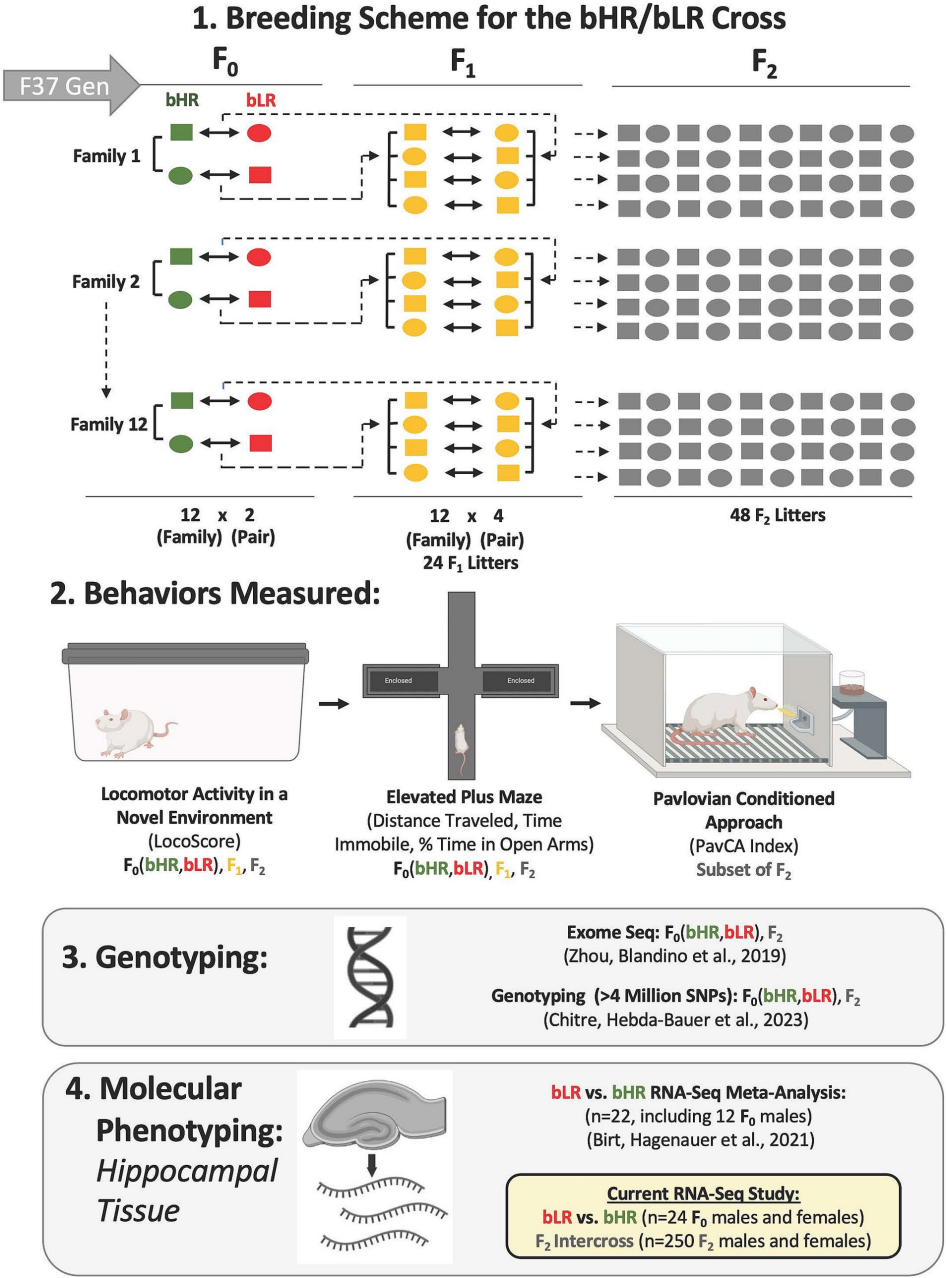
Experimental design: Crossbreeding bHR and bLR rats to identify genes implicated in exploratory, anxiety-like, and reward-related behaviors. After 37 generations of selectively breeding rats for a high or low propensity to explore a novel environment, we have generated two lines of rats [high responders to novelty (bHRs) or low responders to novelty (bLRs)] with highly divergent exploratory locomotion, anxiety-like behavior, and reward-related behavior [Pavlovian conditioned approach (PavCA)]. 1. Breeding Scheme: An initial set (F_0_) of bHRs were bred with bLRs to create 12 intercross families. The offspring of this intercross (F_1_) were then bred with each other to produce a re-emergence of diverse phenotypes in the F_2_ generation. 2. Behavior: All rats were assessed for locomotor activity in a novel environment (LocoScore) as well as exploratory and anxiety-like behavior in the elevated plus maze (EPM). For a subset of F_2_ rats, sensitivity to reward-related cues (Pavlovian Conditioned Approach (PavCA) behavior) was also measured. 3. Genotyping: To identify genomic loci associated with bHR/bLR phenotype (F_0_ population segregation) and behavior in F_2_ adults and F_2_ juveniles (quantitative trait loci, QTLs), exome sequencing was initially performed on both F_0_ and F_2_ rats (Zhou et al., 2019), followed by a broader genome wide association study (GWAS) (Chitre et al., 2023). Within the GWAS, the whole genome was deeply sequenced for the F_0_ rats. This whole genome sequencing (WGS) data was then used in conjunction with low pass (~0.25x) WGS data from the larger cohort of F_2_ rats to impute the genotype of 4,425,349 single nucleotide variants (SNPs) for each rat (Chitre et al., 2023). 4. Molecular Phenotyping: RNA-Seq was used to characterize gene expression in the hippocampus of a subset of male F_0_ and F_1_ rats (*n* = 6/subgroup), which was included in a cross-generational bHR/bLR meta-analysis (Birt et al., 2021). In our current study, RNA-Seq was used to characterize hippocampal gene expression in an independent set of males and females in the F_0_ (*n* = 24, *n* = 6 per phenotype per sex) and F_2_ (*n* = 250) rats to identify gene expression related to both bHR/bLR lineage and exploratory locomotion, anxiety-like behavior, and PavCA behavior.

Therefore, our goal in the current study was to obtain brain gene expression data from the F_0_ and F_2_ animals which could provide insight into the functional mechanisms mediating the influence of genetic variation on behavioral phenotype. We chose to focus on the hippocampus due to its importance in behaviors that diverge between our bred lines, including novelty processing, exploration, behavioral inhibition, emotional regulation, environmental reactivity, and stress-related responses (Campbell and Macqueen, 2004; Fanselow and Dong, 2010; Gerlach and McEwen, 1972; Gray, 1982; Johnson et al., 2012; Papez, 1937; Schwarting and Busse, 2017) The hippocampus has also been linked to the heritable component of anxious or inhibited temperament (Oler et al., 2010), and both internalizing and externalizing disorders (Campbell and Macqueen, 2004; Hoogman et al., 2017; Schmaal et al., 2016). Importantly, previous investigations found pronounced bHR/bLR differences in hippocampal function both in adulthood and early in development (Birt et al., 2021; Clinton et al., 2011; McCoy et al., 2019; Perez et al., 2009; Simmons et al., 2012; Turner et al., 2008; Widman et al., 2019), suggesting that it might be a key region in the generation of the phenotype.

To identify the genes and biological pathways that shape temperament, the present study triangulated the newly-collected functional genomics data with previously-collected behavioral and genetic data (Figure 2). We first used RNA-Sequencing of hippocampal tissue from both male and female bHRs and bLRs (F_0_, *n* = 24) to confirm and expand upon our earlier results from a cross-generational meta-analysis of hippocampal gene expression in bHR versus bLR males (Birt et al., 2021). We then performed RNA-Sequencing of hippocampal tissue from a large sample of heterogeneous F_2_ intercross rats (*n* = 250) to identify differential expression that continued to correlate with exploratory locomotion, anxiety-like behavior, and reward-related behavior independent of the linkage disequilibrium and genetic drift specific to our bred lines. To determine generalizability, we compared these results to hippocampal differential expression from other rat models and to bHR/bLR differential expression in other brain regions. Then, to determine which differential expression was most likely to be driven directly by genetic variation, we integrated our current F_2_ RNA-Seq data with previous whole genome sequencing results (Chitre et al., 2023) to identify genes with expression tightly correlated with proximal genetic variation (expression QTLs: *cis*-eQTLs). We determined which of these *cis*-eQTLs were segregated in the bHR/bLR lines and co-localized with the loci that we had previously linked to behavior (QTLs) within the larger F_2_ sample [adults and juveniles: Chitre et al., 2023]. This converging evidence revealed a set of differentially expressed genes that are particularly strong candidates for mediating the neurobiology of temperament.

**Figure 2:**
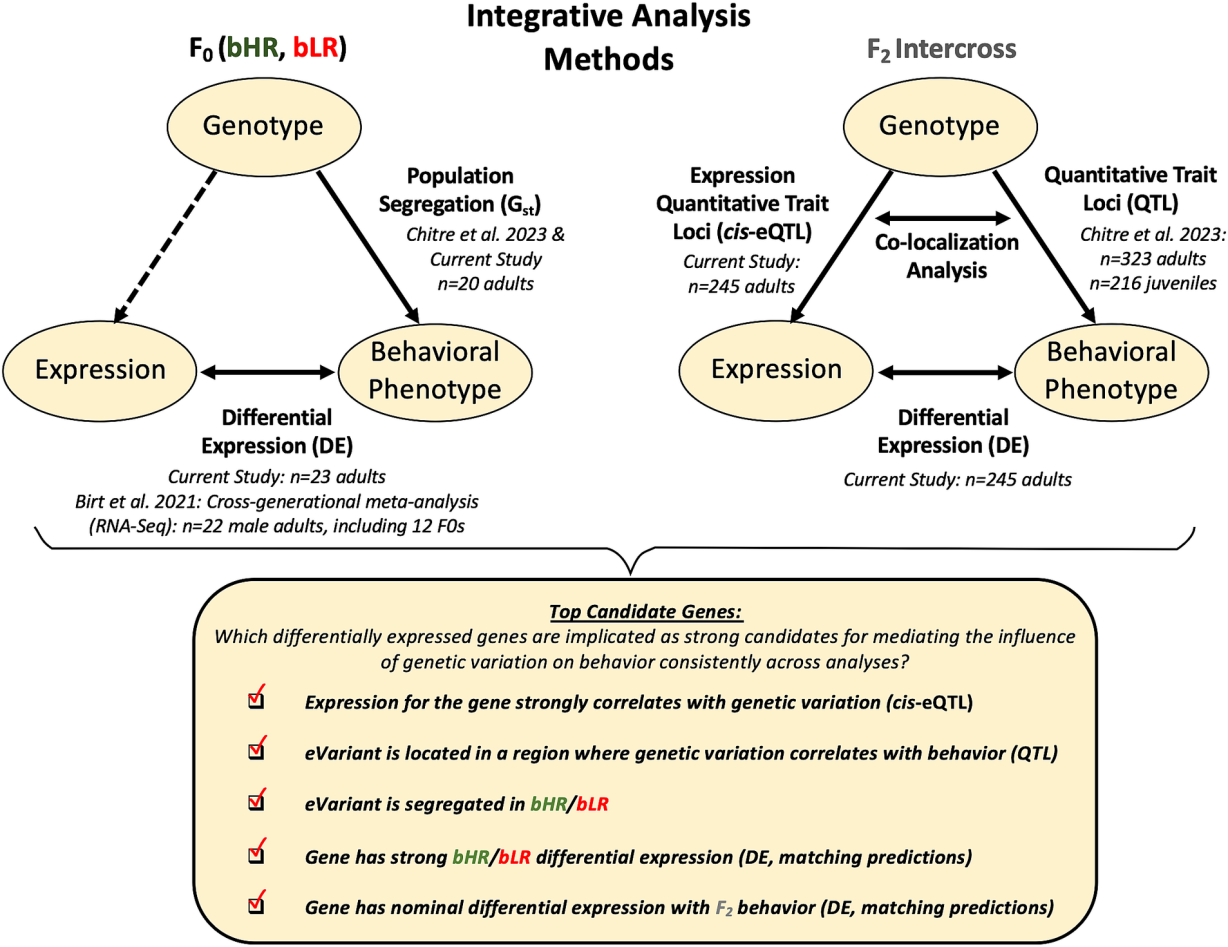
Analysis methods: Using convergent evidence to identify differentially expressed genes that are the strongest candidates for mediating the influence of genetic variation on behavioral temperament. We first identified expression in the hippocampus that differentiated the bHR and bLR lines, using information from both our current F_0_ sample and previous cross-generational meta-analysis. We then identified gene expression that continued to correlate with bHR/bLR divergent behaviors in our large F_2_ intercross sample, indicating that the differential expression (DE) was not an artifact of genetic drift. To determine which DE was most likely driven by proximal genetic variation, we performed a cis-expression Quantitative Trait Loci (cis-eQTL) analysis to determine which genes (eGenes) had expression that strongly correlated with nearby genetic variants (eVariants) using the F_2_ genotype and F_2_ gene expression data, and then estimated the magnitude of that effect in Log2 fold change units (allelic fold change or aFC). We determined which eVariants were segregated in the bHR/bLR lines and confirmed that the predicted effect of this genetic segregation on gene expression matched the bHR/bLR DE observed in the F_0_s. We also determined which eVariants co-localized in regions of the genome previously identified as having strong relationships with behavior in the full sample of F_2_ adults and F_2_ juveniles (QTLs) using Summary-Data Based Mendelian Randomization (SMR) and compared the predicted direction of effect of this genetic variation on gene expression to the DE observed in the F_2_ adults in association with behavior. Finally, to be considered a top candidate gene for mediating the influence of genetic variation on behavioral temperament, we required that a gene have hippocampal DE related to both bHR/bLR phenotype and F_2_ behavior which appeared plausibly driven by genetic variation (cis-eQTL) that segregated in the bHR/bLR lines and correlated with behavior (SMR colocalization with QTL). Note that the sample sizes listed in the diagram reflect the sample sizes used in the analysis following quality control.

## 2 Materials and methods

Full methods are in the Supplementary material, including the ARRIVE reporting checklist. Analysis code (R v.3.4.1-v.4.2.2, R-studio v.1.0.153-v.2022.12.0+353) has been released at https://github.com/hagenaue/NIDA_bLRvsbHR_F2Cross_HC_RNASeq.

All procedures were conducted in accordance with the National Institutes of Health Guide for the Care and Use of Animals and approved by the Institutional Animal Care and Use Committee at the University of Michigan.

### 2.1 Animals

Selectively breeding rats for high or low locomotor activity in a novel environment (LocoScore) produced the bHR line (Wakil:bHR, RRID:RGD_405847397) and bLR line (Wakil:bLR, RRID:RGD_405847400), respectively (Stead et al., 2006). After 37 generations, 12 bHRs and 12 bLRs (F_0_) were chosen from 24 distinct families to crossbreed. The F_1_ offspring with similarly high or low LocoScores were then bred with each other to produce a re-emergence of diverse behavioral phenotypes in the F_2_ generation (Figure 1). These 48 F_2_ litters generated 540 rats [*n* = 216 behaviorally phenotyped as juveniles (1 month old), *n* = 323 behaviorally phenotyped as young adults (2–4 months old)]. Our current study sampled a subset of the adults (F_0_: *n* = 24, *n* = 6/phenotype per sex; F_2_: *n* = 250, *n* = 125/sex) that overlapped with previous genetic studies (Chitre et al., 2023; Zhou et al., 2019) but was distinct from our previous male-only meta-analysis (Birt et al., 2021).

### 2.2 Behavioral analysis

Behavioral phenotyping for the F_0_ and F_2_ rats used in our current study was performed in adulthood, in the morning, with each test occurring on separate days. Testing order was counterbalanced for phenotype (bHR/bLR), with males tested before females on separate days. All F_0_ and F_2_ rats were tested for locomotor activity in a novel environment (protocol: Stead et al., 2006). During testing, rats were placed in a box akin to their home cage but located in a different room with novel cues. Over 60 min, lateral and rearing movements were counted via beam breaks, and the cumulative total defined as locomotor score (LocoScore). All F_0_ and F_2_ were tested for exploratory and anxiety-related behaviors on an EPM [dimly lit (40 lux), protocol: Chitre et al., 2023]. Rats began the five-minute test at the intersection of the arms. A video tracking system (Ethovision, Noldus Information Technology) recorded the percent time spent in the open and closed arms, distance traveled (cm), and time immobile (sec). A subset of F_2_s (*n* = 209) subsequently underwent seven sessions of PavCA training to measure their bias in favor of reward cues over the reward itself (protocol: Meyer et al., 2012). To create a summary PavCA Index, three behavioral variables were averaged: (1) *Probability difference*: the probability of lever contact minus the probability of food magazine entries, (2) *Response bias*: the total conditioned stimuli (CS: lever) contacts minus the total food magazine entries, divided by the sum of the two behaviors. (3) *Latency score*: the average latency to enter the food magazine minus the average latency to contact the lever, divided by the length of the CS duration (8 s). The PavCA Index for the last 2 days of testing (days six and seven) was used to classify rats as “sign trackers” (ST: values > 0.5), “intermediate” (IN: values −0.5 to 0.5), or “goal trackers” (GT: values < −0.5).

For each of the continuous behavioral variables, the interacting effects of sex and phenotype (F_0_ bHR vs. F_0_ bLR vs. F_2_) were examined using analysis of variance (ANOVA type 3, contrasts = “contr.sum”). Exploratory analyses were also performed to examine the potential effect of batch-related variables, testing order, maternal lineage, and paternal lineage. Correlations between behaviors were characterized in the F_0_ and F_2_ datasets separately using parametric methods (Pearson’s R, simple linear model). For the F_0_s, Lineage was included as a dummy variable (bHR as reference 0, bLR coded as 1). For PavCA, a Fisher’s Exact Test was performed on the ratios of male to female animals classified as ST, IN, or GT.

### 2.3 Tissue dissection, RNA extraction, and sequencing

Adults (postnatal days 113–132) were decapitated without anesthesia and brains rapidly extracted (<2 min). For the F_0_s, whole hippocampus was immediately dissected and flash frozen. For the F_2_s, whole brains were flash frozen, and later hole punches from the dorsal and ventral hippocampus were pooled from four hemisected coronal slabs per rat (−2.12 to −6.04 mm Bregma; Paxinos and Watson, 2013). RNA was extracted using the Qiagen RNeasy Plus Mini Kit. A NEB PolyA RNA-seq library was produced and sequenced using a NovaSeq S4 101PE flowcell (targeting 25 million reads/sample).

### 2.4 Hippocampal RNA-Seq analysis

RNA-Seq data preprocessing was performed using a standard pipeline including alignment (STAR 2.7.3a: genome assembly Rnor6), quantification of gene level counts (Ensembl v103, Subread version 2.0.0), and basic quality control. All downstream analyses were performed in Rstudio (v.1.4.1717, R v. 4.1.1). Transcripts with low-level expression (<1 read in 75% of subjects) were removed. Normalization included the trimmed mean of M-values (TMM) method (Robinson and Oshlack, 2010, *edgeR* v.3.34.1; Robinson et al., 2010), and transformation to Log2 counts per million [Log2 cpm (Law et al., 2016), *org.Rn.eg.db* annotation v.3.13.0; Carlson, 2019]. Following quality control, the F_0_ dataset contained *n* = 23 subjects (subgroups: *n* = 5 bHR females, *n* = 6 for each of the other subgroups: bHR males, bLR females, bLR males) with Log2 cpm data for 13,786 transcripts, and the F_2_ dataset contained *n* = 245 subjects (subgroups: *n* = 122 males, *n* = 123 females) with Log2 cpm data for 14,056 transcripts.

Differential expression was calculated using the limma/voom method (Law et al., 2014, package: *limma* v.3.48.3) with empirical Bayes moderation of standard error and FDR correction. For the F_2_s, the same differential expression model was used for each variable of interest (LocoScore, EPM % time in open arms, EPM distance traveled, EPM time immobile, PavCA Index). Technical co-variates were included if they were strongly related to the top principal components of variation identified using Principal Components Analysis (PCA) or had confounding collinearity with variables of interest [covariates: percent of reads that were intergenic (%intergenic) or ribosomal RNA (%rRNA), dissector, sequencing batch, and PavCA exposure (“STGT_Experience”)].

Equation 1: F_0_ differential expression model:

$$y\sim \beta_{0}+\beta_{1}\mathrm{Lineage}+\beta_{2}\mathrm{Sex}+\beta_{3}\%\mathrm{rRNA}+\beta_{4}\%\mathrm{Intergenic}+\varepsilon$$ (1)

Equation 2: F_2_ differential expression model:

$$\begin{array}{l} y\sim \beta_{0}+\beta_{1}\mathrm{VariableOfInterest}+\beta_{2}\mathrm{Sex}+\beta_{3}\%\mathrm{rRNA}+\\ \beta_{4}\%\mathrm{Intergenic}+\beta_{5}\mathrm{Dissector}+\beta_{6}\mathrm{STGT}\_\\ \mathrm{Experience}+\beta_{7-8}\mathrm{SequencingBatch}+\varepsilon \end{array}$$ (2)

### 2.5 Comparison of F_0_, F_2_, and previous hippocampal meta-analysis results

The full F_0_ and F_2_ differential expression results were compared to our previous meta-analysis of hippocampal RNA-Seq studies from late generation bHR/bLR males (Supplementary Table S2 in Birt et al., 2021) using parametric and non-parametric methods (Pearson’s and Spearman’s correlation of Log2FC values) and visualized using gene rank-rank hypergeometric overlap [*RRHO v. 1.38.0* (Plaisier et al., 2010; Rosenblatt and Stein, 2014), ranking by t-statistics] and *VennDiagram* [v.1.7.3 (Chen, 2022)]. For downstream analyses, we defined bHR/bLR differentially expressed genes as the 1,063 genes with FDR < 0.10 in either the F_0_s or late generation meta-analysis, or nominal replication (*p* < 0.05) in both with consistent direction of effect.

### 2.6 Comparison of bHR/bLR hippocampal results to findings from other regions

As an exploratory analysis, we compared bHR/bLR hippocampal differential expression to the pattern of differential expression in other brain regions in previous small transcriptional profiling studies of bHR/bLR adults, including publicly available data from the amygdala [GSE88874: *n* = 5/group, generation F31 (Cohen et al., 2015; McCoy et al., 2017), GSE86893: *n* = 6/group, generation F34-F36 (Cohen et al., 2017)] and dorsal raphe [GSE86893, *n* = 6/group (Cohen et al., 2017)], and unpublished data from the cortex (GSE286181, *n* = 6/group) and hypothalamus (GSE286181, *n* = 6/group) from an early generation of selective breeding (F4). To run this comparison, differential expression was calculated for each dataset using the *limma* pipeline (Supplementary methods). To reduce noise and increase statistical power, we used a standardized pipeline (Hagenauer M. et al., 2024) to perform a simple random effects meta-analysis (Viechtbauer, 2010, package: *metafor*) to summarize the amygdala differential expression results (collective sample size of *n* = 11/group for 7,133 genes), and—to potentially identify bHR/bLR differences that might exist brain-wide—all non-hippocampal differential expression results (collective *n* = 29/group for 11,509 genes). These results were compared to our hippocampal findings using non-parametric methods [Spearman’s correlation of Log2FC values and *RRHO v. 1.38.0* (Plaisier et al., 2010; Rosenblatt and Stein, 2014), ranking by t-statistics].

### 2.7 Gene set enrichment analysis

To elucidate functional patterns, we ran Gene Set Enrichment Analysis (*fgsea v.1.2.1*, nperm = 10,000, minSize = 10, maxSize = 1,000, FDR < 0.05) using a custom gene set database (Brain.GMT v.1, Hagenauer M. H. et al., 2024) that included standard gene ontology, brain cell types, regional signatures, and differential expression results from public databases. We created a continuous variable representing bLR-like vs. bHR-like differential expression for each gene by averaging the t-statistics for bLR vs. bHR comparisons in the F_0_ dataset and former late generation RNA-Seq meta-analysis (Birt et al., 2021) and for each of the F_2_ behaviors (with bHR-like phenotype set as reference). A second non-directional analysis used the absolute value of the average t-statistic.

### 2.8 Constructing a hippocampal *cis*-eQTL database

Hippocampal *cis-*eQTL mapping was performed using published methods Munro et al. (2022, unpublished)^1^. Quality-controlled F_2_ RNA-Seq data (Log2 CPM, *n* = 245 following quality control) was corrected for technical covariates (Equation 2, residualized), followed by rank-based inverse normal transformation ((see footnote 1) Ongen et al., 2016). F_2_ genotypes were generated by low coverage whole genome sequencing followed by imputation (from data release for (Chitre et al., 2023): doi: 10.6075/J0K074G9, *n* = 4,425,349 SNPs). Principal Components Analysis was run on the gene expression matrix and genotype matrix [following pruning for linkage disequilibrium, *Plink2 v.2.00a2.3* (Chang et al., 2015)], and principal components 1–5 from both analyses included as covariates within the single-SNP linear regression for *cis*-eQTL mapping [*tensorQTL v.1.0.6* (Taylor-Weiner et al., 2019)]. We tested SNPs with minor allele frequency (MAF) >0.01 within ±1 Mb of each gene’s transcription start site (tss). A significant eVariant-eGene relationship (*cis*-eQTL) was defined using empirical beta-approximated *p*-values calculated using permutations for each gene, and false discovery corrected (FDR < 0.05) using results from the top SNP for all genes. When SNPs were in perfect linkage disequilibrium, a single SNP was selected randomly. Additional, conditionally independent *cis*-eQTLs for each eGene were identified using stepwise regression (*tensorQTL:* default settings). We estimated *cis*-eQTL effect size (allelic fold change, aFC) using an additive *cis*-regulatory model (package *aFC.py*) with raw expression read counts and the same covariates as *cis*-eQTL mapping (Mohammadi et al., 2017).

### 2.9 Predicting bHR/bLR differential expression using the *cis*-eQTL database

We extracted F_0_ genotype information for each eVariant (*n* = 10 bHR/*n* = 10 bLR in Chitre et al., 2023, release: doi: 10.6075/J0K074G9) using *VcfR* (v1.14.0, Knaus and Grünwald, 2017).^2^ We defined partial bHR/bLR segregation using *myDiff()* G_st’_ > 0.27 [(Hedrick, 2005), akin to all 0/0 vs. all 0/1 in our dataset]. We assigned the direction of effect for the Log2 aFC to reflect the bLR-enriched allele vs. bHR-enriched allele and compared these predictions to both the F_0_ differential expression results (Log2FC) and bHR/bLR late generation RNA-Seq meta-analysis results (estimated *d*) using parametric (linear regression) and non-parametric (Spearman’s rho) methods.

### 2.10 Co-localization of *cis*-eQTLs with regions of the genome associated with bHR/bLR-like behavior

We used Summary Data-based Mendelian Randomization (SMR; Zhu et al., 2016) to test for colocalization of *cis*-eQTLs with QTLs from the full F_2_ cohort [GWAS results: (Chitre et al., 2023)] for adult behaviors included in our differential expression analysis (LocoScore, EPM time immobile, EPM distance traveled, EPM % time in open arms, PavCA Index) and juvenile behaviors targeting analogous traits (open field (OF) time immobile, OF distance traveled, OF % time in center). *Z*-scores for the *cis*-eQTL and GWAS associations with each top eVariant were used to calculate the SMR approximate chi-squared test statistic, with *p*-values determined using the chi-squared distribution’s upper tail [df = 1, FDR correction: *mt.rawp2adjp()* (proc = “BH”) in *multtest* v.2.26.0 (Pollard et al., 2005)]. Results were visualized using the *manhattan()* plot function in the *qqman* package [v.0.1.8 (Turner, 2018)].

To determine whether the strength of *cis*-eQTL/QTL co-localization (SMR t-statistic) correlated with F_2_ behavioral differential expression, we assigned a predicted direction of effect based on the relationship between genotype and behavior within the larger F_2_ sample (adults: *n* = 323 adults, juveniles: *n* = 216) and genotype and expression within the *cis*-eQTL analysis (*n* = 245). We then examined the correlation between the F_2_ Log2FCs for each adult behavior and the “directional” SMR T-statistics for the same adult behavior or analogous juvenile behavior (OF distance traveled, OF time immobile, OF % time in center), both in the full dataset (all 5,937 cis-eQTLs) and within the subset of *cis*-eQTLs that we had already confirmed were segregated in bHR/bLRs in a manner predictive of bHR/bLR differential expression (492 cis-eQTLs representing 456 eGenes).

To narrow down our pool of top candidate genes for mediating the effect of genetic variation on behavior, we required that our final top candidate genes have expression strongly related to genetic variation (*cis*-eQTLs) that is segregated in bHR/bLR (G_st’_ > 0.27) in a manner that correctly predicts bHR/bLR differential expression and is co-localized with a QTL for behavior (SMR FDR < 0.10) in a manner that correctly predicts F_2_ differential expression. Using a conservative estimate (Supplementary methods), this convergence of results should only be observable once, at most, in our dataset due to random chance.

## 3 Results

### 3.1 Locomotor activity in a novel environment reflects a broader behavioral temperament in both selectively-bred bHR/bLR lines and F_2_ intercross rats

The bHR/bLR (F_0_) crossbreeding scheme produced F_2_ animals with behaviors ranging between the more extreme bHR and bLR phenotypes [all behaviors: *p* < 1.5e-06 for effect of group (F_0_ bHR vs. F_0_ bLR vs. F_2_); examples: Figures 3A,B; Supplementary Figure S4, full statistics: Supplementary Table S1]. F_2_ behavior sometimes appeared more similar to bLRs than bHRs (e.g., Figure 3B) suggesting a floor effect or that genetic contributions to internalizing-like behavior may be more dominant.

**Figure 3:**
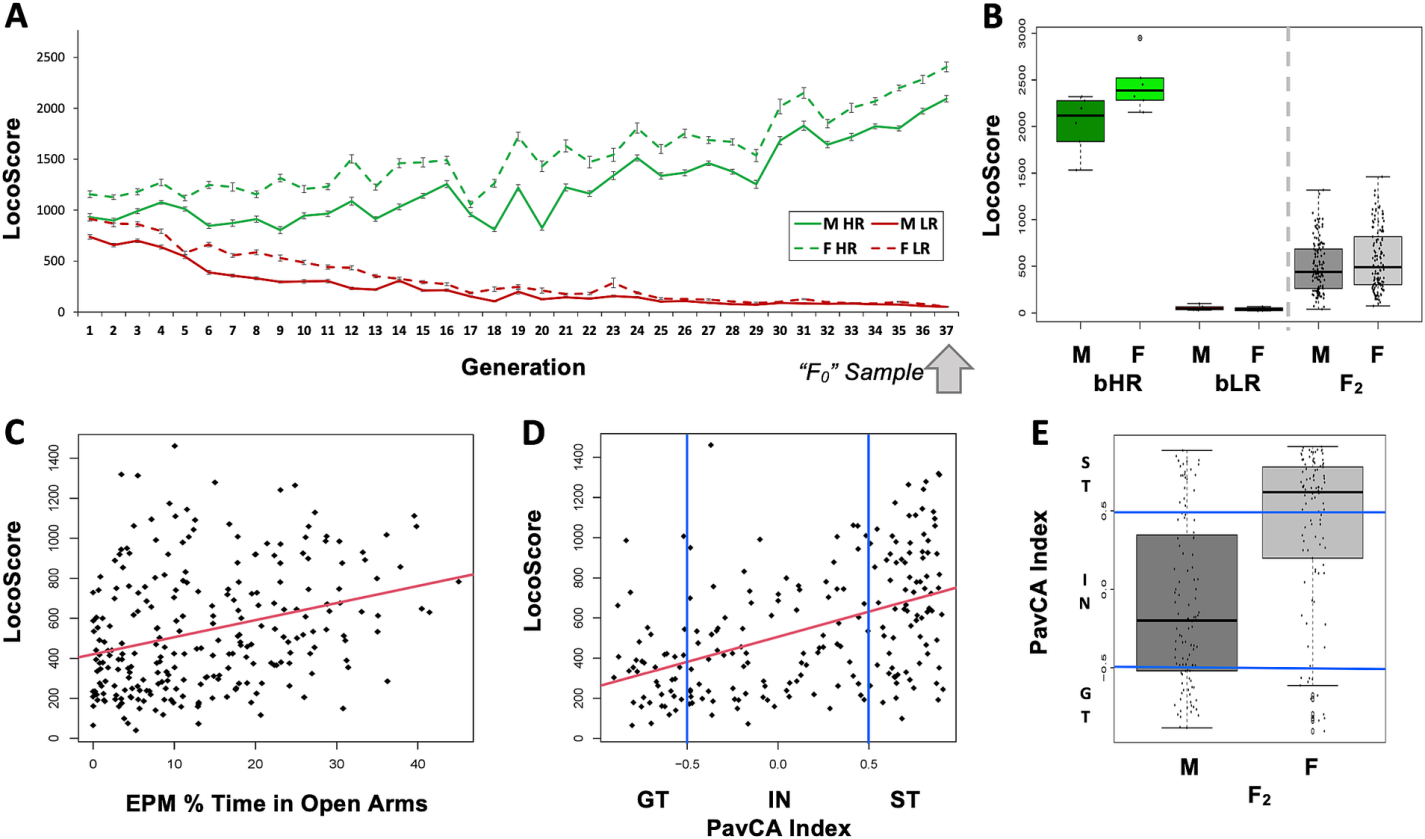
Behavioral phenotype: Locomotor activity in a novel environment reflects a broader behavioral temperament in both selectively-bred bHR/bLR lines and F_2_ intercross rats. **(A)** Locomotion in a novel environment (LocoScore: lateral + rearing counts over 60 min) is strongly influenced by genetics, as indicated by the divergence in LocoScore observed following the selective breeding of the bHR/bLR lines in both males (M) and females (F). The “F_0_” animals used in our crossbreeding experiment were taken from the 37^th^ generation of selective breeding. **(B)** The bHR/bLR (F_0_) crossbreeding scheme produced F_2_ rats with intermediate behavior which fell between the extreme bHR and bLR phenotypes. Depicted are the LocoScores for the F_0_ and F_2_ rats included in the current RNA-Seq experiment (effect of group: *F*(2, 268) = 212.764, *p* < 2.2E-16). The graphs for other measured behaviors (EPM Distance traveled, EPM time immobile, EPM % Time in Open Arms) are in Supplementary Figure S4. For all measured behaviors, group differences (ANOVA: F_0_ bHR vs. F_0_ bLR vs. F_2_) were highly significant (*p* < 1.5e-06, Supplementary Table S1). **(C,D)** Behaviors that diverged during bHR/bLR selective breeding for LocoScore remained correlated in F_2_s. Example scatterplots illustrate correlations between LocoScore and other bHR/bLR distinctive behaviors in the F_2_s. Red lines illustrate the relationship between the variables across both sexes. The correlations between all variables can be found in Supplementary Figure S4 and Supplementary Table S2. **(C)** Greater LocoScore predicted greater EPM % Time in Open Arms in the F_2_s (R = 0.30, *p* = 1.72E-06). Greater time spent in the open arms of the EPM is typically interpreted as indicating low anxiety. **(D)** Most F_2_s (*n* = 209) were tested for PavCA behavior. Greater LocoScore predicted an elevated PavCA Index in the F_2_s (R = 0.46, *p* = 3.22E-12). Rats with greater PavCA Index (>0.5) are considered sign-trackers (ST) and rats with lower PavCA Index (<−0.5) are considered goal-trackers (GT). **(E)** All behavioral variables showed a significant sex difference (*p* < 0.007) except for LocoScore. As an example, sex differences in PavCA index are illustrated with a boxplot. A higher percent of females than males were classified as Sign Trackers (ST) vs. Goal Trackers (GT) (Intermediate = IN) (Fisher’s exact test: *p* = 1.472E-06, OR: 0.13; CI: 0.05–0.34). These observed behavioral sex differences are difficult to interpret, as the two sexes were tested on all tasks in separate batches but supported the inclusion of sex as a covariate in all statistical models.

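The submitters' labels give a total LocoScore for each of the 24 F_0_ rats whose hippocampus was sequenced, 6 males and 6 females of each line. The bHR (bred High Responder) and bLR (bred Low Responder) lines were selected for this score, so a difference between them was built into the breeding. The 12 bHR rats scored 2240 ± 351 (SD, range 1533 to 2949) and the 12 bLR rats 46.6 ± 22.9 (SD, range 23 to 101), so that no bHR rat scored as low as any bLR rat. The difference in means was 2193 (two-sided permutation test with 100000 permutations, p = 2e-05, Benjamini-Hochberg adjusted over the 4 behaviors compared 8e-05). It was 1980 in males and 2406 in females (exact permutation test, two-sided, p = 0.00216 in each sex, the smallest p that 6 rats against 6 allow). The test of both sexes treated the rats as independent, although the labels pair a male and a female in each family. The tests within a sex, where no family is repeated, do not rest on this. Over the 23 rats kept by the paper, without the bHR female of family H05 whose RNA had a RIN of 6.3, the difference was 2174. In 5 of the 24 rats the labelled total was not the sum of the labelled lateral and rearing counts, with a largest discrepancy of 128 counts, and the summed counts gave a difference of 2215.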

Exploratory locomotion, anxiety-like behavior, and PavCA behavior remained strongly correlated within the F_2_s, as previously observed in the bHR/bLR lines (examples: Figures 3C,D; Supplementary Figure S4, full statistics: Supplementary Table S2). Although these behaviors often differed by sex (example: Figure 3E, Supplementary Figure S4, full statistics: Supplementary Table S1), sex differences were not responsible for driving the correlation between different behaviors (with sex in the model: all behavior–behavior relationships still *p* < 0.0284). These findings are consistent with results using the full F_2_ cohort (Chitre et al., 2023) and imply that locomotor activity in a novel environment echoes a broader behavioral temperament, reflecting genetic and environmental influences shared across anxiety, mood, and reward-related behaviors.

### 3.2 F_0_ RNA-Seq: selective breeding produced a robust molecular phenotype in the hippocampus that surpassed the effect of sex

The hippocampus plays an important role in many processes relevant to bHR/bLR behavioral phenotype, including novelty processing, exploratory behavior, behavioral inhibition, emotional regulation, environmental reactivity, and stress-related responses. 

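Whole hippocampus from 24 F_0_ rats was sequenced as poly-A-selected, paired-end RNA libraries, with 6 male and 6 female bHRs and 6 male and 6 female bLRs. The labels assign 1 male and 1 female to each of 12 families, 6 families per line, whereas the paper states that the rats came from 24 distinct families, and the family codes are used as labelled. The paper left out 1 rat, the bHR female of family H05, for a RIN of 6.3, and values are given over the remaining 23 rats first and over all 24 second. The paper states that F_0_ males and females were dissected on separate days a month apart, with the lines counterbalanced on each day, so sex and day of dissection coincide and lineage was compared within days. The paper gives an age at sacrifice of 113 to 132 days, and the labels give 151 to 165 days for the males and 187 to 192 days for the females. The authors aligned the reads to the rat genome Rnor6 with STAR, kept unique hits and counted reads per gene by strand with Subread on the Ensembl annotation. The values used are these raw counts per annotated gene, without normalization or filtering. Reads counted on genes per rat, in units of 1e6 (M), ranged from 19.8 to 28.4 M in male bHRs (median 24.3 M) and from 21.9 to 25.8 M in the 5 female bHRs kept (median 23.0 M). In male bLRs they ranged from 19.0 to 21.8 M (median 20.1 M), and in female bLRs from 16.8 to 24.8 M (median 22.9 M). Mean library size over the genes kept for testing was 21100000 in bLRs and 23870000 in bHRs (two-sided permutation test with 100000 permutations, p = 0.00969, Benjamini-Hochberg adjusted 0.0969 over 10 comparisons of RNA metrics by line or sex). At these depths, 3 counts stand for 0.0864 to 0.216 CPM (counts scaled to a library of 1e6), and a group at or under 3 counts in every rat is treated as below detection. Genes with at least 1 CPM in at least 25% of the rats (6 of 23) were kept, which left 13838. Counts were normalized by TMM and fitted with edgeR's quasi-likelihood model with lineage, sex, %rRNA and %intergenic as terms and bHR males as the reference, and genes with FDR < 0.10 were counted as differentially expressed. The model terms, the 23 rats and the threshold are those of the paper, which used limma-voom in place of edgeR. The filter, the normalization, the covariates and the rat left out are the choices that could change the counts of genes.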

We observed robust bHR/bLR differential expression in the hippocampus. 

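Of the 13838 genes tested, 185 differed between bLRs and bHRs, with 107 higher in bLRs and 78 higher in bHRs, and 1378 had an unadjusted p under 0.05. With all 24 rats in the fit, 173 genes were higher in bLRs and 121 in bHRs. The count was 3 in a fit of the 11 females alone and 85 in the 12 males alone, and with both sexes in the fit it ranged from 56 without the technical covariates to 382 with 2 surrogate variables. With each rat left out in turn it ranged from 97, without the bHR male of family H02, to 436, without the bHR female of family H12. For 5 genes, all of them higher in bLRs, the lowest bLR rat lay above the highest bHR rat in CPM, where a chance ordering of the rats would give 0.0205 genes. Among these, ENSRNOG00000055892 had at most 1 count in any of the 11 bHRs and 5.31 ± 2.49 CPM (SD, n = 12) in bLRs, at least 28-fold higher in bLRs. ENSRNOG00000022490 had 1.41 ± 0.63 CPM (SD, n = 11) in bHRs and 5.36 ± 1.46 CPM (SD, n = 12) in bLRs, a Log2FC of 1.94 (SE 0.18, FDR = 4.8e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AABR07001512.1, a protein-coding gene on the minus strand of chromosome 1 from 48565160 to 48565711 in Rnor6, had a Log2FC of 2.22 (SE 0.28, FDR = 5.5e-05, same test), although 1 bHR male, of family H05, reached 2.08 CPM against at most 0.84 CPM in the other bHR males. Among the genes higher in bHRs, Ifit1 had 2.82 ± 1.25 CPM (SD, n = 11) in bHRs and 0.27 ± 0.82 CPM (SD, n = 12) in bLRs, a Log2FC of -3.38 (SE 0.64, FDR = 0.0062, same test). Of the bLR mean, most came from 1 male, of family L09, with 2.86 CPM against at most 0.14 CPM in the other male bLRs. With each rat left out in turn, the Log2FC of Ifit1 ranged from -5.79 to -3.08.

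**Figure D1:**
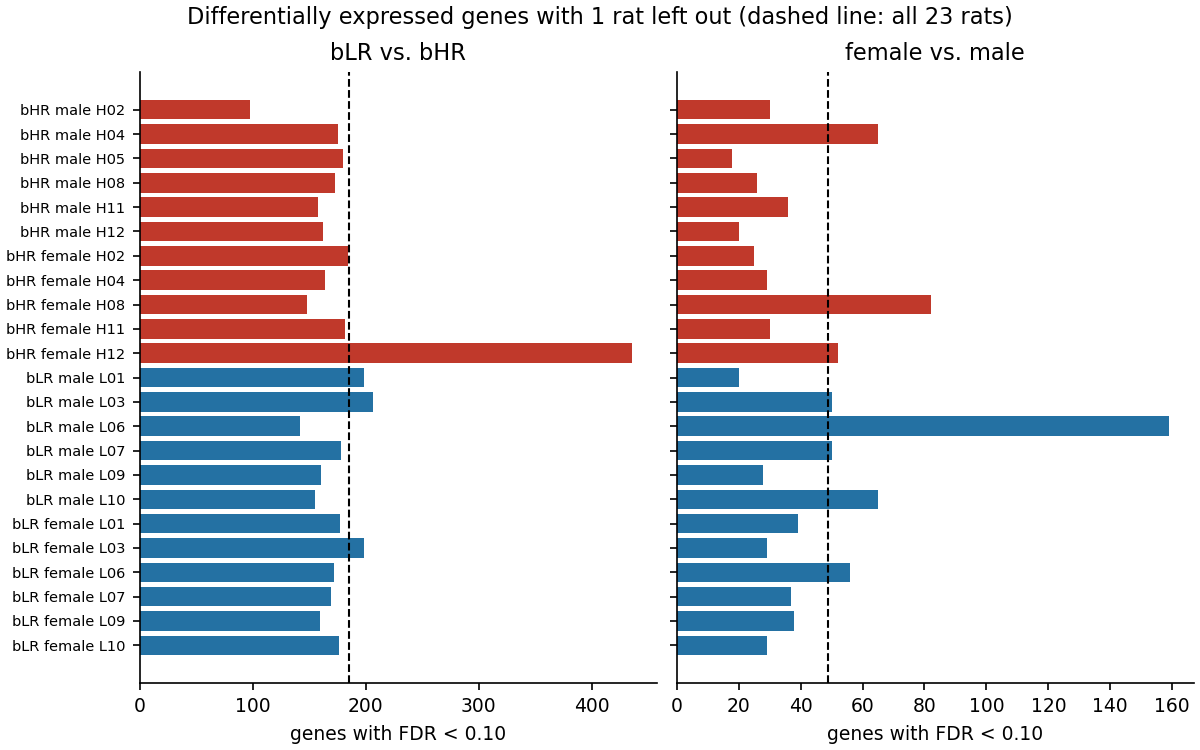
Number of genes with FDR < 0.10 (edgeR's quasi-likelihood test) for bLR vs. bHR (left) and female vs. male (right) when the rat named on the vertical axis was left out, with bHR rats in red and bLR rats in blue. The dashed lines mark the 185 and 49 genes found with all 23 rats, and the longest bars are those without the bHR female of family H12 (436) and without the bLR male of family L06 (159).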

Within the F_0_ RNA-Seq dataset, there were 131 differentially expressed genes with elevated expression in bLRs versus bHRs, and 86 differentially expressed genes with higher expression in bHRs (False Detection Rate (FDR) < 0.10, Figures 4A,C, Supplementary Table S3). In contrast, despite the observed sex differences in behavior, there were only 21 genes upregulated in females (versus males) and 22 genes upregulated in males (versus females) (Figures 4B,C, Supplementary Tables S3, S4). 

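In the same fit, 49 genes differed by sex, 12 higher in females and 37 higher in males, and 1553 genes had an unadjusted p under 0.05. With all 24 rats, 25 genes were higher in females and 41 in males. The balance between the sexes shifted with the scaling factor, to 14 higher in females and 22 in males with RLE size factors and to 16 and 28 with upper quartile normalization. The number of genes was 13 without the technical covariates and 155 with 2 surrogate variables, and from 18 to 159 genes were found with each rat left out in turn. Only 2 genes were called for both lineage and sex. Because the males and the females were dissected on different days and differed in age, a difference between the sexes in these rats, apart from that of genes with 0 counts in every rat of 1 sex, cannot be told apart from a difference between the days or the ages.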

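The median absolute Log2FC of the 185 lineage genes was 0.70, and 47 of them exceeded 1. That of the 49 sex genes was 0.58, and 14 of them exceeded 1. Of the 49 sex genes, 9 were on a list of genes that the paper names in its sex comparisons as X or Y chromosome genes. Over the other 40 sex genes the median was 0.54, with 8 genes exceeding 1. The list, called the X and Y genes here, also held Rpl10l, which the paper names as autosomal. X or Y genes that the paper does not name were not on it. The difference between the medians, lineage minus sex over all genes called, was 0.13. Its SE was 2.35, from the fits that each left out 1 rat. The genes called changed between those fits, so this SE is not a reliable measure of the spread of the medians and does not decide their order. The order is left open, because it changed with the processing. The difference was -1.37 without the technical covariates, -1.29 with %rRNA as the only covariate, -1.25 with scaling by library size alone and -0.63 with a filter of 1 raw read in 25% of the rats. It was close to 0 with upper quartile normalization (-0.0133), all 24 rats (-0.0095) and RLE size factors (0.0091), and positive with limma-voom (0.11), the paper's method, DESeq2 (0.06) and 2 surrogate variables (0.07). With the X and Y genes left out of the sex genes, a comparison chosen after seeing the data, the difference was 0.16, and it was 0.14 with limma-voom, 0.07 with DESeq2, 0.06 with RLE size factors, 0.05 with upper quartile normalization, 0.02 with all 24 rats and 0.08 with 2 surrogate variables. It stayed negative without the technical covariates (-1.25, 7 sex genes left), with %rRNA as the only covariate (-1.27, 10 left), with library size alone (-1.05, 12 left) and with the filter of 1 raw read (-0.11, 36 left). In both contrasts the genes with a group at or under 3 counts have no upper limit on their fold change. Each median is over the genes called in its fit. Where few sex genes were called, as without the technical covariates (13), a reversal can follow from which genes pass and does not decide the order.

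**Figure D2:**
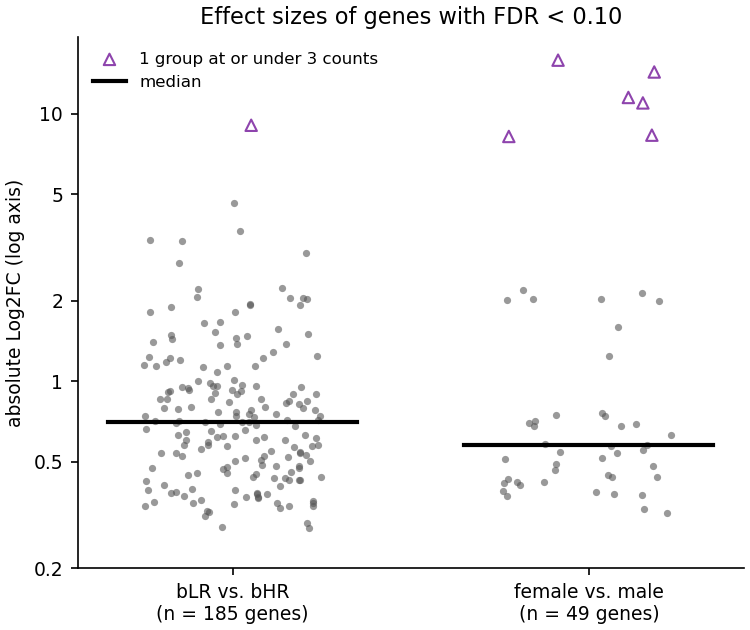
Absolute Log2FC (log axis) of each gene with FDR < 0.10 for bLR vs. bHR (185 genes) and for female vs. male (49 genes), from edgeR's fit of 23 F_0_ rats, where horizontal lines are medians (0.70 and 0.58). Triangles are named genes with 1 group at or under 3 counts in every rat, whose plotted size rests on the model and not on counts in both groups. Genes not named in the text were not checked for this and are plotted as circles.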

The effect sizes (Log(2) Fold Changes, or Log2FC) for bHR/bLR differentially expressed genes were also larger than those for sex, with the exception of a few X and Y chromosome genes (Figures 4A,B, Supplementary Tables S3, S4). 

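The interaction of lineage and sex was tested with lineage, sex, %rRNA and their interaction as terms, as in the paper's interaction model, which leaves out %intergenic. None of the 13838 genes had FDR < 0.10 (smallest FDR = 0.9999, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 325 genes had an unadjusted p under 0.05 where 692 would be expected by chance. Adding %intergenic moved the latter count most, to 1143 genes, again with 0 genes at FDR < 0.10. The same 0 was found with all 24 rats, where 180 genes had an unadjusted p under 0.05.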

There were no significant interactions between the effects of Lineage and Sex on gene expression (FDR > 0.10), but our sample size was underpowered to detect these effects (*n* = 5−6/subgroup). The presence of robust bHR/bLR hippocampal differential expression in both male and female F_0_s replicated previous male-only studies (Birt et al., 2021).

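All 185 lineage genes had the same sign in males and in females when the effect of lineage was taken within each sex from the interaction fit. Across these genes the Log2FC in males and in females correlated with r = 0.933, against 0.603 across all genes tested. The 185 genes were selected from a fit of both sexes, and genes are not independent replicates, so neither correlation carries a p-value. ENSRNOG00000055892 had a Log2FC of 8.69 (SE 0.57) in males and 9.55 (SE 0.69) in females by the model, with at most 1 count in bHRs of either sex. Plekhf1, which the paper names and which was not among the 185 (Log2FC 0.02, FDR = 0.985, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), had a Log2FC of 0.37 (SE 0.29) in males and -0.90 (SE 0.30) in females, and its interaction did not pass the adjustment (FDR = 0.9999, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the differential expression by lineage in rats of both sexes, the paper concludes that the present results replicated its earlier studies of males alone.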

**Figure 4:**
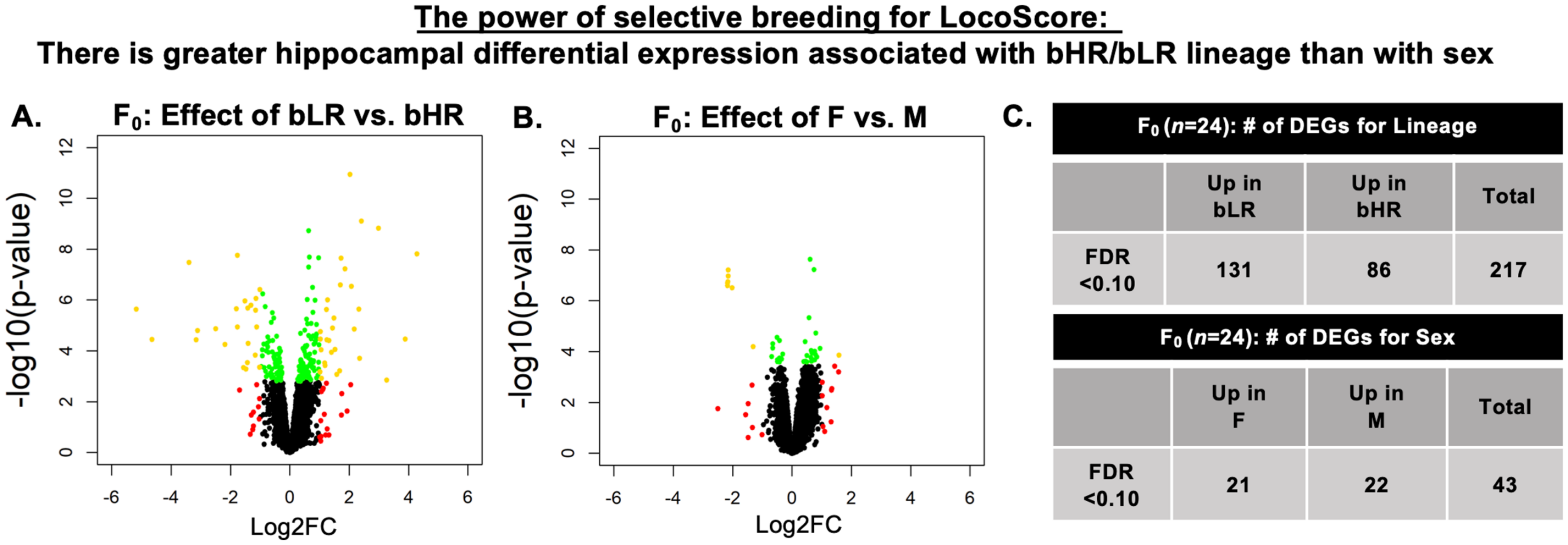
A robust hippocampal (HPC) molecular phenotype: There was greater hippocampal differential expression associated with F_0_ bHR/bLR lineage than with sex. Differential expression associated with bHR/bLR Lineage and Sex were examined in the same dataset (F_0_) with comparable subgroup sample sizes (total *n* = 23). Shown are two volcano plots illustrating the differential expression associated with bHR/bLR phenotype **(A)** and sex **(B)**. For both volcano plots, red depicts genes with a log2 fold change (Log2FC) > 1.0, green depicts genes with a False Discovery Rate (FDR) < 0.1, and gold indicates genes satisfying both criteria. In **(A)**, the reference group was defined as bHR, therefore positive Log2FC coefficients indicate upregulation in bLRs, and negative Log2FC coefficients indicate upregulation in bHRs. In **(B)**, males served as the reference group, therefore positive Log2FC coefficients indicate upregulation in females (F), and negative Log2FC coefficients indicate upregulation in males (M). For ease of visualization, six X and Y chromosome genes were not plotted due to extreme *p*-values (ranging from *p* = 5.71E-13 to 8.97E-26: Kdm5d, Eif2s3y, Uty, Ddx3, ENSRNOG00000055225, AABR07039356.2). The summary table **(C)** shows the number of differentially expressed genes (DEGs) for bHR/bLR Lineage and Sex. The full F_0_ bHR/bLR differential expression results can be found in Supplementary Table S3 and the full F_0_ differential expression results for Sex can be found in Supplementary Table S4.

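Among the X and Y chromosome genes named, Kdm5d, Eif2s3y, Uty and Ddx3 had 0 counts in each of the 11 females, so only a lower bound on their fold change can be given from the counts. Kdm5d had 9.91 ± 3.78 CPM (SD, n = 12) in males, at least 52.2-fold higher, and its highest value, 19.0 CPM in the bHR male of family H02, stood apart from the other bHR males (at most 11.1 CPM). Eif2s3y had 371 ± 131 CPM (SD, n = 12) in males, at least 1960-fold higher. For Uty, expression in males was 17.2 ± 3.22 CPM (SD, n = 12), at least 90.6-fold higher, and for Ddx3 it was 124 ± 35.3 CPM (SD, n = 12), at least 653-fold higher. In the other direction, ENSRNOG00000055225 had 0 counts in each of the 12 males and 1.48 ± 0.74 CPM (SD, n = 11) in females, at least 6.84-fold higher, with 3.46 CPM in the bLR female of family L10 against at most 1.74 CPM in the other female bLRs. ENSRNOG00000051257 also had 0 counts in every male and 1.87 ± 1.31 CPM (SD, n = 11) in females, at least 8.64-fold higher. The largest FDR among these 6 genes was 1.7e-07 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Reads of Kdm5d, Uty, Ddx3 and Eif2s3y that align equally well to a related gene on the X chromosome were not counted by the authors, who kept unique hits.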

### 3.3 Current F_0_ study replicated bHR/bLR gene expression differences detected in previous studies

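The F_0_ effects of lineage were set beside the effect sizes (d) of the paper's earlier meta-analysis of later-generation RNA-Seq data from males, as the paper's Supplementary Table S3 gives them for genes of chromosome 1. Of these genes, 944 were tested in the F_0_ rats and have a value of d. Across them the F_0_ Log2FC correlated with d with Pearson's r = 0.378 and Spearman's rho = 0.330, and 559 genes (59.2%) had the same sign in both. The correlations are across genes, which are not independent replicates, and carry no p-value. Restricting the comparison to the genes with an unadjusted p under 0.05 for lineage moved the correlation most, to r = 0.72 over 105 genes. With each rat left out in turn, r stayed between 0.264 and 0.402, and with all 24 rats it was 0.364.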

The bHR/bLR hippocampal differential expression in our current study replicated many effects observed in our previous meta-analysis of hippocampal transcriptional profiling studies in bHR/bLR males (Birt et al., 2021), with the F_0_ Log2FC correlating positively with the bLR versus bHR estimated effect size (d) observed in RNA-Seq data from later generations (Figures 5A,B). 

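Among the 944 chromosome 1 genes with a value in both datasets, 7 had FDR < 0.10 for lineage in the F_0_ rats and 73 had FDR < 0.10 in the paper's meta-analysis. The 3 genes in both sets were Plekhb1, Tnnt1 and Nkd2, the last 2 of them named after their values were seen (odds ratio 9.24, two-sided Fisher's exact test, p = 0.0124). Tnnt1 had an F_0_ Log2FC of 2.06 (SE 0.39, FDR = 0.0056) and Nkd2 of 0.80 (SE 0.16, FDR = 0.0094, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both were higher in bLRs in the paper's meta-analysis too. Of the 7 F_0_ genes, 6 had the sign of the meta-analysis. The overlap rose to 8 genes with DESeq2 and to 8 with all 24 rats.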

Sixty-two of the 984 bHR/bLR differentially expressed genes in either dataset (FDR < 0.10) were significant (FDR < 0.10) in both datasets (Figure 5C, Supplementary Table S3). 

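At an unadjusted p under 0.05 in both datasets, 25 of the chromosome 1 genes were higher in bLRs in both (odds ratio 5.22, two-sided Fisher's exact test, p = 2.86e-08) and 17 were higher in bHRs in both (odds ratio 10.9, p = 5.56e-10, same test), while 1 gene had opposite signs. Together these 42 genes became 35 without the technical covariates and 50 with 2 surrogate variables, the lowest and highest counts among the alternatives, and stayed at 42 with all 24 rats. The tests treat genes as independent, which neighboring genes on 1 chromosome are not.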

More genes showed replication of nominal bHR/bLR effects (*p* < 0.05) with consistent direction of effect in both datasets, so that, in total, 1,063 genes had evidence of bHR/bLR differential expression in the hippocampus (Figures 5D,E, Supplementary Table S3). As many generations of selective breeding for a behavioral phenotype are likely to produce an enrichment of eQTL alleles influencing the phenotype, these 1,063 genes were prioritized in downstream analyses.

**Figure 5:**
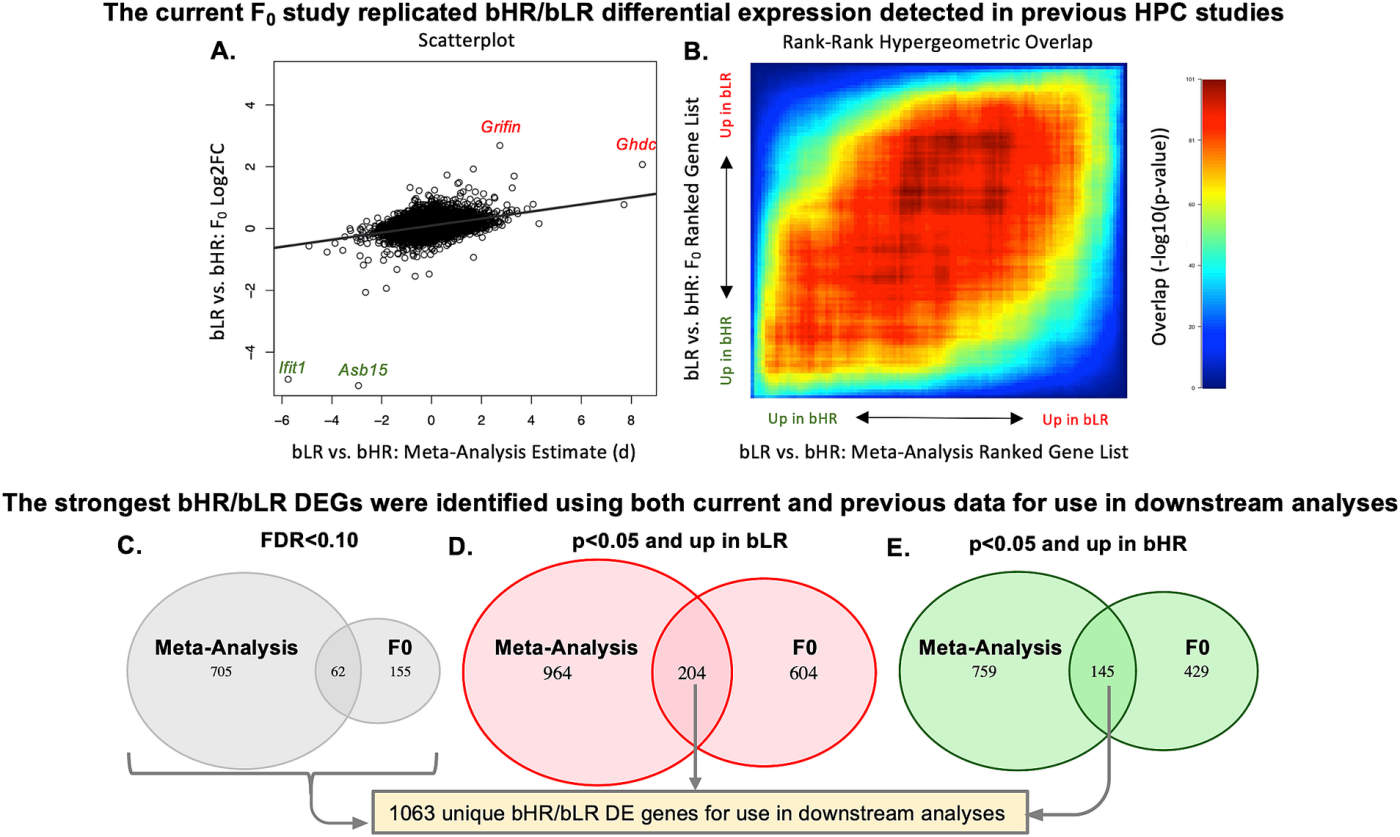
The current F_0_ study in males and females replicated bHR/bLR differential expression (DE) detected in previous male-only hippocampal (HPC) studies. **(A)** A scatterplot illustrates the positive correlation (*n* = 11,175 genes, R = 0.35, *p* < 2.2E-16) between the bHR/bLR effect sizes from our current F_0_ dataset (bLR vs. bHR Log2FC for all genes) and the bLR vs. bHR effect sizes identified by our previous late generation RNA-Seq meta-analysis ((Birt et al., 2021): bLR vs. bHR estimated Cohen’s d for all genes). Genes with particularly large effects in both datasets are labeled in green (upregulated in bHRs) or red (upregulated in bLRs). **(B)** This positive correlation is also visible when using a non-parametric analysis of the results ranked by t-statistic, as illustrated with a two-sided Rank-Rank Hypergeometric Overlap (RRHO) plot. Warmer colors illustrate the strength of the overlap [−log10(*p*-value)], with the visible red diagonal indicating a positive correlation between the ranked results. **(C–E)** To identify the strongest bHR/bLR differentially expressed genes (DEGs) for use in downstream analyses, we referenced results from both the current F_0_ dataset and previous late generation RNA-Seq meta-analysis (Birt et al., 2021). Shown are three Venn diagrams illustrating the overlap of the DEG lists from the two studies, with DE defined either using a traditional threshold of FDR < 0.10 in either study **(C)** or using a nominal *p*-value threshold (*p* < 0.05) and a specified direction of effect [**(D)**: upregulated in bLR vs. bHR, **(E)**: upregulated in bHR vs. bLR]. In each case, the overlap exceeded what would be expected due to random chance (OR > 4.7, *p* < 2.2e-16). The 1,063 unique genes with either FDR < 0.10 in either study or nominal replication with a consistent direction of effect in both studies were considered to have the strongest evidence of bLR vs. bHR DE and highlighted in downstream analyses.

As an exploratory analysis, we also compared the pattern of bHR/bLR differential expression identified in the hippocampus in our current study to bHR/bLR differential expression in other brain regions using data from previous transcriptional profiling studies in bHR/bLR adults, including the amygdala [*n* = 5/group (Cohen et al., 2015; McCoy et al., 2017), *n* = 6/group (Cohen et al., 2017)], dorsal raphe [*n* = 6/group (Cohen et al., 2017)], and unpublished data from the cortex (*n* = 6/group, Supplementary Table S5) and hypothalamus (*n* = 6/group, Supplementary Table S5). To increase power, we performed a meta-analysis of the two amygdala datasets (collective *n* = 11/group, 7,133 genes, Supplementary Table S5) and a meta-analysis encompassing all of the non-hippocampal data to identify bHR/bLR differences that might exist brain-wide (*n* = 29/group, 11,503 genes, Supplementary Table S5). These comparisons suggested that at least some of the bHR/bLR differential expression identified in the hippocampus may also be present in other brain regions, whereas other differential expression may be hippocampal specific (Supplementary results).

### 3.4 F_0_ hippocampal differential expression predicts expression related to F_2_ behavior

Since some bHR/bLR differential expression may be due to either linkage disequilibrium with causal variants or genetic drift specific to our bred lines, we performed RNA-Seq on hippocampal tissue from a large F_2_ intercross sample (*n* = 250) to identify differential expression that continued to independently correlate with exploratory locomotion, anxiety-like behavior, and reward-related behavior. Hippocampal gene expression associated with bLR lineage resembled the expression associated with lower F_2_ LocoScore, as indicated by the negative correlation between the F_0_ bLR vs. bHR Log2FCs for all genes and the F_2_ LocoScore Log2FCs for all genes (R = −0.20, *p* < 2.2e-16, Figure 6A, Supplementary Table S6). Similarly, gene expression associated with bLR lineage partially resembled expression in F_2_s exhibiting lower exploration (distance traveled) and greater anxiety (greater time immobile, less time in the open arms) on the elevated plus maze (EPM) task (Supplementary Table S6), and greater goal-tracking behavior on the PavCA task (lower PavCA Index; Supplementary Table S6). This pattern of correlations confirmed that a portion of the hippocampal differential expression that emerged following selective breeding was related to behavioral temperament.

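The F_0_ side of this comparison was computed from the counts, and the F_2_ LocoScore Log2FCs are the paper's, as the parts of Supplementary Tables S3 and S4 used here give them. These parts hold genes of chromosome 1 and the first genes of the full list in Table S4, so the size of the correlation is not comparable with the paper's over all genes. Over the 1933 genes with both values, the correlation was r = -0.436 (Spearman's rho -0.26), and 1141 genes had opposite signs in both datasets. Across the 29 of these genes with FDR < 0.10 for lineage, r was -0.721, and 22 of them had opposite signs. Values of r across genes carry no p-value, because genes are not independent replicates. Over the genes with an unadjusted p under 0.05 for lineage r was -0.62. Over all of the genes it was -0.399 with all 24 rats, -0.36 without the technical covariates and -0.32 with %rRNA as the only covariate, and between -0.45 and -0.393 with each rat left out in turn. From the negative correlation, the paper concludes that gene expression associated with bLR lineage resembles that associated with lower F_2_ LocoScore.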

**Figure 6:**
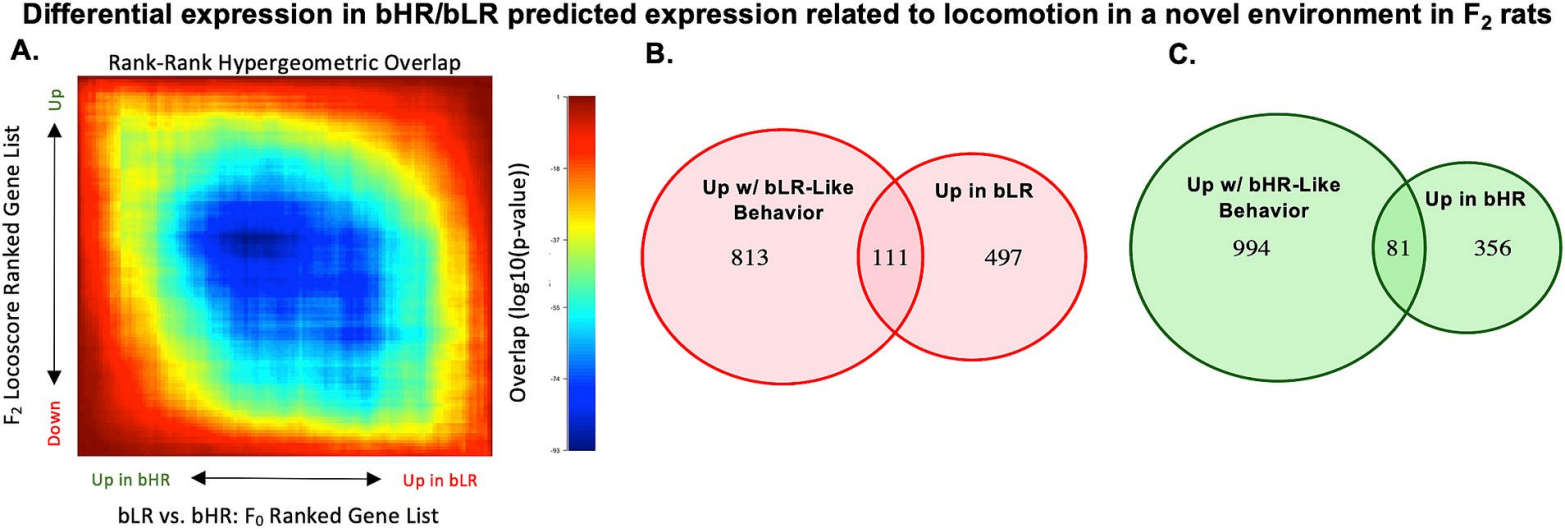
Hippocampal gene expression in bLR vs. bHR F_0_ rats predicts the pattern of gene expression associated with bLR-like vs. bHR-like behavior in F_2_ intercross rats. **(A)** For example, there is a negative correlation between the Log2FC associated with locomotion in a novel environment (LocoScore) in the F_2_s and the Log2FC for bLR vs. bHR lineage in the F_0_s (*n* = 13,339 genes, R = −0.196, *p* < 2e-16), which matches the prediction that a bLR-like pattern of gene expression resembles the expression associated with lower exploratory activity. Following the plotting conventions from Figure 5B, this negative correlation is illustrated using a two-sided RRHO plot. Within the RRHO, the results are ranked by t-statistic. The visible blue diagonal indicates a negative correlation between the ranked results. The correlation between bLR vs. bHR differential expression and gene expression associated with the other F_2_ behaviors can be found in Supplementary Table S6. **(B)** A pink Venn Diagram illustrates the enrichment of bLR-upregulated differentially expressed genes for nominal (*p* < 0.05) associations with bLR-like behavior in the F_2_s (i.e., gene expression correlated with decreased locomotor activity, decreased distance traveled, increased immobility, decreased % time in the open arms of the EPM, or decreased PavCA Index) (enrichment: Fisher’s exact test: OR: 3.27, *p* < 2.2e-16). **(C)** A green Venn Diagram illustrates the enrichment of bHR-upregulated differentially expressed genes for nominal (*p* < 0.05) associations with bHR-like behavior in the F_2_s (i.e., gene expression correlated with increased locomotor activity, increased distance traveled, decreased immobility, increased % time in the open arms of the EPM, or increased PavCA Index) (enrichment: Fisher’s exact test: OR 2.72, *p* = 7.14e-13). We prioritized the 192 genes that satisfied both criteria (i.e., the intersection of the Venn Diagrams) in downstream analyses as differential expression that might mediate the effect of selective breeding on behavior (111 genes upregulated in both bLRs and with bLR-like behavior, 81 genes downregulated in both bHRs and with bHR-like behavior).

These correlations strengthened when focusing specifically on bHR/bLR differentially expressed genes (1,063 genes in Figures 5C–E), of which 1,045 were present in the F_2_ dataset (Supplementary Table S6). Of these genes, 111 showed both upregulation in bLR rats and at least one nominal (*p* < 0.05) association with bLR-like behavior in the F_2_s (i.e., expression correlated with decreased locomotor activity, decreased EPM distance traveled, increased EPM time immobile, decreased EPM % time in open arms, or decreased PavCA Index), a 3.27X enrichment beyond random chance (Fisher’s exact test: 95%CI: 2.61–4.08, *p* < 2.2e-16, Figure 6B), and 81 genes showed both upregulation in bHR rats and at least one nominal (*p* < 0.05) association with bHR-like expression in the F_2_s, a 2.72X enrichment beyond random chance (Fisher’s exact test: 95%CI: 2.10–3.51, *p* = 7.14e-13, Figure 6C).

However, we were unable to identify differentially expressed genes for F_2_ behavior with strong enough effects to survive false discovery rate correction (FDR < 0.10). This was also true when using a model that included sex-specific differential expression for F_2_ behaviors (sex*behavior interaction: all FDR < 0.10). This inability to detect significant differential expression related to F_2_ behavior was particularly striking because the F_2_ sample size was much larger than the sample sizes used to detect differential expression in our bred model (F_2_: *n* = 250, F_0_: *n* = 24), and this greater statistical power lead to the expected increase in the detection of more subtle differential expression related to sex (1,679 genes with FDR < 0.10, Supplementary Figure S5, full results: Supplementary Table S4).

These findings drive home the role of cumulative small, polygenic effects in generating complex behavior, and suggest a need for larger sample sizes to reliably detect these polygenic effects on gene expression in a heterogeneous population. These findings also demonstrate the utility of selective breeding in behavioral genetics: the highly divergent phenotype and minimized within-group variability made it possible to detect relevant differential expression in a much smaller size. For downstream analyses, we chose to focus on the differential expression with the strongest converging evidence supporting its potential to mediate behavioral temperament from both the selectively bred lines and F_2_ rats (the 111 genes that were upregulated in bLRs and nominally with bLR-like behavior in the F_2_s and 81 genes upregulated in bHRs and nominally with bHR-like behavior in the F_2_s).

### 3.5 Multiple genes have hippocampal differential expression consistently associated with behavioral temperament in other rat models as well as in our F_0_ and F_2_ studies

To determine generalizability, we compared our list of differentially expressed genes implicated in behavioral temperament by converging evidence from the bred lines and the F_2_s (identified in Figures 6B,C) to a database of 2,581 genes previously identified as differentially expressed in the hippocampus of other bLR-like and bHR-like rat models targeting hereditary behavioral traits resembling extremes on the internalizing/externalizing spectrum [database from Birt et al. (2021), summarized in Figure 7A; Andrus et al., 2012; Blaveri et al., 2010; Díaz-Morán et al., 2013; Garafola and Henn, 2014; Meckes et al., 2018; Raghavan et al., 2017; Sabariego et al., 2013; Wilhelm et al., 2013; Zhang et al., 2005]. Sixteen of 111 genes that were upregulated in bLRs and with bLR-like behavior in our study were also upregulated in other bLR-like models (Figure 7B, enrichment OR: 2.50 (95%CI: 1.37–4.29), Fisher’s exact test: *p* = 0.00242) and 14/81 genes that were upregulated in bHRs and with bHR-like behavior in our study were downregulated in other bLR-like models [Figure 7C, enrichment OR: 2.07 (95%CI: 1.07–3.74), *p* = 0.0189]. Notably, *Tmem144* had elevated hippocampal expression in three other bLR-like rat models (Figure 7D, Blaveri et al., 2010; Meckes et al., 2018; Wilhelm et al., 2013). Five other genes were differentially expressed in two other rat models (Figure 7D, *Bphl*, *Ist1*, *RGD1359508*, *Nqo2*, *Fcrl2*). We expect less than one gene (0.39) in our dataset to show this degree of convergence due to random chance (Supplementary methods).

**Figure 7:**
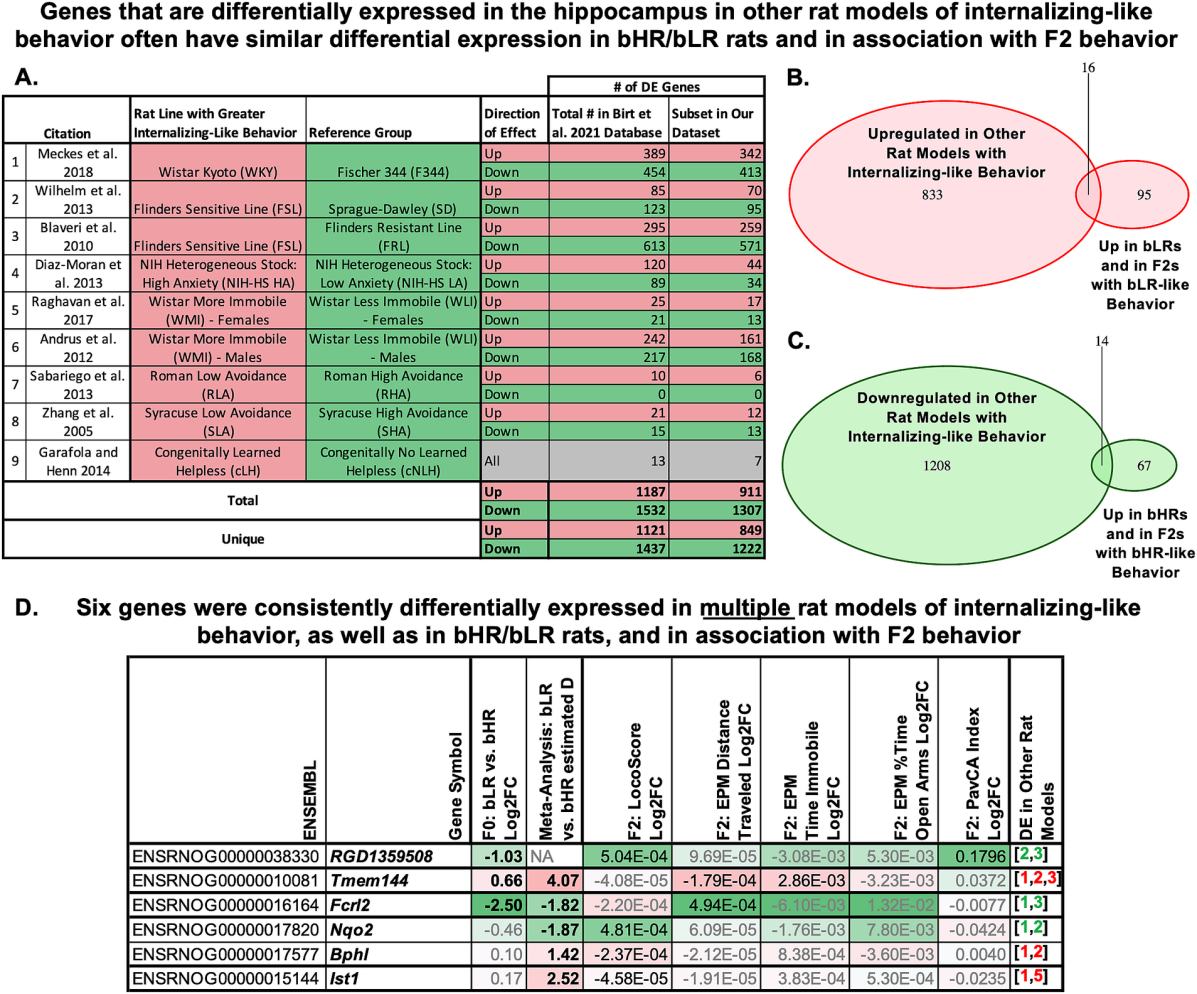
Multiple genes have hippocampal differential expression (DE) consistently associated with hereditary behavioral temperament in other rat models as well as in our F_0_ and F_2_ studies. **(A)** To perform this analysis, we compared our current results to a database of 2,581 genes that had been previously identified as differentially expressed in the hippocampus of other bLR-like and bHR-like rat models targeting hereditary behavioral traits resembling extremes on the internalizing/externalizing spectrum (database compiled in Birt et al., 2021, results from: Andrus et al., 2012; Blaveri et al., 2010; Díaz-Morán et al., 2013; Garafola and Henn, 2014; Meckes et al., 2018; Raghavan et al., 2017; Sabariego et al., 2013; Wilhelm et al., 2013; Zhang et al., 2005). The table lists the rat models characterized in the referenced publications, the number of genes up-regulated or down-regulated in association with the rat model exhibiting more internalizing-like behavior (in total, as well as the subset represented in our current datasets). **(B)** A pink Venn Diagram illustrates the enrichment of overlap between genes identified as upregulated in other rat models with internalizing-like behavior and the 111 genes that were both upregulated in bLR’s and nominally upregulated in F_2_s with bLR-like behavior in our study (16/111, enrichment OR: 2.50, Fisher’s exact test: *p* = 0.00242). **(C)** A green Venn Diagram illustrates the enrichment of overlap between genes identified as down-regulated in other rat models with internalizing-like behavior and the 81 genes that were both upregulated in bHRs and nominally upregulated in F_2_s with bHR-like behavior in our study (14/81, enrichment OR: 2.07, *p* = 0.0189). **(D)** A table overviewing the differential expression results for the six genes that were consistently differentially expressed in *multiple* rat models with internalizing-like behavior, as well as in bHR/bLR rats and in nominal association with F_2_ behavior. Within the table, genes with elevated hippocampal expression in bLRs and in association with bLR-like behavior in the F_2_s are highlighted pink, genes with elevated hippocampal expression in bHRs and in association with bHR-like behavior in the F_2_s are highlighted green. The table includes the Log2FC for bLR vs. bHR Lineage in the F_0_ dataset, the estimated effect size (d) from the late generation bLR vs. bHR RNA-Seq meta-analysis (from Birt et al., 2021), and the Log2FC for LocoScore, EPM Time Immobile, EPM Distance traveled, EPM % Time in Open Arms, and PavCA index in the F_2_ dataset (Bold = FDR < 0.1; black = *p* < 0.05). Note that the F_2_ differential expression analysis includes behavior as a continuous predictor variable, therefore the Log2FC units are defined per unit of LocoScore and not directly comparable to the Log2FC units for bred line (bLR vs. bHR). The final column provides references for similar hippocampal differential expression in other bLR-like (red) or bHR-like (green) rat models following the numbering in the table in panel **A**. Full gene names (when applicable): *Tmem144*: Transmembrane Protein 144; *Fcrl2*: Fc Receptor-like 2; *Nqo2*: N-ribosyldihydronicotinamide:quinone dehydrogenase 2; *Bphl*: biphenyl hydrolase like; *Ist1*: Factor Associated With ESCRT-III.

### 3.6 Behavioral temperament is associated with genes involved in growth and proliferation, mitochondrial function, oxidative stress, and microglia

To ascribe functional trends to the differential expression associated with behavioral temperament, we performed Gene Set Enrichment Analysis using a combined score for each gene summarizing bLR-like vs. bHR-like expression across the bHR/bLR and F_2_ analyses. Sixty-three gene sets were upregulated (FDR < 0.05) with a bHR-like phenotype (i.e., in bHRs and with bHR-like F_2_ behavior; Supplementary Table S7). Nineteen of these implicated hippocampal subregions or cell types, mostly neuronal (*n* = 10), emphasizing GABA-ergic cells (*n* = 3) and dendrites (*n* = 3). The dentate gyrus was implicated (*n* = 1), epithelial cells (*n* = 4, including gene *C2cd3*) and vasculature (*n* = 3, including *Mfge8*). Fourteen gene sets were derived from previous differential expression experiments (Baker et al., 2012; Lim et al., 2021), with most related to stress or fear conditioning (*n* = 12, upregulated: *n* = 9, including gene *C2cd3*). Other implicated functions included nervous system development, proliferation, and cell fate (*n* = 13, including genes *Mfge8*, *Nqo2*, *Ucp2*, and *C2cd3*) and transcription regulation (*n* = 9, including *Ucp2*).

Thirty-seven gene sets were upregulated (FDR < 0.05) with a bLR-like phenotype (i.e., in bLRs and with bLR-like F_2_ behavior). Eleven of these implicated hippocampal subregions or cell types, especially microglia (*n* = 8, including gene *Tmem144*). Other emphasized pathways included mitochondrial function, oxidative phosphorylation, and cellular respiration (*n* = 6, including genes *Wdr93* and *Idh1*), metabolism (*n* = 5, including *Pex11a*, *Lsr*, *Ist1*, and *Idh1*), and immune response (*n* = 4). A non-directional analysis produced weaker results (12 gene sets with FDR < 0.10) highlighting similar functions (metabolism: *n* = 3, including *Pex11a*, *Lsr*, *Ist1*, *Mcee*, and *Idh1*; and microglia: *n* = 4, including *Fcrl2* and *Tmem144*). Gene sets related to a bLR-like model, Flinders Sensitive Line, were also highlighted (*n* = 3).

### 3.7 Constructing a hippocampal *cis*-eQTL database to determine which differential expression is most likely driven directly by proximal genetic variation

To identify hippocampal gene expression that might be influenced by proximal genetic variation, we integrated our current F_2_ RNA-Seq data (*n* = 245) with previous genotyping results [*n* = 4,425,349 single nucleotide polymorphisms (SNPs) (Chitre et al., 2023)] to identify 5,351 genes (eGenes) with hippocampal expression tightly correlated (FDR < 0.05) with nearby genetic variation [*cis*-eQTLs: within ±1 MB of the transcription start site (TSS)]. Using stepwise regression, we identified additional conditionally-independent *cis*-eQTLs beyond the strongest *cis*-eQTL for each eGene (Supplementary Figure S6A), distinguishing a final total of 5,937 *cis*-eQTLs representing 5,836 unique eVariants. Like previous *cis*-eQTL analyses, these eVariants were predominantly located within ±400 kB of the TSS of their respective eGene (Supplementary Figure S6B). A comparison with existing rat *cis*-eQTL databases [RatGTEx: Hong-Le et al. (2023), and other tissues in RatGTEx: https://dx.doi.org/10.17504/protocols.io.rm7vzyk92lx1/v1], Supplementary Figure S6C, indicated that most hippocampal eGenes were also significant eGenes within at least four other tissues (out of 11 tissues characterized, Supplementary Figure S6D), and confirmed that previously-identified brain ciseQTLs showed a similar direction of effect on gene expression within the hippocampus (R = 0.67–0.75, rho = 0.65–0.77, Supplementary Figure S8, S9) when there was at least a nominal (*p* < 0.05) relationship in our dataset, although many *cis*-eQTLs remained region specific. As our hippocampal *cis*-eQTL database represents a valuable resource for the interpretation of rat genomic results, we have shared it on RatGTEx.^3^

### 3.8 bHR/bLR differential expression can be predicted using the hippocampal *cis*-eQTL database

We used our *cis*-eQTL database to predict the effect of genetic variation that segregates the bHR/bLR lines on gene expression. Many eVariants (2,452) showed at least partial bHR/bLR segregation in the F_0_ rats (*n* = 10 bHR/*n* = 10 bLR sequenced in Chitre et al., 2023), such that if all subjects from one phenotype (e.g., bHRs) had 2 reference alleles (0/0), all subjects from the other phenotype had at least 1 alternate allele (0/1); population segregation statistic G_st’_ > 0.27 (Hedrick, 2005). To predict the effect of these bHR/bLR segregated eVariants on gene expression, we calculated the allelic Log2FC (aFC) for each eVariant and assigned the direction of effect based on the allele frequency within the bLR vs. bHR F_0_ rats (Figure 8A). These predictions correlated strongly with the F_0_ differential expression results (Figures 8B,C, 2,500 eGene/eVariant combinations: R = 0.77, rho = 0.63, *p* < 2e-16) and our previous bHR/bLR late generation meta-analysis effect sizes (2,114 eGene/eVariant combinations: R = 0.52, rho = 0.61, *p* < 2e-16, Supplementary Figure S10). These results validated our hippocampal *cis*-eQTL database and confirmed that bHR/bLR differential expression of eGenes is likely driven by bHR/bLR genetic segregation.

**Figure 8:**
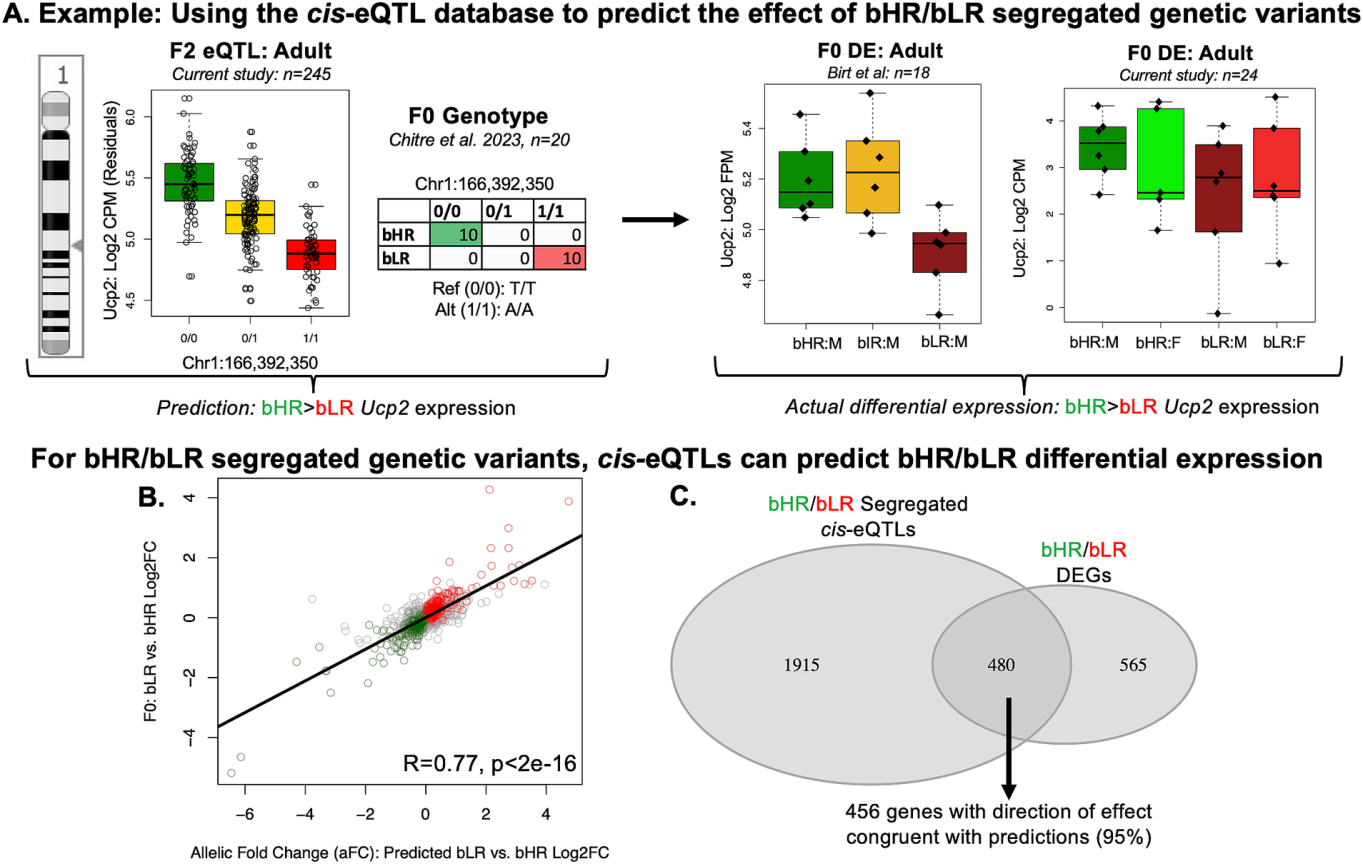
bHR/bLR differential expression (DE) related to segregated genetic variation can be successfully predicted using our hippocampal *cis*-eQTL database. Green vs. red coloring is used to indicate either bHR vs. bLR phenotype or the allele overrepresented in each respective phenotype. Gold is used to indicate heterozygotes (0/1). **(A)** To create the cis-eQTL database, we integrated our current F_2_ transcriptional profiling data (*n* = 245) with our previous whole genome sequencing results (*n* = 4,425,349 single nucleotide polymorphisms (SNPs), Chitre et al., 2023) to identify genes with hippocampal expression tightly correlated with nearby genetic variation (cis-eQTLs, FDR < 0.05). As an example, a boxplot illustrates a cis-eQTL for *Ucp2* (Uncoupling Protein 2). Within this cis-eQTL, the alternate allele for the top eVariant (Chr1:166,392,350) is associated with decreased expression of *Ucp2*. In the boxplot, genotype (x-axis) is indicated by alternate allele count, with 0/0 (two reference alleles), 0/1 (heterozygote), and 1/1 (two alternate alleles). Gene expression (y-axis: Log2 CPM) is plotted as residual expression after quality control and controlling for technical co-variates included in our differential expression model (*n* = 245). We used the cis-eQTL database to predict the effect of genetic variation that segregates the bHR/bLR lines [2,452 eVariants with partial segregation (G_st’_ > 0.27) in the F_0_ rats: *n* = 20 (Chitre et al., 2023)] on gene expression, with the direction of effect for the allelic Log2 fold change (aFC) for each eVariant assigned to reflect bLR vs. bHR allele frequency [*n* = 20 (Chitre et al., 2023)]. To illustrate this, a table shows the bHR/bLR segregation for the top eVariant (Chr1: 166,392,350) for *Ucp2*. The alternate allele (1/1) for the top eVariant is more prevalent in bLRs (red), whereas bHRs are more likely to carry the reference allele (0/0, green) (Chitre et al., 2023). Since the alternate allele was associated with decreased hippocampal *Ucp2* expression in our cis-eQTL analysis, we predict that bHRs would have greater *Ucp2* expression than bLRs. This prediction is correct when we examine our previous differential expression results from the male bHR vs. bLR rats [example boxplot from our previous F_0_ sample (Birt et al., 2021): *n* = 18, y-axis: Log2 FPM]. This prediction is also correct when we examine the differential expression results from our current F_0_ sample of male (M) and female (F) bHR and bLR rats (*n* = 24, boxplot y-axis: Log2 CPM), although the effect appears larger in males. **(B)** When considering the full sample of bHR/bLR segregated cis-eQTLs, there is a strong positive correlation between predicted bLR vs. bHR differential expression (scatterplot x-axis: bLR vs. bHR aFC) and our F_0_ differential expression results (y-axis: bLR vs. bHR Log2FC) (*n* = 2,452 cis-eQTLs, R = 0.77, *p* < 2e-16). A similar positive correlation with bLR vs. bHR meta-analysis results is shown in Supplementary Figure S10. Within the scatterplot, color indicates the subset of cis-eQTLs that were associated with differentially expressed genes upregulated in the bLRs (red) or bHRs (green) within the F_0_ differential expression study or bHR/bLR meta-analysis (Figures 4F–H) that had differential expression reflecting bHR/bLR segregation at their eVariant (*n* = 492 cis-eQTLs representing 456 eGenes). This subset is also indicated with **(C)** A Venn diagram illustrating overlap between the bHR/bLR differentially expressed genes (DEGs) (1,045 of which were present in the F_2_ dataset) with the significant eGenes identified in our hippocampal cis-eQTL database that had eVariants segregated in the bHR/bLR rats (2,395 eGenes). Out of the 480 genes satisfying both criteria, 456 (95%) showed a direction of effect in the differential expression results congruent with what would be predicted based on bHR/bLR genotype segregation.

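Ucp2 lies on the plus strand of chromosome 1 of Rnor6 from 165506361 to 165512744. Its expression in the 23 F_0_ rats was 11.3 ± 6.59 CPM (SD, n = 11) in bHRs and 8.14 ± 6.17 CPM (SD, n = 12) in bLRs, so the lines overlapped widely before adjustment. With sex, %rRNA and %intergenic in the model, the Log2FC for bLR vs. bHR was -0.59 (SE 0.19, unadjusted p = 0.0055, FDR = 0.215 over all genes tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With all 24 rats, the number given in the legend of Fig. 8, it was -0.67 (FDR = 0.056, same test), and with DESeq2 on the 23 rats it was -0.62 (FDR = 0.061, Benjamini-Hochberg), while %rRNA as the only technical covariate gave the smallest size, -0.36, and no technical covariate -0.48. Fitted within each sex with %rRNA as covariate, it was -0.63 (SE 0.28, n = 12) in males and -0.03 (SE 0.29, n = 11) in females. In the interaction fit of both sexes, where the Log2FC was -0.66 in males and -0.01 in females, the difference between the sexes was 0.65 (SE 0.43, unadjusted p = 0.146, FDR = 0.9999, edgeR's interaction test), which did not pass the test. The low-RIN bHR female of family H05 had 8.13 CPM. Within the 4 subgroups, Ucp2 fell as the %rRNA of the sample rose (r = -0.888 over 23 rats after subtracting subgroup means, two-sided permutation test, p = 1e-05, the smallest the 100000 permutations can give, and Spearman's rho = -0.831, p = 3e-05), and r was -0.882 without the 2 rats farthest from the median %rRNA. It was -0.931 in female bHRs, -0.8 in male bHRs, -0.889 in female bLRs and -0.916 in male bLRs. The relation was not tested in the other candidates and need not be particular to Ucp2. The first principal component of all genes tested, with 58.2% of the variance, was also related to %rRNA (r = -0.835).

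**Figure D3:**
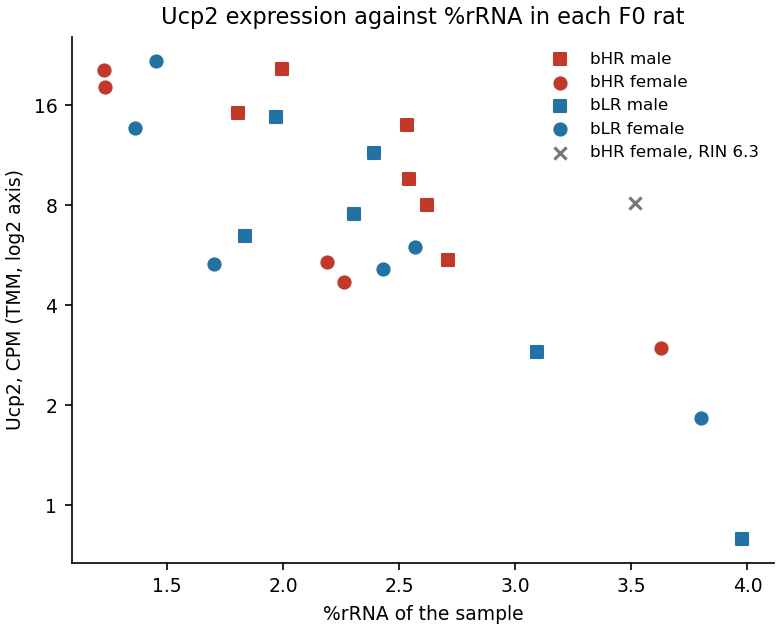
Ucp2 expression (CPM, TMM-normalized, log2 axis) against the %rRNA of each F_0_ sample, with bHRs in red, bLRs in blue, males as squares and females as circles. The cross is the bHR female with a RIN of 6.3, and Ucp2 falls with %rRNA within each subgroup (r from -0.931 to -0.8).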

### 3.9 *cis*-eQTLs that strongly co-localize with QTLs for behavior are predominantly located on chromosome 1

To identify *cis*-eQTLs that might mediate the influence of genetic variation on behavior, we determined which hippocampal *cis*-eQTLs co-localized with regions of the genome associated with bHR/bLR-like behavior (QTLs) within the larger F_2_ sample [adults: *n* = 323 adults, juveniles: *n* = 216 (Chitre et al., 2023)] using Summary Data-based Mendelian Randomization (SMR; Zhu et al., 2016). We focused on QTLs for behaviors measured in F_2_ adults that were included in our differential expression analysis (LocoScore, EPM time immobile, EPM distance traveled, EPM % time in open arms, PavCA Index), and for analogous behaviors measured in an independent sample of F_2_ juveniles (open field (OF) time immobile, OF distance traveled, OF % time in center). This analysis identified 79 *cis*-eQTLs that were co-localized with QTLs for LocoScore (FDR < 0.10), including 1 *cis*-eQTL that was also co-localized with a QTL for EPM distance traveled (FDR < 0.10), and 13 of the 14 *cis*-eQTLs that were co-localized with QTLs for OF distance traveled (FDR < 0.10). Most *cis*-eQTLs that strongly co-localized with behavioral QTLs were on chromosome 1, as expected due to the strength of the QTLs on this chromosome (Figures 9A,B).

**Figure 9:**
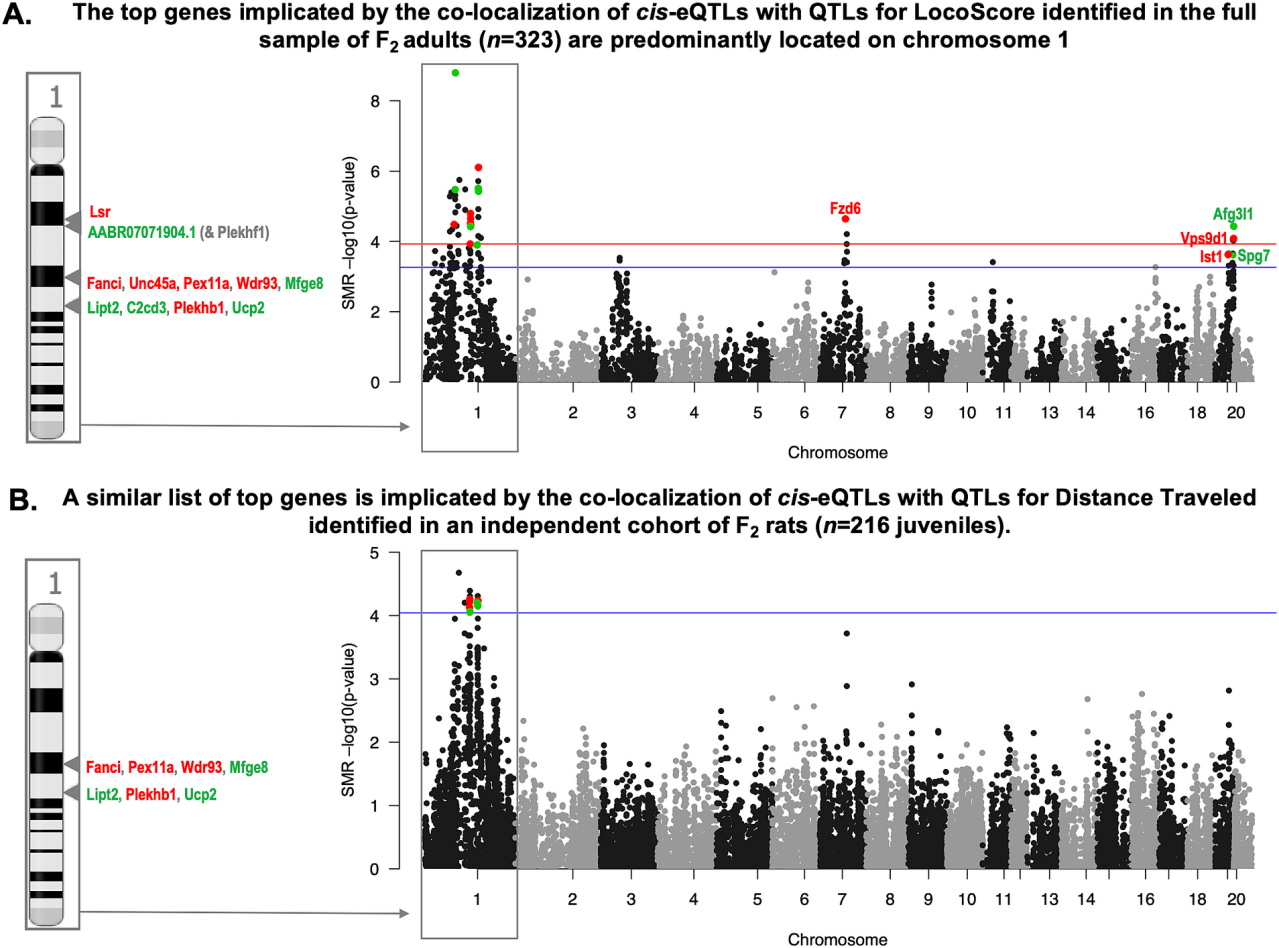
The top candidate genes for mediating the influence of genetic variation on behavioral temperament are located on chromosome 1. **(A)** A Manhattan plot shows the co-localization of hippocampal cis-eQTLs with LocoScore QTLs identified in the full sample of F_2_ adults (*n* = 323). The x-axis indicates the chromosomal location for all identified hippocampal cis-eQTLs (*n* = 5,937). Chromosomes are indicated with alternating black and grey coloring. The y-axis indicates the statistical significance [−log10(*p*-value)] for the co-localization as identified by the SMR analysis. The red line indicates FDR = 0.05 and the blue line indicates FDR = 0.10. Colored dots denote cis-eQTLs with FDR < 0.10 that meet all additional desired criteria for being the most compelling candidates for mediating the effect of selective breeding on behavior. Red is used to indicate cis-eQTLs associated with genes upregulated with bLR-like behavior (decreased LocoScore), green is used to indicate cis-eQTLs associated with genes upregulated with bHR-like behavior (increased LocoScore). For labeling the cis-eQTLs with their respective gene symbols, a side panel that zooms in on chromosome 1 is used for clarity. **(B)** A Manhattan plot shows the co-localization of cis-eQTLs with QTLs for open field distance traveled identified in an independent sample of F_2_ juveniles (*n* = 216). Notably, a similar panel of cis-eQTLs on chromosome 1 are identified as meeting all desired criteria for being the most compelling candidates for mediating the effect of selective breeding on behavior.

To narrow down our pool of top candidate genes for mediating the effect of genetic variation on behavioral temperament, we used converging information from our different samples and analyses. First, we narrowed our scope to *cis*-eQTLs that we had confirmed are segregated in bHR/bLRs with differential expression matching predictions based on the distribution of alleles in the two lines (Figure 8C; 492 cis-eQTLs representing 456 eGenes). Within this subset of *cis*-eQTLs, the strongest co-localization with QTLs tended to predict F_2_ differential expression with behavior, especially when considering the predicted direction of effect based on the relationship between genotype and behavior within the larger F_2_ sample (adults: *n* = 323 adults) and genotype and expression within the *cis*-eQTL analysis (*n* = 245) (Figure 10A). This was particularly true for LocoScore (Figure 10B, R = 0.56, *p* < 2.2e-16), but also other F_2_ adult behaviors (Supplementary Figure S11, R = 0.33–0.57, all *p* < 3.07e-14). It was also true when comparing F_2_ differential expression to SMR co-localization results with QTLs for two analogous juvenile behaviors (Figure 10C, Supplementary Figure S12, OF distance traveled: R = 0.35, *p* = 1.48e-15, OF time immobile: R = 0.26, *p* = 4.44e-09).

**Figure 10:**
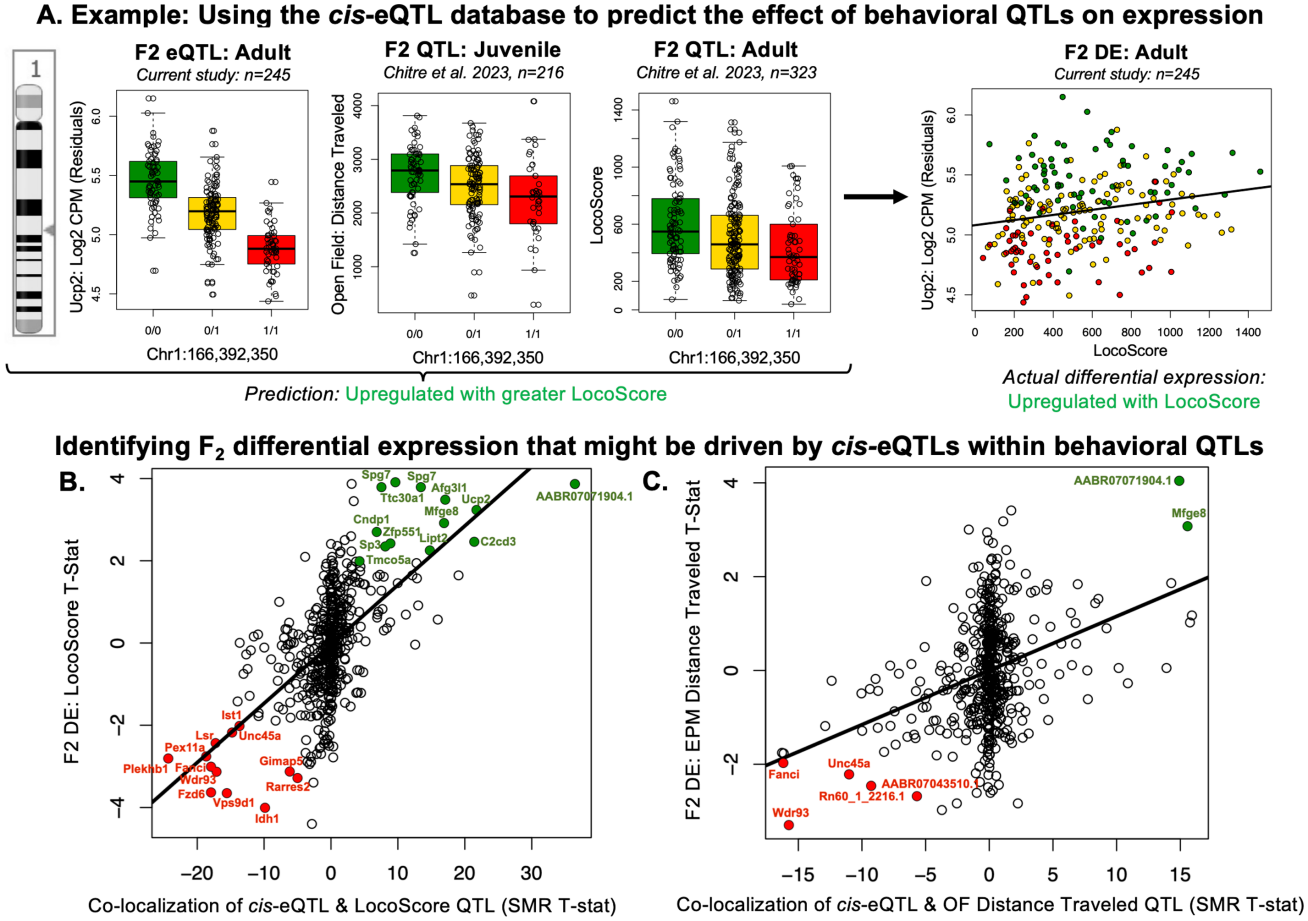
Our *cis*-eQTL database can also be used to predict the effect of genetic variation that correlates with behavior (QTLs) on gene expression. **(A)** Following the plotting conventions of Figure 8, the boxplot illustrating the cis-eQTL for *Ucp2* is shown again as an example (top eVariant: Chr1: 166,392,350), along with two boxplots illustrating the association between the alternate allele (1/1) for the top eVariant and decreased open field distance traveled in F_2_ juveniles (*n* = 216; Chitre et al., 2023) and decreased LocoScore in the full sample of F_2_ adults (*n* = 323; Chitre et al., 2023). Since the alternate allele was associated with decreased *Ucp2* expression, we predict that decreased *Ucp2* expression might also be associated with decreased distance traveled and LocoScore (i.e., positive correlation). This prediction is correct when we examine the differential expression (DE) results from the F_2_ rats (*n* = 245). The scatterplot shows that *Ucp2* was more highly expressed in hippocampus of F_2_ rats with a higher LocoScore. Similar to the eQTL plot, gene expression (Log2 CPM) is plotted as residual expression. **(B,C)** Overall, some F_2_ differential expression related to behavior can be predicted by the co-localization of cis-eQTLs with QTLs for the behavior identified within the larger F_2_ sample (adults: *n* = 323, juveniles: *n* = 216, Chitre et al., 2023). This was particularly true when considering the subset of cis-eQTLs we confirmed had differential expression in bHR/bLRs matching what would be expected based on the segregated distribution of alleles in the two lines (see Figure 8C: *n* = 492 cis-eQTLs representing 456 eGenes), but also weakly true within the full sample of cis-eQTLs (Supplementary Figures S10, S11). The strength of the co-localization of hippocampal cis-eQTLs with regions of the genome associated with bHR/bLR-like behavior (QTLs) was determined using Summary Data-based Mendelian Randomization (SMR), and the direction of effect for the relationship between gene expression and behavior was predicted as described above. **(B)** An example scatterplot shows the positive correlation between the strength of the co-localization of cis-eQTLs with the QTLs for LocoScore identified in the larger F_2_ sample (*n* = 323 adults, x-axis: SMR T-statistic), with negative values indicating a predicted negative relationship between gene expression and LocoScore and positive values indicating a positive relationship between gene expression and LocoScore and the differential expression for LocoScore (y-axis: Log2FC) (*n* = 492; R = 0.56, *p* < 2.2e-16). Color is used to indicate the subset of genes that had nominal differential expression in the F_2_s for LocoScore (*p* < 0.05) that matched the prediction based on the co-localization between their cis-eQTL and the QTL for LocoScore in the larger F_2_ sample (*p* < 0.05), with green indicating bHR-like upregulation with increased LocoScore and red indicating bLR-like upregulation with decreased LocoScore. **(C)** An example scatterplot shows the positive correlation between the strength of the co-localization of cis-eQTLs with the QTLs for open field distance traveled identified in an independent sample of F_2_ rats (*n* = 216 juveniles, x-axis: SMR T-statistic), with predicted direction of effect assigned as discussed above, and the differential expression for EPM distance traveled in the F_2_ adults (y-axis: Log2FC) (*n* = 492; R = 0.35, *p* < 1.48e-15). Coloring follows the conventions in panel **(B)**. Supplementary Figures S11, S12 contain scatterplots for other F_2_ adult and juvenile behaviors.

The most compelling candidates for mediating the effect of genetic variation on behavioral temperament should have expression strongly related to genetic variation (*cis*-eQTLs) that is segregated in bHR/bLR, correctly predicts bHR/bLR differential expression, and co-localizes with a QTL for behavior that correctly predicts F_2_ differential expression associated with that behavior (Figure 2). 

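The effect of lineage in the F_0_ rats is given for the 16 genes that the paper lists as candidates, which it chose partly from these same rats. Over all genes tested, 3 of them had FDR < 0.10. Plekhb1, on the minus strand of chromosome 1 from 165665909 to 165680206 (Rnor6), had 266 ± 61.3 CPM (SD, n = 11) in bHRs and 371 ± 78.5 CPM (SD, n = 12) in bLRs, a Log2FC of 0.57 (SE 0.10, FDR = 0.0040, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It kept FDR < 0.10 under each of the 15 alternatives fitted to both sexes and with each of the 23 rats left out, and within a sex it did not pass (FDR = 0.583 in males and 0.377 in females, same test). AABR07071904.1, a lincRNA on the plus strand of chromosome 1 from 94836296 to 94840706, had 2.09 ± 0.97 CPM (SD, n = 11) in bHRs and 0.84 ± 1.06 CPM (SD, n = 12) in bLRs, a Log2FC of -2.05 (SE 0.45, FDR = 0.021, same test). Both bLRs of family L10 stood above the other bLRs of their sex for this gene, at 3.66 CPM in the female and 1.95 CPM in the male, and its FDR was 0.305 without the technical covariates and 0.111 with %rRNA alone. Vps9d1 had 5.23 ± 2.19 CPM (SD, n = 11) in bHRs and 9.03 ± 2.54 CPM (SD, n = 12) in bLRs, a Log2FC of 0.60 (SE 0.15, FDR = 0.056, same test), and lost FDR < 0.10 in 8 of the 23 fits that each left out 1 rat. Pex11a, on the minus strand of chromosome 1 from 141474180 to 141481315, had a Log2FC of 0.39 (SE 0.12, FDR = 0.144, same test) and reached FDR < 0.10 with all 24 rats (FDR = 0.087). The other 12 candidates had an absolute Log2FC between 0.09 (Lipt2) and 0.91 (Wdr93) and an FDR between 0.176 and 0.852. Adjusted over the 16 genes alone, 13 had an adjusted p under 0.10 by the Benjamini-Hochberg method, a count that carries no evidence of stability because the genes were chosen from the same data. The number at FDR < 0.10 over all genes moved most with all 24 rats, to 9 genes, and fell to 0 in fits of either sex alone.

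**Figure D4:**
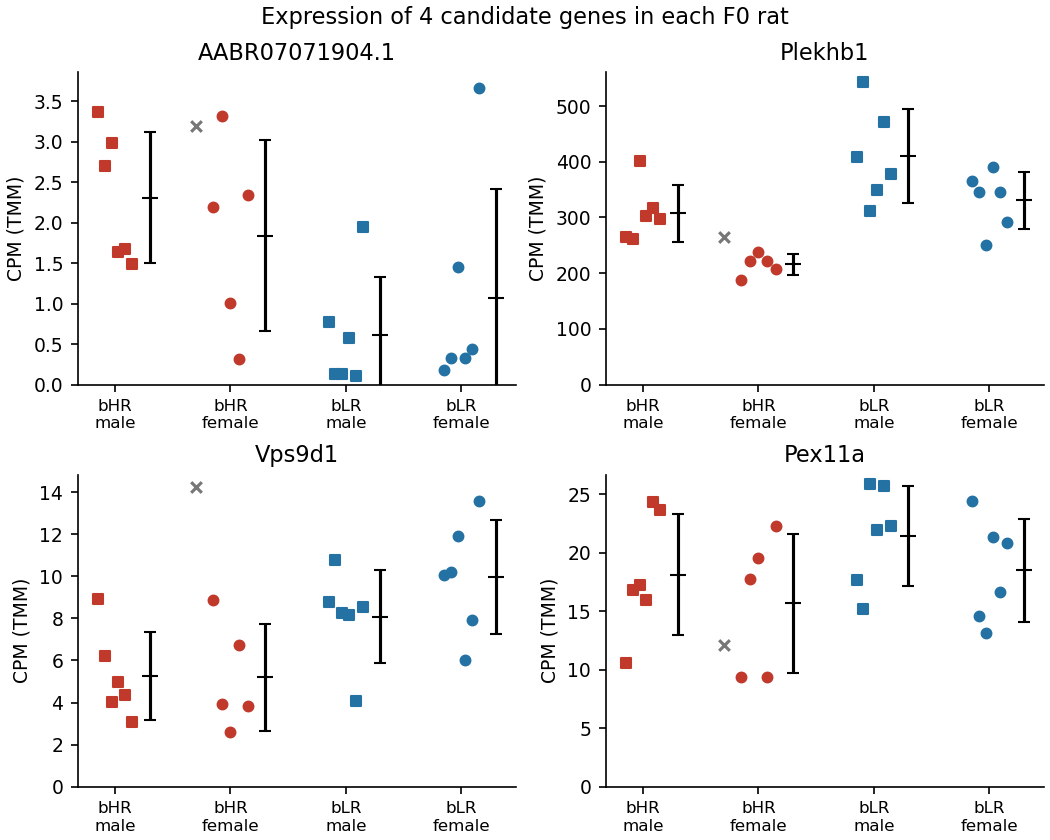
Expression (CPM, TMM-normalized) of AABR07071904.1, Plekhb1, Vps9d1 and Pex11a in each F_0_ rat by line and sex, where horizontal marks with bars are the mean and SD of the 5 or 6 rats kept in each subgroup. Crosses are the bHR female with a RIN of 6.3, and the highest bLR value of AABR07071904.1 is 3.66 CPM in the female of family L10.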

Among the SMR results, 16 of the 80 genes surviving FDR correction (FDR < 0.10) met all these criteria (Figure 11, examples: Supplementary Figures S13–S16). By conservative estimate (Supplementary methods), one gene or less in our dataset is expected to show this degree of convergence due to random chance. These 16 genes were clustered within seven genomic regions on chromosomes 1, 7, and 19, suggesting that there still remained some false discovery due to linkage disequilibrium (Figures 9A,B). That said, when cross-referencing with functional annotation, eight of these candidate genes—representing five of the identified regions—were clearly related to mitochondrial function and bioenergetics (Figures 11, 12), hinting at the relevant genes in each region.

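The paper's Supplementary Table S3 places 11 of these genes on chromosome 1 of Rnor6. Lsr lies between 89383519 and 89399041 (F_0_ Log2FC 0.13, SE 0.10) and AABR07071904.1 between 94836296 and 94840706 (Log2FC -2.05, SE 0.45). Mfge8, Fanci, Pex11a, Wdr93 and Unc45a lie between 140845465 and 142133627, where Mfge8 was higher in bHRs (Log2FC -0.39, SE 0.14) and the others higher in bLRs, from 0.21 (SE 0.084) for Unc45a to 0.91 (SE 0.29) for Wdr93. Lipt2, C2cd3, Ucp2 and Plekhb1 lie between 165170645 and 165680206, where C2cd3 had a Log2FC of -0.51 (SE 0.19) against the higher expression of Plekhb1 in bLRs, and the Log2FC of Lipt2 was within its error of 0 (-0.09, SE 0.11). Of these 11 genes, Plekhb1 (FDR = 0.0040) and AABR07071904.1 (FDR = 0.021) passed FDR < 0.10 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the others had an FDR between 0.144 (Pex11a) and 0.852 (Lipt2). The paper's rule for candidates did not ask for that threshold in these rats.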

**Figure 11:**
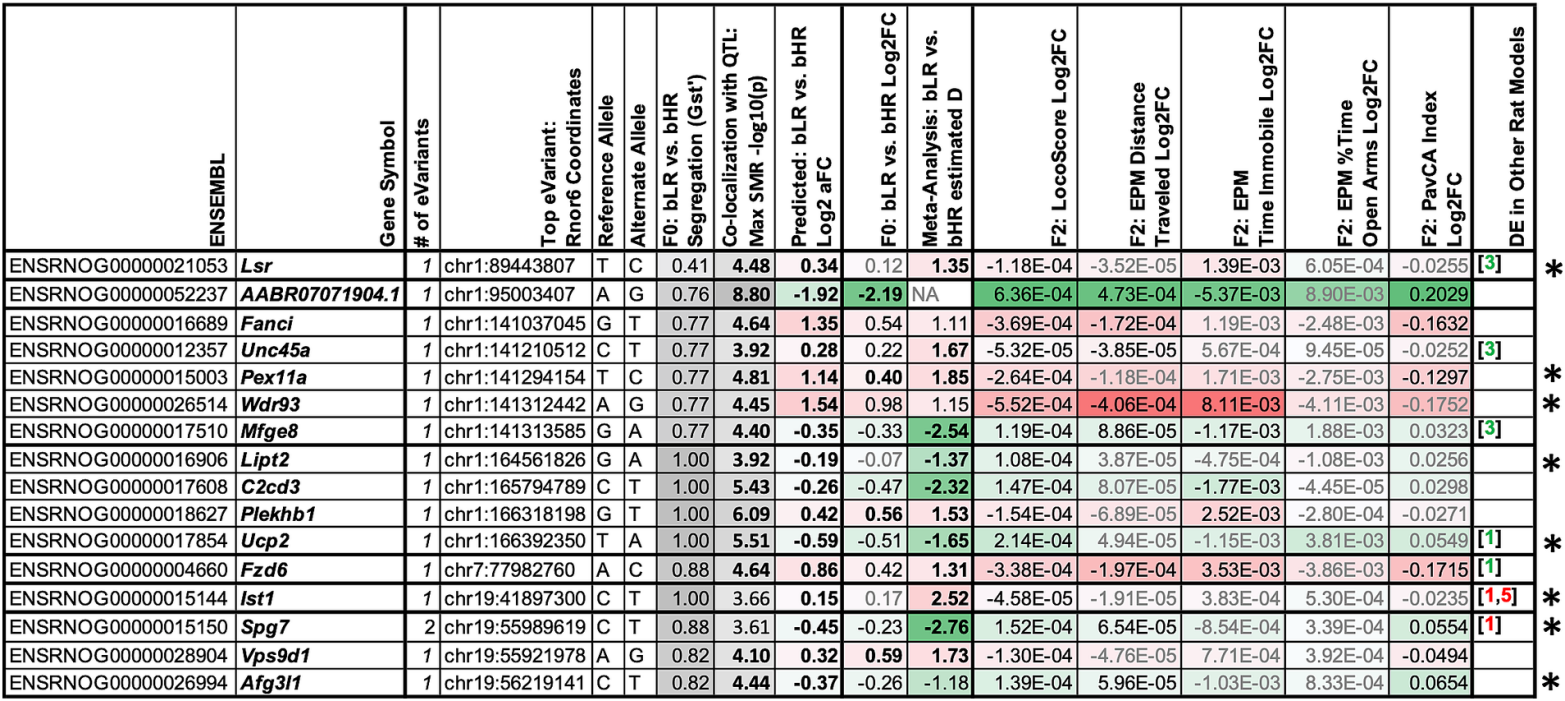
A table summarizing the converging evidence from genetic association and differential expression studies implicating 16 genes in behavioral temperament. To narrow down our pool of top candidate genes for mediating the effect of genetic variation on behavior, we used converging information from our different samples and analyses (Figure 2). We required that our top candidate genes have expression strongly related to genetic variation (cis-eQTLs) that was segregated in the bHR/bLR lines that correctly predicted bHR/bLR differential expression and co-localized with a QTL for behavior (SMR FDR < 0.10) that correctly predicted at least nominal F_2_ differential expression associated with that behavior. The summary table follows the conventions of Figure 7D, but also includes the top eVariant associated with the expression of the gene within our cis-eQTL analysis, along with its reference and alternate alleles, its separation in our bred lines [G_st’_: ranges from 0 (no segregation) to 1 (fully segregated)], its co-localization with behavioral QTLs from the full adult and juvenile F_2_ samples (maximum −log10(*p*-value) from the SMR analysis, bold = FDR < 0.05, black = FDR < 0.10), and the differential expression that is predicted due to bLR vs. bHR segregation at the eVariant (allelic Log2 fold change or Log2aFC, bold = FDR < 0.05). Genes with functions related to bioenergetics are indicated with an * and illustrated in Figure 12. Full gene names (when applicable): *Lsr:* Lipolysis Stimulated Lipoprotein Receptor; *Fanci*: FA Complementation Group I; *Unc45a:* Unc-45 Myosin Chaperone A; *Pex11a:* Peroxisomal Biogenesis Factor 11 Alpha; *Wdr93:* WD Repeat Domain 93; *Mfge8:* Milk Fat Globule EGF And Factor V/VIII Domain Containing; *Lipt2:* Lipoyl(Octanoyl) Transferase 2; *C2cd3:* C2 Domain Containing 3 Centriole Elongation Regulator; *Plekhb1:* Pleckstrin Homology Domain Containing B1; *Ucp2:* Uncoupling Protein 2; *Fzd6*: Frizzled Class Receptor 6; *Ist1:* IST1 Factor Associated With ESCRT-III; *Spg7:* SPG7 Matrix AAA Peptidase Subunit, Paraplegin; *Vps9d1:*VPS9 domain containing 1; *Afg3l1:* AFG3-like AAA ATPase 1.

**Figure 12:**
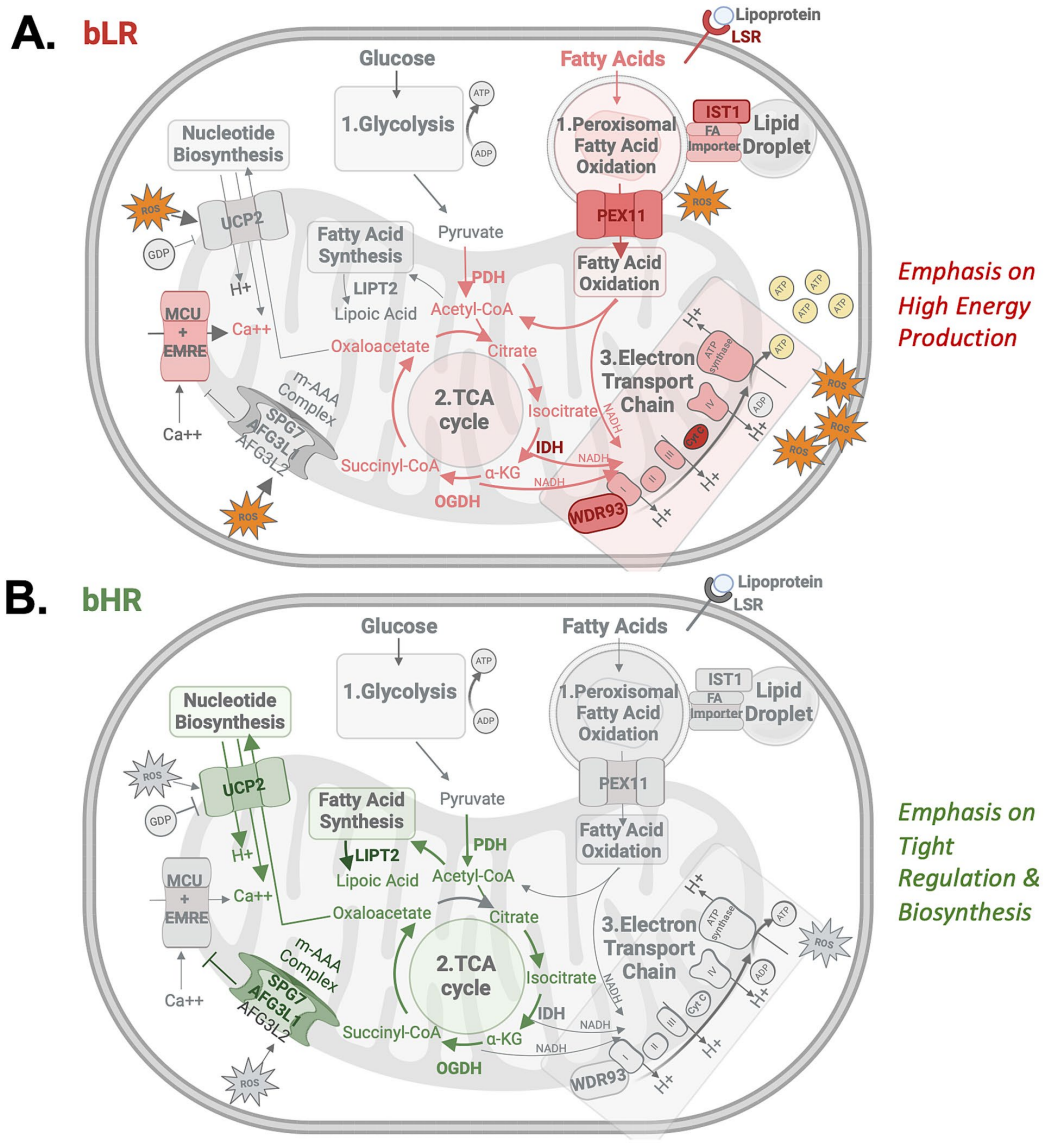
The differentially expressed genes implicated as top candidates for mediating the effect of selective breeding on behavior are often regulators of bioenergetic function. Red/pink indicates that a function is likely to be increased in bLR-like animals, green indicates increased function in bHR-like animals. 1. In the brain, energy is primarily released from glucose within a series of biochemical reactions starting with glycolysis (Sobieski et al., 2017), but it can also be released from other energy sources, such as fatty acid oxidation (Nsiah-Sefaa and McKenzie, 2016). 2. Metabolites from these processes are fed into the tricarboxylic acid (TCA) cycle within the mitochondrial matrix, which generates electron donors (NADH, FADH2). 3. Electron donors feed into the electron transport chain, which moves protons across the inner mitochondrial membrane to produce a gradient capable of driving energy output (adenosine triphosphate: ATP). This process produces reactive oxygen species (ROS) as a byproduct (Zeng et al., 2020). **(A)** bLR-like animals have a pattern of upregulated expression suggesting elevated oxidative phosphorylation, but potentially also reduced sensitivity to cellular need in a manner leading to excessive ROS production and neuroimmune activation under conditions of elevated activity such as stress. This conclusion is supported by: **(I)** previous evidence of elevated oxidative phosphorylation, including elevated activity within the electron transport chain (McCoy et al., 2019), **(II)** Upregulation of multiple gatekeepers of fatty acid oxidation, which is a form of energy production that can release twice as much energy as glucose metabolism (Schönfeld and Reiser, 2013). These gatekeepers include lipolysis stimulated lipoprotein receptor (*Lsr*), which uptakes lipoproteins into the cell, IST1 factor associated with ESCRT-III (*Ist1*), which facilitates fatty acid trafficking into peroxisomes to begin fatty acid oxidation (Chang et al., 2019), and peroxisomal biogenesis factor 11 alpha (*Pex11a*), which encodes a fatty acid oxidation rate-limiting channel that allows lipids and fatty acid metabolites to pass from peroxisomes into mitochondria (Mattiazzi Ušaj et al., 2015; Mindthoff et al., 2016; Renne and Ernst, 2023). **(III)** Upregulation of *Idh1*, encoding the isocitrate dehydrogenase 1 enzyme in the TCA cycle, which is the most important producer of the electron donor NADH in the brain (Gherardi et al., 2020; Molenaar et al., 2014), **(IV)** Upregulation of WD repeat domain 93 (Wdr93), which is theorized to be an accessory subunit to Complex 1 in the mitochondrial electron transport chain, increasing ATP production (GeneCards, n.d.; InterPro, n.d.; Meyer et al., 2009). **(V)** Down-regulated expression of subunits of the m-AAA (ATPases Associated with a variety of cellular Activities) complex [Spastic paraplegia type 7 (*Spg7*), AFG3-like protein 1 (*Afg3l1*)]. Decreased m-AAA complex function causes constitutive activity of the mitochondrial calcium uniporter (MCU) (König et al., 2016; Patron et al., 2018). Elevated mitochondrial calcium influx activates enzymes within the TCA cycle (PDH, IDH, and OGDH) (Gherardi et al., 2020), and, if it becomes excessive, triggers ROS production and apoptosis (Patron et al., 2018). **(B)** bHR-like animals have a pattern of upregulated expression suggesting that energy production is kept under tight regulation, potentially limiting oxidative phosphorylation but allowing for greater biosynthesis. These findings include **(I)** Upregulated Uncoupling Protein 2 (*Ucp2*), encoding a mitochondrial transporter which promotes homeostasis and decreased ROS production by decreasing the mitochondrial proton gradient, exporting the rate-limiting substrate for the TCA cycle (oxaloacetate), and regulating calcium influx (Ardalan et al., 2022; Berardi and Chou, 2014; Hass and Barnstable, 2021; Keita et al., 2007; Koshenov et al., 2020; Vozza et al., 2014); **(II)** Upregulated expression related to m-AAA complex function (*Spg7*, *Afg3l1*), which ensures that mitochondrial protein availability, including an essential regulator (EMRE) of the MCU, does not exceed cellular need. **(III)** Upregulated lipoyl(octanoyl) transferase 2 (*Lipt2*), which senses the input to the TCA cycle (Acetyl-CoA) and stimulates TCA cycle enzyme activity accordingly via the mitochondrial fatty acid synthesis pathway (Habarou et al., 2017; Nowinski et al., 2020; Solmonson and DeBerardinis, 2018).

## 4 Discussion

Using selectively-bred rats with extreme, stable differences in behavior (bHRs, bLRs) and a large cohort of their intercross progeny (F_2_s), we identified genes and functional pathways that are likely to contribute to behavioral temperament. This was achieved by triangulating behavioral, functional genomics, and genetic data. Behaviors that diverged in the bHR/bLR lines, including anxiety-like and reward-related behavior (Birt et al., 2021; Flagel et al., 2010; Turner et al., 2017), remained correlated with exploratory locomotion in our heterogeneous F_2_ sample, allowing us to investigate their shared etiology. The extreme behavioral phenotypes produced by our selective breeding paradigm were accompanied by robust differential expression in the hippocampus of both sexes, bolstering results from our previous male-only analyses (Birt et al., 2021). Moreover, hippocampal gene expression related to bHR/bLR lineage predicted gene expression related to behavior, including exploratory locomotion and anxiety, in our larger cohort (*n* = 250) of F_2_ intercross rats. Six genes showed consistent differential expression with behavioral phenotype in bHR/bLR and F_2_ intercross rats, as well as in multiple other rat models targeting similar behavior.

Selective breeding should produce an enrichment of genetic alleles influencing the phenotype under selection. To determine which differential expression might directly mediate the effect of selective breeding on behavioral temperament, we identified hippocampal expression that was strongly correlated with genetic variation in the F_2_s (*cis*-eQTLs). This *cis*-eQTL database allowed us to accurately predict differential expression related to bHR/bLR genetic segregation. We also identified gene expression associated with F_2_ behavior that matched what would be expected due to the co-localization of *cis*-eQTLs with genetic loci associated with behavior (QTLs) in the larger F_2_ cohort (adults and juveniles) (Chitre et al., 2023). This converging evidence highlighted 16 genes within 7 genomic regions on chromosomes 1, 7, and 19 as strong candidates for mediating the effect of selective breeding on behavioral temperament.

### 4.1 Functional patterns: bioenergetic regulation of hippocampal function

Among these 16 top candidate genes, eight are directly involved in bioenergetics (Figure 12). The differential expression results overall similarly showed upregulation in gene sets related to mitochondria, oxidative phosphorylation, and metabolism in bLR-like vs. bHR-like animals. These findings complement previous evidence that adult bLRs have elevated oxidative phosphorylation in the hippocampus, as indicated by increased mitochondrial oxygen consumption and elevated electron transport chain activity (McCoy et al., 2019). Since the expression of our top candidate genes was strongly correlated with genetic variation tied to behavioral phenotype in both bHR/bLR and F_2_ samples, our results imply that variation in energy production may mediate the effect of heredity on temperament and provide insight into the responsible mechanisms.

In particular, our results suggest that bLR-like animals have enhanced fatty acid oxidation, which is a pathway that is particularly important during times of high energy usage (Nsiah-Sefaa and McKenzie, 2016) because it can release twice as much energy as glucose metabolism (Schönfeld and Reiser, 2013). bLR-like animals had upregulation of multiple fatty acid oxidation gatekeepers [*Lsr*, *Ist1*, and *Pex11a* (Chang et al., 2019; Mattiazzi Ušaj et al., 2015; Mindthoff et al., 2016; Renne and Ernst, 2023)]. Downstream, there was also upregulation that could facilitate the tricarboxylic acid (TCA) cycle (*Idh1*) (Gherardi et al., 2020) and electron transport chain (*Wdr93*) (GeneCards, n.d.; InterPro, n.d.; Meyer et al., 2009) to increase energy production. These findings have widespread functional implications, as the brain consumes disproportionate energy to maintain neurotransmission and synaptic repolarization (van Rensburg et al., 2022), especially during times of heightened activity, such as stress (Zalachoras et al., 2020).

In contrast, energy production in bHR-like animals may be kept under tight regulation by upregulation of *Spg7*, *Afg3l1*, *Ucp2*, and *Lipt2*. *Ucp2* encodes a mitochondrial transporter and anion carrier that promotes homeostasis by serving as a metabolic switch, decreasing TCA cycle function (Vozza et al., 2014) and mitochondrial proton gradient (Ardalan et al., 2022; Berardi and Chou, 2014; Hass and Barnstable, 2021; Keita et al., 2007). *Lipt2* plays a similar feedback role, coupling TCA cycle enzyme activity to its input via the mitochondrial fatty acid synthesis pathway (Habarou et al., 2017; Nowinski et al., 2020; Solmonson and DeBerardinis, 2018). *Spg7* and *Afg3l1* encode subunits of the m-AAA complex, which tailor mitochondrial protein levels to cellular need (Opalińska and Jańska, 2018). Moreover, *Ucp2*, *Spg7* and *Afg3l* all regulate mitochondrial calcium intake (König et al., 2016; Koshenov et al., 2020; Patron et al., 2018), which couples energy production to synaptic activity by stimulating TCA cycle enzymes (Gherardi et al., 2020; Stoler et al., 2022). As discussed below, this tight regulation may limit oxidative phosphorylation under some conditions, but also reduce reactive oxygen species production and allow for greater biosynthesis.

### 4.2 Bioenergetics and behavior

Our results bolster growing evidence that bioenergetic genes and pathways regulate behaviors like exploratory activity, anxiety, and reward learning. The mitochondrial m-AAA complex, fatty acid oxidation pathway, and fatty acid synthesis feedback pathway are all critical for movement and motor activity in animals and humans (Bernardinelli et al., 2017; Martinelli et al., 2009; Murru et al., 2019; Nsiah-Sefaa and McKenzie, 2016; Patron et al., 2018), with severe, pathogenic mutations in *Spg7*, *Afg3l1*, and *Ist1* producing hereditary paraplegia and ataxia (Lallemant-Dudek and Durr, 2021; Nsiah-Sefaa and McKenzie, 2016; Schüle and Schöls, 2011), sometimes with altered cognition, executive function, and social/emotional function (Hedera et al., 2002; Lupo et al., 2020; Ringman et al., 2020; Schüle and Schöls, 2011; Zhang et al., 2017). Logically, more subtle changes within these pathways could alter exploratory activity.

Energy production is also theorized to critically modulate the energy-demanding circuitry necessary for behavioral inhibition (Killeen et al., 2013; Russell et al., 2006), and some of our candidate bioenergetic genes are broadly implicated in behavioral temperament. *Ucp2* knock-out animals consistently demonstrate bLR-like behaviors, including decreased exploration, and anxiety- and depressive-like behaviors, especially following stress (Andrews et al., 2006; Du et al., 2016; Gimsa et al., 2011; Hermes et al., 2016; Sun et al., 2011; Wang et al., 2014; Yasumoto et al., 2021). Human GWAS also link *UCP2*, *SPG7*, and *WDR93* to the stress response, psychiatric disorders, externalizing behavior, and substance use disorders (Karlsson Linnér et al., 2021; Li et al., 2022; Orhan et al., 2012; Pehlivan et al., 2020; Rimpelä et al., 2019; Russell et al., 2020; Saunders et al., 2022; Yasuno et al., 2007).

Metabolic differences have been observed in humans and animal models with anxiety and internalizing-like behavior (Ait Tayeb et al., 2023; Filiou et al., 2011, 2014; Filiou and Sandi, 2019; Liu et al., 2022) and hyperactivity and externalizing-like behavior (Chang et al., 2018; Dimatelis et al., 2015; Dupuy et al., 2021; Zametkin et al., 1990). Our findings suggest that genetic vulnerability may contribute to these metabolic differences, bolstering support for metabolic interventions in psychiatry (e.g., Chang et al., 2018; Danan et al., 2022; Filiou and Sandi, 2019; Liu et al., 2022). That said, the evidence linking energy production to internalizing-like vs. externalizing-like behavior is inconsistent across measurements and models, suggesting that the critical vulnerability may lie downstream in bioenergetically regulated functions like apoptosis, oxidative stress, and biogenesis (Filiou and Sandi, 2019). We have evidence supporting each of these possibilities.

### 4.3 Bioenergetics: role in reactive oxygen species production

During fatty acid oxidation and oxidative phosphorylation, reactive oxygen species are produced as a byproduct (Schönfeld and Reiser, 2021; van Rensburg et al., 2022). Both energy production and reactive oxygen species increase with elevated synaptic activity and environmental stress (Salim, 2017; van Rensburg et al., 2022; Zalachoras et al., 2020). Thus, many metabolic genes are regulators of oxidative stress, with upregulation in bLR-like animals linked to greater oxidative stress and upregulation in bHR-like animals sometimes appearing protective [e.g., *Ucp2*, *Spg7/Afg3l1*, *Pex11a* (Arsenijevic et al., 2000; Atorino et al., 2003; Du et al., 2016; Gimsa et al., 2011; Hass and Barnstable, 2021; Rodríguez-Serrano et al., 2016)]. bHR-like animals also had upregulation of protective *Mfge8* (Liu et al., 2014) and upregulation of *Nqo2*, which can enhance reactive oxygen species production or reduce oxidative stress (Janda et al., 2015; Rashid et al., 2021; Vella et al., 2005) in a manner important for encoding novelty in hippocampal interneurons (Gould et al., 2020) and potentially stress-related disorders (Bainomugisa et al., 2021).

These results bolster evidence that natural and genetically-selected variation in anxiety is consistently associated with markers of oxidative damage in animals and humans (Filiou and Sandi, 2019). Reactive oxygen species are also implicated in the development of anxiety and depressive-like behavior following chronic stress (Schiavone and Trabace, 2016; van Rensburg et al., 2022). The hippocampus is particularly vulnerable to oxidative stress (Salim, 2017) and accumulating evidence implicates oxidative stress in psychiatric disorders, including internalizing disorders and comorbid substance abuse (Bouayed et al., 2009; Cecerska-Heryć et al., 2022; Hovatta et al., 2010; Schiavone and Trabace, 2016; Tobore, 2019; van Rensburg et al., 2022; Zalachoras et al., 2020).

### 4.4 Bioenergetics: role in neuroimmune activation

Gene sets related to immune activation and microglia were upregulated in bLR-like animals. This upregulation may be driven by bLR/bHR bioenergetic differences: both the ATP and reactive oxygen species produced by fatty acid oxidation and oxidative phosphorylation can cause microglial activation (Illes et al., 2020; Rojo et al., 2014) and promote microglial release of pro-inflammatory factors (Guevara et al., 2020; Guo et al., 2022). Notably, two of the top candidates upregulated in bHR-like animals, *Ucp2* and *Mfge8*, are also master regulators of microglial activation, promoting an anti-inflammatory and pro-repair state (De Simone et al., 2015; Fang and Zhang, 2021; Gao et al., 2021). Both *Mfge8* and *Ucp2* encourage microglial engulfment of damaged cells and unwanted synapses. Disrupting this process causes hippocampal dysfunction, inflammation, anxiety-like behavior, insomnia, and depressive-like behavior (Choudhury et al., 2022; Fuller and Van Eldik, 2008; Yasumoto et al., 2021; Yi, 2016), mirroring a bLR-like behavioral phenotype. *Fcrl2* was also upregulated in bHR-like animals and is likely abundant in microglia, dampening immune responses (Hammond et al., 2019; Matos et al., 2020). In contrast, *Tmem144* was upregulated in bLR-like animals in our study and three others (Blaveri et al., 2010; Meckes et al., 2018; Wilhelm et al., 2013) and is highly expressed in microglia during development (Cao et al., 2020; La Manno et al., 2016), but with unknown function.

These findings complement previous findings that bLR microglia exhibit an “intermediate activation” hyper-ramified morphology (Maras et al., 2022) resembling that observed following chronic stress (McEwen and Akil, 2020), when reactive oxygen species and microglial activation are critical for the development of anxiety-like behavior (Guevara et al., 2020; Lehmann et al., 2019). Moreover, inhibiting microglial activity reduced bLR-like behavior (Maras et al., 2022). Microglial activation has also been implicated in affective and substance use-related behaviors (Choudhury et al., 2022; Northcutt et al., 2015).

Neuroimmune activation could also be caused by mitochondrial regulation of apoptosis and cell death. Excessive mitochondrial calcium intake, decreased m-AAA complex function, decreased *Spg7*, and decreased *Lipt2* can all trigger the mitochondrial membrane potential collapse that drives apoptosis (Bernardinelli et al., 2017; Patron et al., 2018; Shanmughapriya et al., 2015). m-AAA complex deficiencies can also cause dysfunctional mitochondrial protein synthesis, respiration, transport, and fragmentation (Patron et al., 2018) and are linked to neurodegeneration (König et al., 2016; Patron et al., 2018) whereas *Ucp2* is considered neuroprotective (Hass and Barnstable, 2016; Kumar et al., 2022). Therefore, down-regulation of *Spg7*, *Afg3l1*, *Lipt2*, and *Ucp2* in bLR-like animals might increase risk for cell loss and neuroimmune activation, especially after periods of intense neuronal activity, such as occurs during stress (Zalachoras et al., 2020).

### 4.5 Bioenergetics: role in growth

bHR/bLR bioenergetic differences may also contribute to the upregulation of gene sets related to nervous system development and proliferation in bHR-like animals. Both energy availability and use exert control over proliferation, cell differentiation, and growth-related processes, and biosynthesis using glucose-derived products directly competes with oxidative phosphorylation for essential substrates (Beckervordersandforth, 2017). Therefore, many of the candidate metabolic genes also influence proliferation and growth (e.g., *Ucp2*, *Lsr*, *Lipt2*: Esteves et al., 2014; Pecqueur et al., 2008; Takahashi et al., 2021; Wang et al., 2023; Zhang and Ma, 2021). Other top candidates regulate growth-related processes, including *Mfge8* and *Fzd6* (Wang et al., 2012; Yli-Karjanmaa et al., 2019; Zhou et al., 2018). *Fzd6* has also been linked to anxiety and depressive-like behavior (Sani et al., 2012; Voleti et al., 2012). These results are noteworthy due to known bHR/bLR differences in neurogenesis, proliferation, and growth factor response (Birt et al., 2021; Perez et al., 2009; Turner et al., 2019), and extensive literature implicating both hippocampal atrophy in internalizing disorders and growth-related processes in antidepressant function (Duman and Monteggia, 2006).

### 4.6 Sex differences

A vast literature exists documenting sex differences in anxiety and reward-related behaviors and circuitry (Bangasser and Cuarenta, 2021; Becker and Koob, 2016). Our study was not specifically designed to study these differences, but sex differences were observed for several behaviors, some of which have appeared consistently over many generations of bHR/bLR rats (anxiety-like behavior: Hebda-Bauer et al., 2017) or in previous studies. For example, more females than males demonstrated sign-tracking vs. goal-tracking PavCA behavior (Hughson et al., 2019; Pitchers et al., 2015), reflecting sex differences in reward processing (Davis et al., 2008; Flagel et al., 2011). Other sex differences may represent batch effects (e.g., LocoScore), as males and females were by necessity tested separately.

Our hippocampal differential expression analyses could shed light on these sex differences. Beyond the x- and y-chromosomes, the effect sizes for sex differences in hippocampal expression tended to be small, making them difficult to measure in the F_0_ sample, but in the larger F_2_ sample 1,679 genes had sex differences that survived false discovery rate correction (FDR < 0.10). We did not find evidence that sex modulated the relationship between gene expression and bHR/bLR phenotype or F_2_ behavior, but there was a notable overlap (10%) of the genes with sex differences in expression in either the F_0_ or F_2_ datasets with genes with bHR/bLR differential expression (Supplementary Table S4). In future studies, these genes may be excellent candidates for mediating sex differences in behavior.

### 4.7 Region specificity

We focused on a single brain region because of the need to generate a large sample size (*n* = 250) from a heterogeneous F2 population, however, each of the measured behaviors depends on the activity of broader brain circuitry. Can our hippocampal results provide insight into the functioning of other brain regions? To address this question, we ran an exploratory analysis comparing bHR/bLR hippocampal differential expression to the pattern of differential expression in other brain regions in previous transcriptional profiling datasets from bHR/bLR adults, including the amygdala (Cohen et al., 2015, 2017; McCoy et al., 2017), dorsal raphe (Cohen et al., 2017), and unpublished data from the cortex and hypothalamus. These comparisons suggest that at least some of the bHR/bLR differential expression that we identified in the hippocampus may also be present in other brain regions, whereas other differential expression may be hippocampal specific. Our ongoing studies using spatial transcriptomics and fluorescent *in situ* hybridization (FISH) should provide further insight into bHR/bLR differential expression in other brain regions, as well as illuminate the specificity of our findings to particular hippocampal cell types and subregions. We also have ongoing work characterizing bHR/bLR gene expression and chromatin accessibility in the nucleus accumbens, another region noted for its role in sensation-seeking, reward processing, and addiction.

The behaviors quantified in our F_2_ rats did not encompass all hippocampal-dependent behaviors that differ in the two lines. Notably, bHR and bLR rats show differences in contextual fear conditioning (Prater et al., 2017; Widman et al., 2019) that could be influenced by many of the pathways implicated in our results, including mitochondrial function, oxidative stress, microglial function, and neurogenesis (Gao et al., 2018; Olsen et al., 2013; Villasana et al., 2016; Yu et al., 2022). Future work following up on these findings could provide insight into the heritable contributions underlying internalizing disorders like post-traumatic stress disorder (Banerjee et al., 2017).

### 4.8 Alternative genetic mechanisms

One limitation of our approach is that loci which influence behavior may still be part of haplotypes that include multiple eQTLs, despite the added resolution provided by a F_0_-F_1_-F_2_ cross. We have addressed this limitation by integrating individual genes into higher order biological concepts. This approach improves the translatability of our results and should be robust to the presence of some false positives. That said, we may be missing genetic variation contributing to our phenotype by only focusing on single nucleotide variants that could mediate effects on behavior via basal hippocampal gene expression levels. For example, one of the most compelling candidates that we identified was *AABR07071904.1*, with a *cis*-eQTL near the strongest LocoScore QTL peak (Chitre et al., 2023). According to genome assembly Rnor6 (Ensembl v103), *AABR07071904.1* generates long non-coding RNA, but in mRatBN7.2 (Ensembl v106) the gene was retired, potentially mapping to *Zfp939-201*. In either form, it could play some important regulatory role, but it is noteworthy that the implicated *cis*-eQTL is in linkage disequilibrium with a missense coding variant for *Plekhf1* (Supplementary Figure S13, Chitre et al., 2023). *Plekhf1* was not differentially expressed in our study, but has been linked to stress and mood (Chitre et al., 2023). Future work will explore other mechanisms that may contribute to our phenotype, including coding variants, structural variants, epigenetic modifications, epistatic interactions, and context-dependent activity.

## 5 Conclusion: the power of integrative genomics methods for studying behavior

In conclusion, our study illustrates the power and utility of selective breeding in behavioral neuroscience: by maximizing genetic segregation relevant to our behavioral phenotype, we produced highly divergent behavior and minimized within-group variability, making it possible to detect robust, reproducible differential expression in a sample size (*n* = 24) akin to what is feasible for other neuroscience methods, including neurophysiology, cell-level labeling and imaging methods, single cell RNA-Seq, and spatial transcriptomics. In contrast, we discovered that our large F_2_ sample (*n* = 250) was still underpowered to reliably detect the smaller, polygenic effects on gene expression driving complex behavior in a heterogeneous population, even though the overall gene expression patterns associated with F_2_ behavior echoed the differential expression identified in our bred lines, supporting their relevance for the phenotype. However, by integrating our F_2_ functional genomics data with genotyping data from our previous genetic study (Chitre et al., 2023), we could detect hippocampal gene expression closely tied to proximal genetic variation (*cis*-eQTLs), allowing us to identify bHR/bLR segregated eVariants that were both predictive of bHR/bLR differential expression and co-localized with loci implicated in behavioral phenotype (QTLs). These integrative methods converged upon a set of bioenergetic-related genes that are strong candidates for mediating the influence of selective breeding on temperament and related behavior, including exploratory locomotion, anxiety, and reward learning. These bioenergetic genes are important for regulating many of the pathways implicated in our differential expression results, including oxidative stress, microglial activation, and growth-related processes in the hippocampus, each of which may be important contributors to behavioral temperament, thereby modulating vulnerability to psychiatric and addictive disorders. Therefore, altogether, our study highlights the power of integrating genetic and gene expression data to strengthen discovery-based approaches for revealing novel mechanisms underlying the neurobiology of behavior.

## Data Availability

Following MINSEQE reporting guidelines, all behavioral data, metadata, raw and processed sequencing data have been made available on NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/ accession numbers: GSE225744 (F0), GSE225746 (F2), GSE286181 (cortex, hypothalamus)).

# Supplementary material for: Bioenergetic-related gene expression in the hippocampus predicts internalizing vs. externalizing behavior in an animal model of temperament
**Source:** Front Mol Neurosci. 2025 Mar 4;18:1469467. doi: 10.3389/fnmol.2025.1469467
**Supplement:** Supplementary file 2

**Supplementary Material for:**

**Bioenergetic-Related Gene Expression in the Hippocampus Predicts Internalizing vs. Externalizing Behavior in an Animal Model of Temperament**

Elaine K. Hebda-Bauer^1†*^, Megan H. Hagenauer^1†^, Daniel B. Munro^2,3^, Peter Blandino, Jr.^1^, Fan Meng^1^, Keiko Arakawa^1^, John D. H. Stead^4^, Apurva S. Chitre^2^, A. Bilge Ozel^5^, Pejman Mohammadi^3,6^, Stanley J. Watson, Jr^1^, Shelly B. Flagel^1^, Jun Li^5^, Abraham A. Palmer^2,7^, Huda Akil^1^

^†^These authors contributed equally to this work and share first authorship

**Table of Contents for Supplementary Material**

[Table of Contents: Supplemental Figures 5](#_Toc187319507)

[Supplementary Methods 7](#_Toc187319508)

[Animals 7](#_Toc187319509)

[Housing Conditions 7](#_Toc187319510)

[Experimental Procedures: Transport, Acclimation, Timing, and Experimenters 8](#_Toc187319511)

[Behavioral Analysis 8](#_Toc187319512)

[Sacrifice and Tissue Dissection 9](#_Toc187319513)

[RNA-Seq 9](#_Toc187319514)

[RNA-Seq Basic Experimental Design 9](#_Toc187319515)

[RNA Extraction and Sequencing 10](#_Toc187319516)

[RNA-Seq Data Analysis: General Methods for Both the F_0_ and F_2_ Datasets 10](#_Toc187319517)

[F_0_ RNA-Seq Dataset Analysis Methods 12](#_Toc187319518)

[F_2_ RNA-Seq Dataset Analysis Methods 12](#_Toc187319519)

[Comparison of F_0_, F_2_, and bHR/bLR Meta-Analysis RNA-Seq Results 13](#_Toc187319520)

[Gene Set Enrichment Analysis 13](#_Toc187319521)

[*Exploratory:* Comparison of bHR/bLR Differential Expression in the Hippocampus and Other Brain Regions 14](#_Toc187319522)

[Overview: 14](#_Toc187319523)

[bHR/bLR Cortex and Hypothalamus Microarray Datasets (GSE286181): 14](#_Toc187319524)

[bHR/bLR Amygdala Microarray Data (GSE88874) 15](#_Toc187319525)

[bHR/bLR Amygdala and Dorsal Raphe RNA-Seq Data (GSE86893): 15](#_Toc187319526)

[Meta-analysis of bHR/bLR Non-Hippocampal Transcriptional Profiling Data 16](#_Toc187319527)

[Constructing a Hippocampal *cis*-eQTL Database 16](#_Toc187319528)

[Predicting bHR/bLR Differential Expression Using the *cis*-eQTL Database 17](#_Toc187319529)

[Examining the Overlap of Our *cis*-eQTL Results with RatGTEx 18](#_Toc187319530)

[Co-localization of *cis*-eQTLs with Regions of the Genome Associated with bHR/bLR-like Behavior (QTLs) 19](#_Toc187319531)

[Calculation of the Risk of Observing Convergent Results Due to Random Chance 20](#_Toc187319532)

[Calculation of the Risk of Observing Convergent Results with Other Rat Models Due to Random Chance: 21](#_Toc187319533)

[Supplementary Results 23](#_Toc187319534)

[*Exploratory*: Comparing bHR/bLR Differential Expression in the Hippocampus and Other Brain Regions 23](#_Toc187319535)

[bHR/bLR Differential Expression in Non-Hippocampal Brain Regions 23](#_Toc187319536)

[Meta-Analysis: bHR/bLR differential Expression in Non-Hippocampal Brain Regions 24](#_Toc187319537)

[Constructing a Hippocampal cis-eQTL Database to Determine which Differential Expression is Most Likely to Be Driven Directly by Genetic Variation 25](#_Toc187319538)

[Comparing the Hippocampal *cis*-eQTL Database to RatGTEx 25](#_Toc187319539)

[bHR/bLR Differential Expression Can Be Predicted Using the Hippocampal *cis*-eQTL Database 26](#_Toc187319540)

[The Strongest Co-localization of *cis*-eQTLs with Behavioral QTLs Tended to Predict F_2_ Differential Expression with Behavior 27](#_Toc187319541)

[Supplementary Tables 29](#_Toc187319542)

[Supplementary Figures 34](#_Toc187319543)

[References 58](#_Toc187319544)

[Appendices 61](#_Toc187319545)

**Table of Contents: Supplemental Tables**

[Table S 1. The bHR/bLR (F_0_) cross-breeding scheme produced F_2_ animals with a range of intermediate behavioral phenotypes. 29](#_Toc185538339)

[Table S 2. Behaviors that differentiate the bHR/bLR lines, such as exploratory locomotion, anxiety, and PavCA, remained correlated in the F_2_ animals. 30](#_Toc185538340)

[Table S 3. Differential expression results for each of the variables of interest from the F_0_ and F_2_ datasets, as well as the full cis-eQTL and SMR results for each eGene. 30](#_Toc185538341)

[Table S 4. Differential expression results for sex from the F_0_ and F_2_ datasets 31](#_Toc185538342)

[Table S 5. bHR/bLR differential expression results from non-hippocampal regions. 31](#_Toc185538343)

[Table S 6. The pattern of gene expression differentiating bLR vs. bHR rats predicts the pattern of gene expression associated with F_2_ behavior. 32](#_Toc185538344)

[Table S 7. Gene set enrichment results: bHR/bLR phenotype is associated with differential expression of genes involved in growth and proliferation, microglia, mitochondrial function, and the regulation of oxidative stress. 32](#_Toc185538345)

# Table of Contents: Supplemental Figures

[Fig S 1. Quality control: The distribution of RNA metrics within the F_0_ and F_2_ datasets indicate high quality RNA. 35](#_Toc185538384)

[Fig S 2. Quality control: RNA metrics and sex correlate strongly with the top principal components (PCs) of variation in our datasets. 36](#_Toc185538385)

[Fig S 3. Quality control: Variation in RNA metrics is likely to have arisen from variation in sample collection and processing. 38](#_Toc185538386)

[Fig S 4. Additional figure panels illustrating that locomotor activity in a novel environment reflects a broader behavioral temperament in both selectively-bred bHR/bLR lines and F_2_ intercross rats. 39](#_Toc185538387)

[Fig S 5. A large heterogeneous F_2_ sample (n=250) detects more hippocampal differential expression related to sex that the smaller F_0_ sample, but is insufficient to detect differential expression related to small, polygenic effects on LocoScore 40](#_Toc185538388)

[Fig S 6. Constructing a hippocampal cis-eQTL database. 42](#_Toc185538389)

[Fig S 7. Five of the six genes that were consistently differentially expressed in multiple rat models of internalizing-like behavior have particularly strong cis-eQTLs. 43](#_Toc185538390)

[Fig S 8. A similar relationship between genotype and gene expression is observed at cis-eQTLs identified within our study (hippocampus) and previous brain studies (RatGTEx). 45](#_Toc185538391)

[Fig S 9. A less similar relationship between genotype and gene expression is observed at cis-eQTLs identified within our study (hippocampus; HC) and previous non-brain studies (RatGTEx). 46](#_Toc185538392)

[Fig S 10. Predicting the effect of bHR/bLR segregating genetic variation on gene expression. 47](#_Toc185538393)

[Fig S 11. Some F_2_ differential expression (DE) related to behavior can be predicted by the co-localization of cis-eQTLs with quantitative trait loci (QTLs) for the behavior identified within the larger F_2_ adult sample. 50](#_Toc185538394)

[Fig S 12. Some F_2_ differential expression related to behavior can be predicted by the co-localization of cis-eQTLs with quantitative trait loci (QTLs) for analogous behaviors identified within an independent sample of F_2_ juveniles. 53](#_Toc185538395)

[Fig S 13. Example top candidate gene: Evidence supporting the potential for AABR07071904.1 to mediate the relationship between genetic variation and behavior. 54](#_Toc185538396)

[Fig S 14. Example top candidate gene: Evidence supporting the potential for Ucp2 to mediate the relationship between genetic variation and behavior. 55](#_Toc185538397)

[Fig S 15. Example top candidate gene: Evidence supporting the potential for Wdr93 to mediate the relationship between genetic variation and behavior. 56](#_Toc185538398)

[Fig S 16. Example top candidate gene: Evidence supporting the potential for Afg3l1 to mediate the relationship between genetic variation and behavior. 57](#_Toc185538399)

# Supplementary Methods

## Animals

All procedures were conducted in accordance with the guidelines outlined in the National Institutes of Health Guide for the Care and Use of Animals and were approved by the Institutional Animal Care and Use Committee at the University of Michigan (IACUC Animal Protocol Number: PRO00003921, PI: Huda Akil, Title: Drug Abuse and Emotional Reactivity, Approval Date: 8/20/2012, Expiration Date: 8/20/2015).

We established two lines of rats that were selectively bred for a high or low propensity to explore a novel environment at the Michigan Neuroscience Institute, University of Michigan (Stead et al., 2006). These lines were named the “bred High Responders” to novelty (Wakil:bHRs, RRID:RGD_405847397) and “bred Low Responders” to novelty (Wakil:bLRs, RRID:RGD_405847400), respectively. The full procedures for generating the bred lines is detailed in (Stead et al., 2006).

After 37 generations of selective breeding, an initial set (F_0_) of bHRs deriving from 12 distinct families were bred with bLRs from 12 distinct families to create 12 intercross families. The offspring of this intercross (F_1_) were then bred with each other to help the re-emergence/divergence of the phenotypes in the F_2_ generation. To amplify divergence, F_1_ rats that had a lower locomotor response to novelty were bred together, and F_1_ rats that had a higher locomotor response to novelty were bred together (**Fig 3**). The resulting 48 F_2_ litters generated a total of 540 male and female rats, 323 of which were then phenotyped as young adults (2-4 months old: locomotor activity in a novel environment at two months, elevated plus maze (EPM) at three months, Pavlovian Conditioned Approach (PavCA) at four months) and 216 of which were phenotyped as juveniles (around one month old, open field). The subset of animals used in our current RNA-Seq study includes males and females from the F_0_ (n=24, six per phenotype for each sex) and F_2_ cross generations (n=250 young adults, M/F=125/125). This subset of animals overlaps with those used in our previous exome sequencing (Zhou et al., 2019) and genome wide association studies (Chitre et al., 2023), and is independent from the animals included in our earlier male-only bHR/bLR hippocampal meta-analysis study (Birt et al., 2021).

### Housing Conditions

Breeding pairs (one male and one female) were housed together for 10 days on a 14:10 hour light/dark cycle (lights on at 0500, lights off at 1900) with *ad libitum* access to water and food (5008, PicoLab Laboratory Rodent Diet, LabDiet), and females monitored for signs of pregnancy. Upon weaning, female and male animals were housed in separate rooms on a 14:10 light:dark cycle (lights on: 0500, lights off at 1900) and 12:12 hour light:dark cycle (lights on at 0700, lights off at 1700), respectively, with *ad libitum* access to water and food (5LOD, PicoLab Laboratory Rodent Diet, LabDiet). The temperature (70–78^o^F) and humidity (30-50%) in the housing rooms were monitored at all times. All experimental animals were marked on their tails with identifying numbers via a non-toxic marker to allow researchers to track the behavior of individual animals. Cages were kept in animal biosafety level-1 housing rooms, and changed once a week, with water bottles changed twice a week. Cage bedding consisted of ¼ inch corn cob bedding (bed-o’cobs, The Andersons, Lab Bedding Products), and animals were housed in pairs or triples with littermates. All experimental animals were housed in the same rooms for all generations tested.

### Experimental Procedures: Transport, Acclimation, Timing, and Experimenters

As distinct generations, the F_0_ and F_2_ animals were subjected to behavioral testing, sacrifice, and dissection approximately 8 months apart. As much as possible, the testing and sacrifice of the F_0_ rats was run in a manner counterbalanced for F_0_ phenotype (bHR/bLR), but true, full blinding of the experimenters to phenotype was impossible due to the huge magnitude of the behavioral differences between the bred lines. Likewise, during behavioral testing and sacrifice of both the F_0_ and F_2_ rats, the experimenters were unable to be blinded to sex, due to housing in separate colony rooms and obvious morphological differences.

During procedures, cages were transported between housing and behavioral testing rooms using a cart. Experimental animals remained within their housing room until immediately before undergoing behavioral testing and were placed immediately back into their housing room after finishing testing. Behavioral testing was performed in the morning as per established laboratory protocol. For practical reasons it was necessary to test males before females on different days, as any residual scent of the females could dramatically alter male behavior. To reduce disruption, all residents of a cage, which were same-sex siblings, were typically tested on behavioral tasks within the same batch and/or spaced closely together in time. Within each sex, the order that locomotor testing was administered was randomly distributed across cages (of same-sex siblings) and followed a different order than the administration of the Elevated Plus Maze (EPM) task. The specific method used to randomize the order was not recorded.

At sacrifice, experimental animals were placed into a holding room next door to the sacrifice room for acclimation after being moved from their housing room, to decrease the stress effects of being moved through the animal vivarium. Individual animals were carried by hand from the holding room into the sacrifice room, where they were immediately decapitated. Again, for practical reasons, males were sacrificed before females, and all residents of a cage, which were same-sex siblings, were sacrificed closely together in time.

### Behavioral Analysis

At approximately two months of age, all F_0_ and F_2_ rats were tested for locomotor activity in a novel environment that was the same size as a home cage but located in a different room with novel cues (Stead et al., 2006). The number of beam breaks (counts) was measured over 60 minutes for both lateral and rearing movements, the cumulative total of which were combined to generate the total locomotor score (LocoScore). The locomotor test date, batch, rack, and box were recorded as metadata and have been released along with the behavioral data. For the F_2_ rats, locomotor testing was spread out over a two-week period. Males were tested on earlier dates than females. Siblings housed in the same cage were tested on the same date within the same batch.

Next, all F_0_ and F_2_ rats were evaluated for exploratory and anxiety-like behavior on the EPM. The EPM test began by placing animals in the intersection of the arms which allows access to the two open and the two closed arms. During the five-minute test period, the room was dimly lit (40 lux) and animals’ behavior monitored using a video tracking system (Ethovision, Noldus Information Technology) that recorded the amount of time spent in the arms (converted to percent time of five min), the distance traveled (cm), and the time immobile (sec). The number of fecal boli was counted as an additional measure of emotionality but was not used in our RNA-Seq analysis. The EPM test date and EPM test order were recorded as metadata and have been released along with the behavioral data. For the F_2_ rats, EPM testing was spread out across two weeks. On each test date, males were tested before females. Siblings housed in the same cage were tested on the same date, sequentially.

A subset of F_2_ rats (n=209) were subsequently tested for PavCA behavior as described in (Meyer et al., 2012), to determine the re-emergence of the sign tracker (ST) and goal tracker (GT) phenotypes. Three distinct dependent variables, probability difference, response bias, and latency score, were averaged to generate a PavCA Index. The probability difference was defined as the probability of lever contact minus the probability of food magazine entries. Response bias was defined as the total conditioned stimuli (CS: lever) contacts minus the total food magazine entries, divided by the sum of the two behaviors. The latency score was defined as the average latency to enter the food magazine minus the average latency to contact the lever, divided by the length of the CS duration (eight sec). The PavCA Index for the last two days of testing (i.e., days six and seven) was used to determine if animals display ST (values>0.5) or GT (values<-0.5) behavior.

### Sacrifice and Tissue Dissection

Adult experimental animals (postnatal days 113-132) were decapitated without anesthesia and brains removed within two minutes of death. For the F_0_ cohort (n=24), whole hippocampus was dissected upon sacrifice and flash frozen at -30^o^C before being stored at -80^o^C. F_0_ males and females were sacrificed and dissected on separate days, spaced one month apart, but sacrifice and dissection on each day was counterbalanced for bHR/bLR line. For the F_2_ rats (n=250), whole brains were extracted and flash frozen at time of sacrifice. Rats from the F_2_ litters were all sacrificed within a two-week period, with all males sacrificed during the first week and all females sacrificed during the second week. Later, brains were hemi-sected and four coronal slabs encompassing both the dorsal and ventral hippocampus (-2.12 mm to -6.04 mm Bregma; (Paxinos and Watson, 2013)) were cut from one half of each brain. Hole punches were taken from both the dorsal and ventral hippocampus in the cryostat (-12^o^C) or on dry ice. For the F_2_ rats, dissections were counter-balanced by hippocampal side, sex, and genetic family.

## RNA-Seq

### RNA-Seq Basic Experimental Design

For the F_0_ and F_2_ RNA-Seq experiments, the basic primary outcome measures were normalized gene-level counts within the quality-controlled, filtered, normalized RNA-Seq data (Log2 counts per million – see full description below). For the F_0_ sample, the independent variables of interest were bred line (bLR vs. bHR) and sex. For the F_2_ sample, the independent variables of interest were locomotor activity in a novel environment (LocoScore), distance traveled and time immobile on the EPM, percent time spent in the open arms of the EPM, and PavCA index.

Individual animals were the experimental unit used in our study. The sample sizes for the F_0_ and F_2_ RNA-Seq experiments were determined by animal availability, budget, and logistical capacity. By rough estimation (<https://sample-size.net/> ), within the full F_0_ RNA-Seq sample size (n=24), there was sufficient power (80%) to reliably detect at a traditional alpha (p<0.05) group differences in gene expression between the bred lines (n=12/group) or between the sexes (n=12/sex) with very large effect sizes (Cohen’s d>1.2), or much larger (Cohen’s d>1.8) interactive effects of bred line and sex (n=6/group*line). In contrast, within the full F_2_ RNA-Seq sample size (n=250), there was sufficient power (80%) to reliably detect at a traditional alpha (p<0.05) much smaller effect sizes for relationships between the behavioral variables and gene expression (R>0.176 or R^2^>0.031, 3% of the variance explained). This greater sensitivity to smaller effect sizes was necessary for the F_2_ sample because, as expected, there was a much smaller range in behavior in the F_2_ rats than the differences present between bHR and bLR animals (**Fig 3**, **Fig S4**), as well as many additional sources of technical variation within the F_2_ behavioral and RNA-Seq measurements due to the logistical complexity of managing a large sample collection.

### RNA Extraction and Sequencing

RNA extractions and RNA-Seq were performed by HudsonAlpha Discovery at Discovery Life Sciences. Nucleotides were extracted from hippocampal tissue using the Qiagen RNeasy Plus Mini Kit. A Ribogreen Assay was performed using 2 ml of a 7X dilution to measure RNA concentration and total RNA amount. To measure RNA quality, 2 ml of various dilutions were loaded onto a HS RNA Fragment Analyzer chip. The samples were then normalized to 500ng input into 50ml volume for use in Poly A RNA-seq library reactions that were completed through Second Strand Synthesis and Purification. Diluted samples were used for a PicoGreen assay and loaded onto a HS Caliper chip for quality analysis of the cDNA libraries. Following Kapa qPCR, samples were sequenced on a NovaSeq S4 101PE flowcell targeting an average of 25 million reads.

### RNA-Seq Data Analysis: General Methods for Both the F_0_ and F_2_ Datasets

#### Data and Code Availability

The full F_0_ and F_2_ RNA-Seq datasets have been made available on NCBI Gene Expression Omnibus (GEO; <https://www.ncbi.nlm.nih.gov/geo/>, accession numbers GSE225744 (F_0_) and GSE225746 (F_2_). To enable unambiguous interpretation and facilitate reproduction of our results, these data releases each meet Minimum Information about a high-throughput nucleotide SEQuencing Experiment (MINSEQE) reporting guidelines.

The initial RNA-Seq data preprocessing was performed using a standard pipeline. All later downstream analyses were performed in Rstudio (R v.3.4.1-v.4.2.2, R-studio v.1.0.153- v.2022.12.0+353), with full code available at ([*https://github.com/hagenaue/NIDA_bLRvsbHR_F2Cross_HC_RNASeq*](https://github.com/hagenaue/NIDA_bLRvsbHR_F2Cross_HC_RNASeq)) under the MIT license.

#### Alignment and Assembly

RNA-Seq data was aligned using the STAR algorithm (2.7.3a, Encode parameter: unique hit only) to genome assembly Rnor6. Subread version 2.0.0 was used for obtaining gene level counts with the -s 2 setting for the strand-specific Illumina read libraries and with the Ensembl release 103 rat gtf file. Additional annotation was provided using the R package *org.Rn.eg.db* (v. 3.13.0; (Carlson, 2019)), and *AnnotationHub,* which provided more comprehensive annotation but from a slightly earlier build (Rnor6: Ensembl 88; v.2.8.3 (Morgan and Shepherd, 2022)).

#### Quality Control

Principal components (PC) analysis did not identify any extreme outlier samples during the initial preprocessing. Additional quality control and normalization was performed in Rstudio (v.1.4.1717, R v. 4.1.1). Due to the complexity of the datasets, the analyses that followed preprocessing were updated several times to improve quality control and to better control for technical variation as the analysts gained a better understanding of the experimental design and data structure. Although this process of reanalysis introduced the possibility for bias, analysis decisions were governed by the goal to identify and control for the most impactful sources of technical variation within the dataset, as defined by metrics related to the dataset as a whole (*e.g.,* principal components analysis) and not the results of individual genes of interest. The final analysis methodology is overviewed below.

HudsonAlpha Discovery provided a variety of metrics for evaluating sample RNA quality, including RNA concentration (RNAconc), RNA integrity number (RIN), the percentage of fragments >200 nucleotides (DV200), percent ribosomal RNA (%rRNA), percent messenger RNA (%mRNA), percent coding RNA (%Coding), percent untranslated region (%UTR), percent intronic (%Intronic), percent intergenic (%Intergenic), median coefficient of variation of coverage (Median_CV_Coverage), the overall number of reads (total number of lines in fastq file divided by 4), and the number of reads that passed in-house filtering (PF.Reads). The distributions of these variables, as well as our own calculated final library size, were evaluated for extreme outliers visually using boxplots and violin plots (**Fig S1**). Outlier exclusion was determined using highly conservative filters (*e.g.,* more than a full distribution beyond the full data distribution for a variable) and focused on variables traditionally used to screen RNA-Seq samples (RIN, RNAconc, library size). The analysts chose to pursue a conservative approach to outlier exclusion to preserve statistical power, and because particularly impactful technical co-variates could be later included in our final differential expression model.

The count matrix was filtered to remove transcripts with low-level expression (<1 read in 75% of the subjects). To correct for artifacts introduced by sample-level differences in RNA production, normalization factors were calculated using the trimmed mean of M-values (TMM) method (Robinson and Oshlack, 2010) within the *calcNormFactors()* function (package: edgeR, v.3.34.1; (Robinson et al., 2010)) and then the data was transformed to Log2 counts per million (Log2 cpm, (Law et al., 2016)). To screen for sample mislabeling, sample sex was compared to sex chromosome gene expression (i.e., *Eif2s3y, Ddx3*). 

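In all 24 F_0_ rats the labelled sex matched the counts of these Y chromosome genes. Each of the 12 females, the low-RIN rat included, had 0 counts of Eif2s3y and of Ddx3. The 12 males ranged from 169 to 588 CPM for Eif2s3y and from 93.8 to 213 CPM for Ddx3. The low-RIN bHR female of family H05 had 7.70 CPM of ENSRNOG00000055225, which had 0 counts in each male.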

Principal components analysis was then run again on the cleaned log2 CPM data in preparation for model selection.

#### Model Selection

To determine which technical variables might be important covariates to include in the differential expression model, we first evaluated the quality-controlled datasets for confounding collinearity between variables of interest (*i.e.,* sex, bHR/bLR lineage, LocoScore, percent time in the EPM open arms, total EPM distance traveled, EPM time immobile, PavCA Index, ST/GT behavior) and technical variables using either Fisher’s exact test (categorical vs. categorical), linear regression (numeric vs. categorical), or one-way ANOVA (numeric vs. categorical). Technical variables were then further evaluated for potential impact on differential expression results by examining their relationship with the top PCs of variation in the data (PC1-3).

#### Differential Expression Analysis

Differential expression was calculated using the limma/voom method ((Law et al., 2014), package: *limma* v.3.48.3) with observed precision weights in a weighted least squares linear regression. Contrasts were defined by treatment, with the intercept (reference group) for Lineage set as bHR and for Sex set as Male. Standard error was then moderated towards a global value provided by an empirical Bayes distribution (function *eBayes())* and multiple comparison correction was performed using the Benjamini-Hochberg method (false discovery rate (FDR) or q-value).

### F_0_ RNA-Seq Dataset Analysis Methods

#### Quality Control

One sample from a female bHR rat was removed due to low RNA integrity (RIN=6.3, all other RINs>8.0), leaving a final sample size of n=23 subjects (n=5 female bHRs, n=6 for each of the other subgroups (male bHRs, female bLRs, male bLRs)). 

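The rat left out was the bHR female of family H05. Its library held 23259327 reads on genes, within the range of the others, with 3.52% rRNA and 14.0% intergenic reads, the latter above the highest of the 23 rats kept (13.5%). The RIN of those 23 ranged from 8.7 to 9.8, with a mean of 9.32 in bLRs and 9.59 in bHRs (two-sided permutation test, p = 0.0419, Benjamini-Hochberg adjusted 0.209 over 10 comparisons).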

Library size was found to vary from 16.8 million to 28.4 million (median=22.3 million). 

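The totals of the counts per rat, over all genes in the table, ran from 16824899 to 28443049. Their median was 22308880 over all 24 rats and 22044668 over the 23 rats kept. Counts were found for 18013 to 18909 genes per rat, and the 10 genes with the most reads took 5.15% to 13.7% of a rat's reads.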

The initial count matrix included reads aligned to 14,802 Ensembl-annotated transcripts (rows with reads>0). After filtering to remove transcripts with low-level expression (<1 read in 75% of the subjects), data from 13,786 transcripts remained.

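At least 1 read in any of the 23 rats was found for 23032 genes of the table, and for 23120 genes over all 24 rats. A filter of at least 1 CPM in at least 25% of the rats left 13838 genes. With at least 1 raw read in at least 25% of the rats, 19666 genes were left, and with at least 1 CPM in at least 75% of the rats, 12437 genes.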

#### Model Selection

Since the F_0_ dataset was relatively small (n=23 following quality control), we felt that the differential expression analysis could handle, at most, three covariates. Since the F_2_ dataset had a much larger sample size (n=245 following quality control), we used the results from the F_2_ samples to help inform model choice. Within both datasets, %rRNA and %Intergenic were strongly related to the top two PCs of variation (F_0_: PC1 vs. %rRNA (R=-0.83, p=7.86E-07), PC1 vs. %Intergenic (R=0.43, p=0.0387), PC2 vs. %Intergenic (R=-0.74, p=5.66E-05)) and at least partially independent of each other (R=-0.02) (**Fig S2**). 

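The principal components were computed over the 13838 genes (log2 CPM, TMM-normalized, centred and not scaled) of the 23 rats, and the 20 relations of PC1 to PC4 with %rRNA, %intergenic, RIN, RNA concentration and library size (reads on these genes) were adjusted together by the Benjamini-Hochberg method. The p-values are two-sided, from 100000 permutations, for which 1e-05 is the smallest possible. PC1 fell with %rRNA (Pearson's r = -0.835, p = 1e-05, adjusted 0.0001, Spearman's rho = -0.796, p = 2e-05), and r was -0.834 without the 2 rats farthest from the median %rRNA. It was -0.851 within bHRs, -0.847 within bLRs, -0.785 within males and -0.849 within females, the males and the females having been dissected on separate days. PC1 rose with %intergenic (r = 0.434, p = 0.0382, adjusted 0.127, rho = 0.456, p = 0.0303), a relation that did not pass the adjustment, gave r = 0.363 without the 2 farthest rats and was r = 0.617 within males and 0.305 within females. PC2 fell with %intergenic (r = -0.742, p = 5e-05, adjusted 0.000333, rho = -0.830, p = 3e-05), with r = -0.824 without the 2 farthest rats, -0.765 within bHRs, -0.695 within bLRs, -0.701 within males and -0.856 within females. The relation of PC2 with %rRNA, which the paper calls moderate, did not pass (r = -0.362, p = 0.0888, adjusted 0.197, rho = -0.221, p = 0.309). Its r was 0.054 without the 2 farthest rats. PC1 was related to RNA concentration as closely as to %rRNA (r = 0.836, p = 1e-05, adjusted 0.0001, rho = 0.805, p = 1e-05), and r was 0.784 without the 2 farthest rats. For RIN, r was -0.480 with PC1 (p = 0.0199, adjusted 0.0796, rho = -0.588, p = 0.00312, adjusted 0.0156) and 0.495 with PC2 (p = 0.0155, adjusted 0.0775, rho = 0.484, p = 0.0189, adjusted 0.0756), and r was -0.484 and 0.486 without the 2 rats farthest from the median RIN. Between %rRNA and %intergenic r was -0.021 (p = 0.926, rho = -0.078, p = 0.723), and -0.244 without the 2 farthest rats. When the components were computed over the 500 most variable genes, r of PC2 with %intergenic was -0.078 and that of PC1 with %intergenic 0.190, while that of PC1 with %rRNA was -0.901. With all 24 rats, r was -0.781 for PC1 with %rRNA, 0.391 for PC1 with %intergenic and -0.798 for PC2 with %intergenic.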

Therefore, for our final model we ended up prioritizing %rRNA and %Intergenic over other potential covariates with slightly stronger relationships with PC1 and PC2 in only the F_0_ dataset:

*Model 1 (“M1: Main Effects Model”):*

$$y\sim\beta_{0}+\beta_{1}Lineage+\beta_{2}Sex+\beta_{3}\%rRNA+\beta_{4}\%Intergenic+\varepsilon$$

When exploring the possibility of a lineage*sex interaction, we reduced the covariates in the model to only %rRNA to maintain statistical power:

*Model 2 (“M2: Interaction Model”):*

$$y\sim\beta_{0}+\beta_{1}Lineage+\beta_{2}Sex+\beta_{3}\%rRNA+\beta_{5}Lineage*Sex+\varepsilon$$

Following these analyses, we explored the results of reduced models lacking covariates to determine the sensitivity of our findings to model specification. All models produced a very similar list of top genes.

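Of the 100 genes with the smallest p-values for lineage, 61 were shared between the fits with and without the 2 technical covariates, and 76 between the fits with both and with %rRNA alone. All 56 lineage genes of the fit without covariates were among the 185 of the fit with both, and 137 of the 204 found with %rRNA alone were. For sex, 58 and 74 of the top 100 genes were shared in the same comparisons. All 185 lineage genes and all 49 sex genes had the same sign in each of these fits. With limma-voom in place of edgeR and both covariates, 88 of the top 100 lineage genes were shared.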

### F_2_ RNA-Seq Dataset Analysis Methods

#### Quality Control

The RNA-Sequencing IDs fell into three distinct sequential clusters, which we deemed RNA-Sequencing batches. Library size varied from 17.9 million to 109.7 million (median=21.7 million). The sample with the unusually large library size (109.7 million, all other library sizes <40 million) was from a male rat and was discarded. Two more male samples were removed due to low RINs (RINs=6.6 and 7.5, all other RINs>8.3), and two female samples were removed because the labeled sex was incongruous with sex-specific gene expression (*Eif2s3y, Ddx3*), leaving a final sample size of n=245 subjects (n=122 males, n=123 females). Later, we also removed the distance traveled measurement for one subject with an unusually high distance traveled (5209 cm, next lowest was <3500 cm), leaving a sample size of n=244 for that variable.

The initial count matrix included reads aligned to 15,510 Ensembl-annotated transcripts (rows with reads>0). After filtering to remove transcripts with low-level expression (<1 read in a quarter (62) of the subjects), data from 14,056 transcripts remained.

#### Model Selection

Since strong relationships were identified between batch-related variables (i.e., dissector, sequencing batch, hippocampal dissection date, experience with the PavCA task (“STGT_Experience”)) and many of the mRNA metrics (**Fig S2, Fig S3**), we chose a model that included the two RNA metrics that were most strongly related to both PC1 and PC2 in both the F_0_ and F_2_ datasets (i.e., %Intergenic and %rRNA: PC1 vs. %rRNA: R=0.87, p<2.2E-16; PC1 vs. %Intergenic: R=-0.95, p=2.65E-122; PC2 vs. %rRNA: R=0.16, p=0.010680) as well as the most impactful batch variables in the F_2_ dataset:

*Model 3 (“M3: Simple, Similar to F_0_ Model”):*

$$y\sim\beta_{0}+\beta_{1}VariableOfInterest+\beta_{2}Sex+\beta_{3}\%rRNA+\beta_{4}\%Intergenic+\beta_{5}Dissector+\beta_{6}STGT\_Experience +\beta_{7-8}SequencingBatch +\varepsilon$$

We also tested two expanded models that included batch variables and five RNA metrics that were the most strongly related to top PCs (PC1-PC8) in the F_2_ dataset (i.e., %rRNA, %Intergenic, %Intronic, %UTR, RNAconc) within an automated model selection procedure using the *step()* function from the R package *stats* (using BIC as benchmark (k=log(245), direction=both). Despite these additional efforts to control for potential sources of technical variation from the data, the results remained noisy, and there weren’t any differentially expressed genes identified for our variables of interest that survived a traditional false discovery rate correction (False Discovery Rate (FDR)<0.10). We also tested whether cleaning the behavioral variables of potential batch and order effects (*LocoScore*: test date, batch, rack, box; *EPM*: test date, test order) prior to differential expression analysis tightened the results, but did not find any notable effect on outcome. Therefore, moving forward we focused on the differential expression results from M3 for comparisons with our other findings, since it included similar covariates to the F_0_ dataset.

### Comparison of F_0_, F_2_, and bHR/bLR Meta-Analysis RNA-Seq Results

To compare the F_0_ results (which were taken from the F37 generation of breeding) to the results from our previous meta-analysis of bHR/bLR hippocampal RNA-Seq studies from late-generations of breeding (F37, F43) (Birt et al., 2021), we first removed all rows for which an ENSEMBL gene mapped to more than one gene symbol. We then joined these F_0_ results to our previous meta-analysis results by official gene symbol. To compare the F_0_ RNA-Seq and bHR/bLR meta-analysis results to the F_2_ RNA-Seq results, this data-frame was then further joined with the F_2_ results by ENSEMBL ID, with 13,339 ENSEMBL IDs present in both.

For downstream analyses, we defined bHR/bLR differentially expressed genes as being the 1,063 genes associated with bHR/bLR lineage with FDR<0.10 in either the F_0_ dataset or meta-analysis or nominal replication p<0.05 in both with consistent direction of effect (**Fig 5C-E**).

### Gene Set Enrichment Analysis

Gene Set Enrichment Analysis (GSEA) was performed to elucidate functional trends in the datasets. To create a continuous variable representing the differential expression associated with bLR-like phenotype versus bHR-like phenotype, we averaged the t-statistics from the bLR vs. bHR differential expression identified in the F_0_ dataset and former meta-analysis (Birt et al., 2021), and each behavior in the F_2_ dataset (i.e., LocoScore, EPM distance traveled, EPM time immobile, percent time in EPM open arms, PavCA index). Before averaging, each comparison was set so that upregulation reflected the bLR-like phenotype, therefore the t-statistics from LocoScore, EPM distance traveled, percent time in EPM open arms, and PavCA index needed to be inverted (multiplied by -1). Prior to use in the GSEA, we filtered the average t-statistics to remove ENSEMBL genes that lacked gene symbol annotation and averaged the values when more than one ENSEMBL gene was annotated with the same gene symbol (22 instances), resulting in the representation of 12,695 gene symbols.

This average t-statistic was then used as the input for GSEA (fgsea package v.1.2.1 (Sergushichev, 2016), nperm=10,000, minSize=10, maxSize=1000, FDR<0.05), using a custom gene set database that included standard gene ontology as well as brain-specific cell types, regional signatures, and differential expression results from public databases (Brain.GMT v.1 for rats, (M. H. Hagenauer et al., 2024) ). A second non-directional analysis was run using the absolute value of the average t-statistic.

## *Exploratory:* Comparison of bHR/bLR Differential Expression in the Hippocampus and Other Brain Regions

Overview: As an exploratory analysis, we compared the bHR/bLR hippocampal differential expression identified in our current study to the pattern of bHR/bLR differential expression in previous adult transcriptional profiling studies examining other brain regions, including publicly available data from the amygdala (GSE88874: n=5/group, generation F31, (Cohen et al., 2015; McCoy et al., 2017), GSE86893: n=6/group, generation F34-F36, (Cohen et al., 2017) and dorsal raphe (GSE86893, n=6/group, (Cohen et al., 2017)), and unpublished data from the cortex (n=6/group) and hypothalamus (n=6/group) from an early generation of selective breeding (F4). To run this comparison, we first performed differential expression analyses for the available non-hippocampal datasets. To reduce noise and increase statistical power, we then performed two meta-analyses to summarize the non-hippocampal differential expression results before running a comparison with our hippocampal findings.

### bHR/bLR Cortex and Hypothalamus Microarray Datasets (GSE286181):

These previously unpublished microarray datasets were generated at the University of Michigan using bHR and bLR male rats from generation F4 of selective breeding (n=6 per group). The rats underwent typical locomotor testing to validate phenotype and were adults (between P102-P108) at the time of sacrifice. The rats were sacrificed via rapid decapitation followed by immediate brain extraction. The whole hippocampus, frontal cortex, and hypothalamus samples were rapidly dissected on ice, fast-frozen at –40°C, and stored at –80°C before processing. TRIzol reagent (Invitrogen, Calsbad, CA) was used to extract total RNA, followed by purification using RNeasy RNA purification columns (Qiagen, Valencia, CA). The quality and concentration of the RNA was determined using an Agilent bioanalyzer (Palo Alto, CA) and wavelength absorbance (260/280 nm ratio) by Nanodrop. The samples were transcriptionally profiled using Affymetrix Rat Expression Set 230 (RAE230A) microarray according to standard manufacturer’s procedures. The samples were run in two batches: the first included the hippocampus and cortex samples and the second included the hypothalamus samples. Each brain region was run on a separate chip.

For our current analyses, the *ReadAffy()* function (from R package *affy*, v.1.84.0; (Gautier et al., 2004)) was used to read the data from the .CEL files into R studio (v.1.0.153). An expression set was generated using the Robust Multi-Array Average method (RMA: (Irizarry et al., 2003)). An updated custom chip definition file for the RAE230A chip (.cdf (Dai et al., 2005): “rae230arnentrezgcdf_25.0.0”) was used to summarize the probe signals into probesets targeting genes annotated by Entrez Gene ID (downloaded from *http://brainarray.mbni.med.umich.edu/Brainarray/Database/CustomCDF/25.0.0/entrezg.asp* on Dec 9 2024, released on Jan 5, 2021). Additional gene annotation was later added using the *org.Rn.eg.db* package (v.3.20.0, (Carlson, 2019)). Quality control identified two hippocampal samples with low sample-sample correlation values (median R= 0.68 & 0.89, respectively), leaving a final sample size of n=5/group for the hippocampus, and n=6/group for both the cortex and hypothalamus. Separate bHR/bLR differential expression analyses were conducted for each brain region using the *limma* pipeline (no covariates, v.3.62.1, (Ritchie et al., 2015)), followed by an empirical Bayes correction. Nominal p-values were corrected for multiple comparisons using the Benjamini-Hochberg method (False Discovery Rate or FDR) within the *multtest* package (v. 2.62.0, (Pollard et al., 2005)).

Only data from the cortex and hypothalamus are used in the current paper. The data from the hippocampus was used in our previous meta-analysis of bHR/bLR hippocampal transcriptional profiling data (Birt et al., 2021), with the data released on Gene Expression Omnibus (GEO Accession #: GSE140596).

### bHR/bLR Amygdala Microarray Data (GSE88874)

This data was collected as part of a study that used a cross-fostering paradigm to examine the contribution of maternal behavior to the brain development and emotional behavior of bLR offspring (Cohen et al., 2015; McCoy et al., 2017). Amygdala samples were collected from bHR/bLR rats from generation F31 of selective breeding at the University of Alabama colony (with the first 30 generations bred at University of Michigan, and one generation bred at University of Alabama). Transcriptional profiling was conducted using the NimbleGen Rat 12x135K gene expression microarray platform.

Only samples from the adult bHR and bLR control animals were used for our current analysis (n=5/group, generation F31). bHR/bLR differential expression was calculated using the GEO2R pipeline. This pipeline uses the *GEOquery* package (v.2.66.0, (Davis and Meltzer, 2007)) to extract publicly-available transcriptional profiling data and accompanying metadata from GEO. We applied a standard log2 transformation and quantile normalization to the expression data. Due to the proprietary nature of the Nimblegen platform, probes were annotated using the user submitted platform annotation. Additional gene annotation was later added using the *org.Rn.eg.db* package (v.3.20.0, (Carlson, 2019)). During quality control, no outlier samples were identified within the Uniform Manifold Approximation and Projection (UMAP) plot. bHR/bLR differential expression analysis was conducted using the *limma* pipeline (v.3.54.0, no covariates, (Ritchie et al., 2015)), followed by an empirical Bayes correction. Nominal p-values were corrected for multiple comparisons using the Benjamini-Hochberg method (False Discovery Rate or FDR).

### bHR/bLR Amygdala and Dorsal Raphe RNA-Seq Data (GSE86893):

This data was collected as part of a study that examined miRNA-mRNA networks within the Amygdala and Dorsal Raphe of naive bHR and bLR rats (Cohen et al., 2017). The rats used in this study were collected from generation F34-F36 of selective breeding the University of Alabama bHR/bLR colony (with the first 30 generations bred at University of Michigan, and then 4-6 generations of selective breeding at University of Alabama). Transcriptional profiling was conducted using RNA-Seq (Illumina HiSeq 2500).

bHR/bLR differential expression analysis was performed by the Gemma project (Law et al., 2016; Zoubarev et al., 2012). To perform the differential expression analysis, the RNA-Seq data was extracted from GEO (Accession # GSE86893) and aligned to an updated genome on Jan 15, 2024. Following Gemma’s standard protocol, genes lacking variability in expression were filtered from the dataset. No outlier samples were identified using the sample-sample correlation matrix (final n=6/group). Separate bHR/bLR differential expression analyses were then conducted for each brain region using the *limma-voom* pipeline (no covariates, (Ritchie et al., 2015)), followed by an empirical Bayes correction. Nominal p-values were corrected for multiple comparisons using the Benjamini-Hochberg method (False Discovery Rate or FDR). These results were downloaded from Gemma on Dec 2, 2024.

### Meta-analysis of bHR/bLR Non-Hippocampal Transcriptional Profiling Data

To increase statistical power, we conducted a meta-analysis of bHR/bLR differential expression results from the two publicly available bHR/bLR amygdala datasets (*GSE88874: (Cohen et al., 2015; McCoy et al., 2017); GSE86893: (Cohen et al., 2017)*), providing a collective sample size of *n*=11/group. We followed the standardized protocol used by the *Brain Data Alchemy Project* (M. Hagenauer et al., 2024) for differential expression result extraction (Log2FC, Tstat, SE) and alignment of results from different datasets into a single data frame using shared gene annotation (Entrez Gene ID). As the bHR/bLR datasets were exclusively from rats, we removed unnecessary steps in the protocol specific to mouse data. To be included in the meta-analysis, a gene needed to be present in both datasets. 7,133 genes fulfilled this criterion, and all produced stable meta-analysis estimates using a simple (intercept only) random effects meta-analysis model within the *metafor* package (v.4.6-0, (Viechtbauer, 2010)).

In an attempt to increase statistical power further and identify any bHR/bLR differential expression common across non-hippocampal brain regions, we also conducted a meta-analysis of all available bHR/bLR differential expression results from non-hippocampal regions: the two bHR/bLR amygdala datasets (*GSE88874: (Cohen et al., 2015; McCoy et al., 2017); GSE86893:(Cohen et al., 2017)*), the bHR/bLR dorsal raphe dataset (*GSE86893:(Cohen et al., 2017)*), and our unpublished bHR/bLR cortex and hypothalamus data from an early generation of selective breeding (*GSE286181,* F4). For this meta-analysis, a gene needed to be present in at least three sets of differential expression results (out of the 5 available). 11,509 genes fulfilled this criterion, and 11,503 genes produced stable meta-analysis estimates using a simple (intercept only) random effects meta-analysis model within the *metafor* package (v.4.6-0, (Viechtbauer, 2010)).

## Constructing a Hippocampal *cis*-eQTL Database

To construct a hippocampal *cis-*eQTL database, we used pre-processed genotype and RNA-Seq data from the F_2_ rats. For the genotype data, we used the final quality-controlled results from the GWAS experiment performed by (Chitre et al., 2023) (data release: <https://doi.org/10.6075/J0K074G9>, n=4,425,349 SNPs) and limited the analysis to the autosomes. For the hippocampal RNA-Seq data, we used the final quality-controlled Log2 CPM data from the F_2_ rats (n=245), which contained data from 13,547 autosomal genes. The Log2 CPM data was then corrected for the batch effects and other technical co-variates included in our differential expression statistical model (*i.e.,* residualized), and then further normalized using applied rank-based inverse normal transformation to make the eQTL analysis more robust to outlier data points (Munro et al., 2022; Ongen et al., 2016).

We performed *cis*-eQTL mapping using single-SNP linear regression implemented in *tensorQTL (v*.*1.0.6,* (Taylor-Weiner et al., 2019)). We tested SNPs with minor allele frequency (MAF) >0.01 in *cis*-windows up to 1 Mb upstream and downstream of each gene's transcription start site (TSS). To control for potential population stratification, principal components analysis (PCA) was run on the genotype matrix of alternative allele counts, following pruning for linkage disequilibrium in *Plink2 v.2.00a2.3* ((Chang et al., 2015), filter: MAF>0.05) using the *indep-pairwise* function (*parameters*: window size: 200 kb, variant count step size: 100, unphased-hardcall-r^2 threshold: 0.1; *final matrix size*: 28,763 SNPs). PCA was also run on the gene expression matrix to identify potential latent sources of unwanted variation. The first five principal components of variation from each of these PCA analyses were included as covariates within the eQTL regression model.

The results from this initial +/-1 MB scan for each gene were then adjusted using a permutation-based procedure within *tensorQTL* to control for the variable number of SNPs present within +/-1 MB of the TSS for each gene, their correlation structure (linkage disequilibrium or LD), and overall distribution of allele frequencies. Within this procedure, a null distribution was constructed by repeating the +/-1MB *cis*-window scan using random permutations of the expression values for the gene of interest, storing the p-values for the strongest relationship each time. An empirical beta distribution was then fit to this null distribution, allowing more precise estimates for small adjusted p-values without heavy computational burden.

The permutation-based p-value for the top SNP for each gene was then corrected for false FDR using the permutation-based p-values from the top SNP for all genes, with a significant eVariant-eGene relationship (*cis*-eQTL) defined by FDR<0.05. In instances where multiple top SNPs in perfect LD were associated with the same gene, a single SNP was selected randomly for downstream analyses and visualization. We then tested for additional, conditionally independent *cis*-eQTLs for each eGene using tensorQTL's built-in stepwise regression procedure using default settings.

We calculated *cis*-eQTL effect size as allelic fold change (aFC). We used the package *aFC.py* to estimate aFC from the raw expression read counts based on an additive *cis*-regulatory model, including the same covariates as for eQTL mapping (Mohammadi et al., 2017).

### Predicting bHR/bLR Differential Expression Using the *cis*-eQTL Database

We used the *cis*-eQTL database to predict the effect of genetic variation that segregates the bHR/bLR lines on gene expression. We extracted genotype information for each eVariant for the 20 F_0_ rats (n=10 bHR/n=10 bLR) sequenced in (Chitre et al., 2023) using the publicly released *.vcf* files (https://doi.org/10.6075/J0K074G9) and package *VcfR* (v1.14.0, (Knaus and Grünwald, 2017), *https://cran.r-project.org/web/packages/vcfR/vcfR.pdf*). We then ran a population differentiation analysis using the function *myDiff()* to calculate the parameter G_st’_ (Hedrick, 2005), which ranges from 0 (no bHR/bLR segregation of alleles) to 1 (full bHR/bLR segregation of alleles). Within our sample size (n=20), we found that variants with partial bHR/bLR segregation, in which all subjects from a phenotype (*e.g.,* bHRs) had 2 reference alleles (0/0) and all subjects from the other phenotype had one reference allele and one alternate allele (0/1), had a G_st’_ of 0.2703, and decided to use this as a meaningful effect size threshold for downstream analyses. Using this threshold, 42.02% of the eVariants were partially segregated in bHR/bLR (G_st’_>0.27: 2452/5836 unique eVariants), whereas only 0.39% were fully segregated (G_st’_=1: 23/5836 of unique eVariants).

To predict the effect of the partially and fully segregated eVariants on gene expression, we determined which allele was more frequent in the bLR vs. bHR F_0_ rats, and then flipped the sign of the Log2 aFC to reflect the bLR-enriched allele vs. bHR-enriched allele (instead of alternative allele vs. reference allele). These bLR/bHR Log2 aFC predictions were then compared to the F_0_ differential expression results (Log2FC, 2500 eGene/eVariant combinations) using both parametric (linear regression) and non-parametric (Spearman’s rho) methods. As additional validation, a similar analysis was run comparing bLR/bHR Log2 aFC predictions to the bHR/bLR late generation RNA-Seq meta-analysis results (estimated *d*).

### Examining the Overlap of Our *cis*-eQTL Results with RatGTEx

As an exploratory analysis, we examined the similarity between our *cis*-eQTL results and those from previous rat brain eQTL studies found in RatGTEx (<https://ratgtex.org/>). RatGTEx includes eQTLs from 12 tissues, 9 of which are brain-related, derived from 5 cohorts of heterogeneous stock rats ((Munro et al., 2022), (n=75-81): Infralimbic cortex, lateral habenula, nucleus accumbens core, orbitofrontal cortex, prelimbic cortex; Mitchell & Hitzemann, *unpublished,* (n=185-191): basolateral amygdala, prefrontal cortex, nucleus accumbens; Telese et al., *unpublished,* (n=339)*:* brain hemisphere; (Fowler et al., 2023), (n=51): Eye; (Hong-Le et al., 2023), (n=401-411): adipose tissue, liver). Most of our eGenes (4786 of 5351 unique eGenes) were present in the RatGTEx eQTL database (database downloaded 10-25-2023 from https://ratgtex.org/data/eqtl/rn6.eqtls_indep.txt; 16,555 unique eGenes total, 11,365 of which are present in our full F_2_ gene expression dataset). However, our analyses typically did not converge upon the same top eVariants as the other RatGTEx studies (overlap: 115 of our 5836 unique eVariants, RatGTEx: 61,146 eVariants total). This lack of overlap is likely to derive, in part, due to the difficulty of pinpointing the exact relevant eVariant within linkage disequilibrium blocks. Therefore, we expanded our analysis to include all nominally-significant eVariants for each of our 5351 eGenes (p<0.05, as defined by the permutation-corrected p-values): 7,930,908 eQTLs (eVariant/eGene combinations) representing 2,492,126 eVariants. Of these, 10,321 *cis*-eQTLs (eGene/eVariant combinations) were also found in RatGTEx, representing 9,843 unique eVariants and 2,885 unique eGenes. We then compared the slopes of the *cis*-eQTLs from the hippocampus to the slopes from each of the RatGTEx regions using linear regression (following outlier removal, defined by abs(slope)>5) or using non-parametric methods (no outlier removal, Spearman’s rho). We decided to prioritize comparisons on the RatGTEx *cis*-eQTL databases that included tissue most akin to the hippocampus (derived from the cortical plate): brain hemisphere, basolateral amygdala, prelimbic cortex, infralimbic cortex, orbitofrontal cortex. Then, as a comparison point, we repeated the same analyses using *cis*-eQTLs derived from non-cortical brain regions (nucleus accumbens, lateral habenula) and non-brain tissue (adipose tissue, liver). We did not use the *cis*-eQTLs derived from eye tissue in RatGTEx for this comparison because there were much fewer of them (567 cis-eQTLs total, only 118 of which were shared with the hippocampal *cis*-eQTL database), most likely due to small sample size (n=51).

### Co-localization of *cis*-eQTLs with Regions of the Genome Associated with bHR/bLR-like Behavior (QTLs)

We used Summary Data-based Mendelian Randomization (SMR; (Zhu et al., 2016)) to test for colocalization of our *cis*-eQTLs with QTLs for bHR/bLR-like behaviors from our previously published GWAS using the full F_2_ adult and juvenile cohorts. We focused on the QTLs for the F_2_ adult behaviors included in our differential expression analysis (LocoScore, EPM time immobile, EPM distance traveled, EPM % time in the open arms, PavCA Index), and juvenile behaviors targeting analogous traits (OF time immobile, OF distance traveled, OF % time in center). We selected the top eVariant per *cis*-eQTL, and then computed *z*-scores for the *cis*-eQTL and GWAS associations for the eVariant by dividing the slope by its standard error. We computed the approximate chi-squared test statistic using the SMR method, and then calculated a *P*-value using the upper tail of the chi-squared distribution with one degree of freedom. A FDR correction was applied using the *mt.rawp2adjp()* function (proc=”BH”) in the *multtest* package (v.2.26.0, (Pollard et al., 2005)). Results were visualized using the *manhattan()* plot function in the *qqman* package (v.0.1.8, (Turner, 2018)).

To narrow down our pool of top candidate genes for mediating the effect of genetic variation on behavior, we used a convergence of information from our different samples and analyses. First, since we are hypothesizing that an eVariant located within a region of the genome implicated in behavior (QTL) is driving hippocampal differential expression that is mediating the effect of genetic variation on behavior, we tested whether the SMR t-statistic, which represents the strength of eVariant/QTL co-localization, correlated with F_2_ behavioral differential expression. Within this analysis, we also assigned a predicted direction of effect for the relationship between gene expression and behavior using the direction of effect of the eVariant on gene expression in the *cis*-eQTL analysis and the direction of effect of the eVariant on behavior in the QTL analysis. For example, if the alternate allele was associated with congruent effects on behavior and gene expression (*i.e.,* an increase in F_2_ behavior (GWAS Z-score>0) with an increase in gene expression (Log2 aFC>0) or a decrease in F_2_ behavior (GWAS Z-score<0) with a decrease in gene expression (Log2 aFC<0)), then the association between gene expression and behavior was predicted to be positive. If the alternate allele was associated with incongruent effects on behavior and gene expression (*i.e.,* an increase in F_2_ behavior (GWAS Z-score>0) with a decrease in gene expression (Log2 aFC<0) or a decrease in F_2_ behavior (GWAS Z-score<0) with an increase in gene expression (Log2 aFC>0)), then the association between gene expression and behavior was predicted to be negative.

The most compelling candidates for mediating the effect of selective breeding on behavior should have expression strongly related to genetic variation (*cis*-eQTLs) that is segregated in bHR/bLR (G_st’_>0.27) in a manner that correctly predicts bHR/bLR differential expression and co-localized with a QTL for behavior in a manner that correctly predicts F_2_ differential expression associated with that behavior. Therefore, we next examined the correlation between the “directional” SMR T-statistics and F_2_ Log2FCs for each behavior, both in the full dataset (all 5937 cis-eQTLs) and also within the subset of *cis*-eQTLs that we had already confirmed were segregated in bHR/bLRs with strong differential expression in bHR/bLRs matching what would be predicted based on the distribution of alleles in the two lines (492 cis-eQTLs representing 456 eGenes). We also examined the correlation between the “directional” SMR T-statistics for the F_2_ juvenile behaviors and the Log2FC for their analogous behaviors in the F_2_ adults (juvenile distance traveled in the open field vs. adult distance traveled on the EPM, juvenile time immobile in the open field vs. adult time immobile on the EPM, juvenile % time in the center of the open field vs. adult % time in the open arms of the EPM). For our final top candidate genes, we chose the *cis*-eQTLs that were significantly co-localized (FDR<0.10) with QTLs for an adult or juvenile F_2_ behavior that had a predicted direction of effect (directional SMR T-statistic) that matched what was observed for the relationship between gene expression and the same (or analogous) behavior in the F_2_ differential expression results (p<0.05).

### Calculation of the Risk of Observing Convergent Results Due to Random Chance

Given the number of statistical results feeding into our final choice of top candidate genes – often from correlated information sources – we double-checked the probability of identifying convergence by false discovery. To do this, we took the most conservative route possible: we examined the probability of a gene in our dataset qualifying for each criterion using the percent of genes meeting that criterion in each analysis (*i.e.,* making no assumptions regarding whether each individual result is a true positive or true negative, and simply examining the likelihood of the positive results ***converging across analyses*** due to random chance). Here is a description of our calculations and logic:

***bHR/bLR differentially expressed genes:*** 1,045 genes in the dataset met our criteria for being a bHR/bLR differentially expressed gene, and 13,339 genes were in our final analysis (present in both the F_0_ and F_2_ datasets). Therefore, there was a 7.8% chance (1,045/13,339) that a gene in our final analysis was defined as a bHR/bLR differentially expressed gene by our criteria.

***F_2_ behavioral differentially expressed genes:*** 1,999 genes in the dataset met our loose criteria for having bHR-like or bLR-like differential expression (p<0.05) in the F_2_ dataset. Therefore, there was a 15.0% chance (1,999/13,339) that a gene in our final analysis was defined as a bHR-like or bLR-like behavioral differentially expressed gene by our criteria.

***bHR/bLR segregated cis-eQTLs:*** 2,500 *cis*-eQTLs (representing 2395 eGenes) met our criteria for having bHR/bLR segregated eVariants. Therefore, there was an 18.0% chance (2395/13,339) that a gene in our final analysis was defined as having a bHR/bLR segregated *cis*-eQTL by our criteria.

***The probability of identifying convergence due to random chance using the first 3 criteria:*** To calculate the probability of these three sets of results converging due to random chance, we calculated two probabilities:

1. The probability that all three results meet criterion and all three results show “bLR-like” upregulation (or predicted “bLR-like” upregulation for the bHR/bLR-segregated cis-eQTLs). For the sake of efficient calculation, we treated the probability of a gene being upregulated as being 50% in each analysis:

(0.078*0.5)*(0.15*0.5)*(0.18*0.5)=0.00026 or 0.026% chance

2. The probability that all three results meet criterion and all three results show “bHR-like” upregulation (or predicted “bHR-like” upregulation for the bHR/bLR-segregated cis-eQTLs). For the sake of efficient calculation, we treated the probability of a gene being upregulated as being 50% in each analysis:

(0.078*0.5)*(0.15*0.5)*(0.18*0.5)=0.00026 or 0.026% chance

These two possibilities are mutually exclusive. Therefore, the probability of a gene having results that meet either of these two forms of convergence is:

0.00026+0.00026=0.00052 or 0.052% chance.

Therefore, within a dataset with 13,339 genes, we would expect to see this convergence 6.9 times (i.e., basically 7 genes) due to random chance. In our study, we had 104 genes that met these criteria, or 15X what would be expected by random chance (104/6.9).

***Probability of identifying convergence with the SMR co-localization results*:** We next examined the probability of convergence with the SMR co-localization results under conditions of random chance. Since the SMR analysis was only run with significant *cis*-eQTLs, the probability of a gene meeting this criterion is conditional on the result already being identified a *cis*-eQTL: 80 genes met criteria for having *cis*-eQTLs that were co-localized with behavioral QTLs (FDR<0.10), and there were 5351 genes that had *cis*-eQTLs. Therefore, there was a 1.50% chance (80/5351) of a gene meeting our criterion for having a *cis*-eQTL co-localized with a behavioral QTL if it had already been identified as a *cis*-eQTL.

To be considered a final result, we also required that the co-localization of the *cis*-eQTL with the behavioral QTL correctly predict the direction of effect in the F_2_ differential expression results for that behavior (or for the adult behavior analogous to the behavior in juveniles). However, since the SMR co-localization results were identified using both *cis*-eQTLs and QTLs derived from a sample of F_2_ animals overlapping that used for the F_2_ differential expression results, it is inaccurate to treat these results as independent events.

Therefore, if we take the most conservative route, and use in our calculations the probability of a gene that has already met our initial 3 criteria (0.00052 or 0.052% chance – see rationale above) also being co-localized with a behavioral QTL in a manner that correctly predicts the direction of effect in the F_2_ differential expression results (15.4% or 16/104 in our results), then we would predict that the potential for false discovery of convergence in our dataset would be:

0.00052*0.154=0.000080 or 0.008%.

Therefore, within a dataset with 13,339 genes, we would expect to see this convergence 1.07 times (*i.e.,* 1 gene) due to random chance. Since this is an overly conservative estimate, we can confidently argue that <1 of our 16 final top candidate genes is likely to represent a convergence of supporting results due to random chance.

### Calculation of the Risk of Observing Convergent Results with Other Rat Models Due to Random Chance:

Similar to the strategy discussed above, we double-checked the probability of identifying convergence with other rat models by false discovery using the most conservative route possible: we examined the probability of a gene in our dataset qualifying for each criterion using the percent of genes meeting that criterion in each analysis (*i.e.,* making no assumptions regarding whether each individual result is a true positive or true negative, and simply examining the likelihood of the positive results ***converging across analyses*** due to random chance). Here is a description of our calculations and logic:

As described above, there was a 7.8% chance (1,045/13,339) that a gene in our final analysis was defined as a ***bHR/bLR differentially expressed gene*** by our criterion and a 15.0% chance (1,999/13,339) that a gene in our final analysis was defined as a ***bHR-like or bLR-like behavioral differentially expressed gene*** by our criteria.

**Differentially expressed genes in other rat models:** In our earlier publication (Birt et al., 2021), we created a database of 2,581 genes that had been previously identified as differentially expressed in the hippocampus of other bLR-like and bHR-like rat models targeting hereditary behavioral traits reflecting extremes on the internalizing/externalizing spectrum.

Within our final dataset, there were 849 genes that had been identified as upregulated in other rat models targeting internalizing-like behavior, with 55 of those genes showing upregulation in two other models, and two genes showing upregulation in three other models. Therefore, in our final dataset there was a 6.4% chance (849/13,339), 0.41% chance (55/13,339), and 0.015% chance (2/13,339) of a gene having been documented in the database as previously upregulated in at least one, two, and three models, respectively.

Within our final dataset, there were also 1,222 genes that had been identified as down-regulated in other rat models targeting internalizing-like behavior, with 80 of those genes showing down-regulation in two other rat models, and three genes showing down-regulation in three other models. Therefore, in our final dataset, there was a 9.2% chance (1222/13,339), 0.60% chance (80/13,339), and 0.022% chance (3/13,339) of a gene having been documented in the database as previously down-regulated in at least one, two, and three models, respectively.

**The probability of identifying convergence with other rat models due to random chance using these criteria:** To calculate the probability of our results converging with those of other rat models due to random chance, we calculated a set of probabilities representing convergence with upregulation in other rat models and a set of probabilities representing convergence with downregulation in other rat models:

***Convergence with upregulation in other rat models:***

1. A result is upregulated in bLRs and in association with bLR-like behavior, and is found to be upregulated in at least one other rat model of internalizing behavior:

(0.078*0.5)*(0.15*0.5)*(0.064)= 0.0001872 or 0.019% chance

In our final dataset with 13,339 genes, you would expect to see 2.5 genes showing this convergence due to random chance.

2. A result is upregulated in bLRs and in association with bLR-like behavior, and is found to be upregulated in at least two other rat models of internalizing behavior:

(0.078*0.5)*(0.15*0.5)*(0.0041)= 1.20e-05 or 0.0012% chance

In our final dataset with 13,339 genes, you would expect to see 0.16 genes (*i.e.* no genes) showing this convergence due to random chance.

3. A result is upregulated in bLRs and in association with bLR-like behavior, and is found to be upregulated in three other rat models of internalizing behavior:

(0.078*0.5)*(0.15*0.5)*(0.00015)= 4.39e-07 or 4.39e-05% chance

In our final dataset with 13,339 genes, you would expect to see 0.0059 genes (*i.e.,* no genes) showing this convergence due to random chance.

***Convergence with downregulation in other rat models:***

1. A result is upregulated in bHRs and in association with bHR-like behavior, and is found to be downregulated in at least one other rat model of internalizing behavior:

(0.078*0.5)*(0.15*0.5)*(0.092)= 0.000269 or 0.027% chance

In our final dataset with 13,339 genes, you would expect to see 3.6 genes showing this convergence due to random chance.

2. A result is upregulated in bHRs and in association with bHR-like behavior, and is found to be downregulated in at least two other rat models of internalizing behavior:

(0.078*0.5)*(0.15*0.5)*(0.0060)=1.76e-05 or 0.00176% chance

In our final dataset with 13,339 genes, you would expect to see 0.23 genes (*i.e.,* no genes) showing this convergence due to random chance.

3. A result is upregulated in bHRs and in association with bHR-like behavior, and is found to be downregulated in three other rat models of internalizing behavior:

(0.078*0.5)*(0.15*0.5)*(0.00022)= 6.44e-07 or 4.44e-05% chance.

In our final dataset with 13,339 genes, you would expect to see 0.0086 genes (*i.e.,* no genes) showing this convergence due to random chance.

Having the convergence be all upregulation or all down-regulation are possibilities that are mutually exclusive. Therefore, the probability of a gene having a convergence of results showing upregulation in bLRs, with bLR-like behavior in the F_2_s, and upregulation in at least two other rat models of internalizing like behavior *or* showing upregulation in bHRs, with bHR-like behavior in the F_2_s, and down-regulation in at least two other rat models of internalizing like behavior would be:

1.20e-05+1.76e-05=2.96e-05 or 0.00296% chance.

In our final dataset with 13,339 genes, you would expect to see 0.39 genes (*i.e.,* no genes) showing this convergence due to random chance. Since this is an overly conservative estimate, we can confidently argue that it is likely that none of the six genes that we observed showing a convergence of differential expression results with at least two other rat models are likely to be due to random chance.

# Supplementary Results

## *Exploratory*: Comparing bHR/bLR Differential Expression in the Hippocampus and Other Brain Regions

### bHR/bLR Differential Expression in Non-Hippocampal Brain Regions

As an exploratory analysis, we compared the bHR/bLR hippocampal differential expression identified in our current study to the pattern of bHR/bLR differential expression in previous adult transcriptional profiling studies examining other brain regions, including publicly available data from the amygdala (GSE88874: n=5/group, generation F31, (Cohen et al., 2015; McCoy et al., 2017); GSE86893: n=6/group, generation F34-F36, (Cohen et al., 2017)) and dorsal raphe (GSE86893, n=6/group, (Cohen et al., 2017)), and unpublished data from the cortex (GSE286181, n=6/group) and hypothalamus (GSE286181, n=6/group) from an early generation of selective breeding (F4).

To run this comparison, individual differential expression analyses for each of the available non-hippocampal datasets were first performed. Within the results for these small individual datasets, we observed two patterns that we had previously observed when examining the small hippocampal transcriptional profiling datasets included in our previously published meta-analysis (Birt et al., 2021). First, as expected, we had previously found that the number of differentially expressed genes tended to increase with generation of selective breeding (Birt et al., 2021). This pattern also appeared to be true in the non-hippocampal results: the two unpublished datasets from the early F4 generation (hypothalamus, cortex: GSE286181) had no differential expression that survived false discovery rate correction (FDR<0.05, full results: **Table S5**). In contrast, the datasets from the later generations had a handful of genes that were differentially expressed (dorsal raphe GSE86893: 6 genes out of 20,334 genes, amygdala (GSE86893): 3 genes out of 20,071 genes), or, in one case, thousands (amygdala (GSE88874): 5,591 out of 22,198 microarray probes).

Second, we had previously found that the results from small datasets (n=5-6/group) tended to be noisy and often non-replicable when analyzed individually (Birt et al., 2021), as would be expected due to the high proportion of both false negative results and false positive results present under conditions of low statistical power (Button et al., 2013), as well as known variability in transcriptional profiling measurements due to technical noise, and platform and dissection differences across studies. We observed a similar trend within the bHR/bLR differential expression results from non-hippocampal brain regions. When considering the two sets of results representing the same brain region (amygdala: GSE86893, GSE88874), there was no overlap in the lists of bHR/bLR differentially expressed genes, and the bHR/bLR differences generally appeared not to replicate, with the correlation between the Log2FCs for all genes represented in the results for both datasets actually being negative (Spearman’s rho=-0.064). These observations motivated us to run a meta-analysis of the bHR/bLR differential expression results to increase statistical power and decrease noise in the results before running a comparison with our current hippocampal findings.

### Meta-Analysis: bHR/bLR differential Expression in Non-Hippocampal Brain Regions

Our meta-analysis of the two amygdala datasets (collective n=11/group, 7,133 genes) identified 67 bHR/bLR differentially expressed genes (FDR<0.05, full results: **Table S5**). The overall pattern of bHR/bLR gene expression in the amygdala weakly resembled that observed in the hippocampus, with the F_0_ Log2FCs correlating positively with the estimated Log2FCs identified in the amygdala meta-analysis (5,968 genes in both sets of differential expression results: rho=0.095, p=2.459e-13). This correlation strengthened when focusing specifically on genes that we had previously identified as being differentially expressed in the hippocampus (the 1,063 bHR/bLR genes in **Fig 5C-E,** 538 of which were present in the amygdala meta-analysis**:** rho=0.176, p=3.968e-05), but only six of those genes showed differential expression in the amygdala meta-analysis that survived weak false discovery rate correction (FDR<0.10: *Syt5, Cym, Cav2, Cav1, Efnb1, Tmem196*).

To increase statistical power further and potentially identify any differential expression common across non-hippocampal brain regions, we also conducted a meta-analysis of bHR/bLR differential expression results using all available non-hippocampal data (collective n=29/group, 11,503 genes). This meta-analysis identified fewer differentially expressed genes than the amygdala meta-analysis (20, FDR<0.05, full results: **Table S5**), most likely due to the diversity of tissues involved and the inclusion of data from earlier generations. However, the overall pattern of bHR/bLR gene expression identified in the meta-analysis including all non-hippocampal datasets (Log2FCs) correlated more strongly with our hippocampal results (Log2FCs, 9,322 genes in both sets of differential expression results: rho=0.149, p<2.2e-16). This correlation strengthened when focusing specifically on genes that we had previously identified as being differentially expressed in the hippocampus (1,063 bHR/bLR genes in **Fig 5C-E**, 761 of which were present in the non-hippocampal meta-analysis**:** rho=0.296, p<2.2e-16), but only seven of those genes showed differential expression in the non-hippocampal meta-analysis that survived weak false discovery rate correction (FDR<0.10: *Syt5, Fam111a, Aldh1a1, Hat1, Stag2, Wnk4*, *Dus2*).

## Constructing a Hippocampal cis-eQTL Database to Determine which Differential Expression is Most Likely to Be Driven Directly by Genetic Variation

To determine which differential expression was most likely to be driven directly by genetic variation, we integrated our current F_2_ transcriptional profiling data (n=245) with our previous whole genome sequencing results (n=4,425,349 SNPs, (Chitre et al., 2023)) to identify genes with hippocampal expression tightly correlated with nearby genetic variation (*cis*-eQTLs). This integrative analysis proved to be more highly powered than the F_2_ differential expression analysis, most likely due to less noise in the genotype data compared to behavior and identified 5,351 genes (eGenes) with expression that correlated strongly (FDR<0.05) with genetic variation within +/-1 MB of their transcription start sites (TSS). Using stepwise regression, we identified additional conditionally-independent *cis*-eQTLs beyond the strongest *cis*-eQTL for each eGene, and found that 523 of the eGenes had two eQTLs, 27 eGenes had three eQTLs, and three eGenes had four eQTLs (**Fig S6A)**. Altogether, we identified a final total of 5,937 *cis*-eQTLs representing 5,836 unique eVariants. Similar to previous *cis*-eQTL analyses, these eVariants were predominantly located within +/-400 kB of the TSS of their respective eGene (**Fig S6B**). As our hippocampal *cis*-eQTL database represents a valuable resource for the interpretation of rat genomic results, we have shared it on RatGTEx for use by other researchers (<https://ratgtex.org/download/study-data/#HPC_F2>).

### Comparing the Hippocampal *cis*-eQTL Database to RatGTEx

As an exploratory analysis, we compared our hippocampal *cis*-eQTL database to existing rat *cis*-eQTL databases in RatGTEx. RatGTEx includes eQTLs from 12 tissues, nine of which are brain-related, derived from five cohorts of heterogeneous stock rats (RatGTEX: (Fowler et al., 2023; Hong-Le et al., 2023; Munro et al., 2022); Mitchell & Hitzemann, *unpublished*, Telese *unpublished),* **Fig S6C).** We found that most of our hippocampal eGenes (4,786 of 5,351 unique eGenes) were present within the RatGTEx eQTL database (database downloaded 10-25-2023; 16,555 unique eGenes total, 11,365 of which are present in our full F_2_ gene expression dataset), and the majority were significant eGenes within at least four other tissues (out of 11 tissues characterized, **Fig S6D**).

Our analyses for the most part, however, did not converge upon the same top eVariants as the other RatGTEx studies (overlap: 115 of our 5,836 unique eVariants, RatGTEx: 61,146 eVariants total). This lack of overlap is likely to derive, in part, due to the difficulty of pinpointing the exact relevant eVariant within linkage disequilibrium blocks. Therefore, we expanded our analysis to include all nominally-significant eVariants for each of our 5,351 eGenes (p<0.05): 7,930,908 eQTLs (eVariant/eGene combinations) representing 2,492,126 eVariants. Of these,10,321 eQTLs (eGene/eVariant combinations) were also found in RatGTEx, representing 9,843 unique eVariants and 2,885 unique eGenes. We then compared the slopes of the *cis*-eQTLs from the hippocampus to the slopes from each of the RatGTEx regions.

The *cis*-eQTLs identified in RatGTEx tended to have a similar slope as what we observed in the hippocampus (**Fig S8-Fig S9**). This was particularly true for brain tissue, where correlations ranged from R=0.65-0.75 (all p<2.2e-16). We found that 1,855 *cis*-eQTLs identified using rat brain hemispheres (representing 1,556 eGenes) were at least nominally detectable in the hippocampus, with many showing a similar slope (*without outlier removal:* Spearman’s rho=0.628, *with outlier removal:* R=0.65, R^2^=0.391, beta+/-SE=0.902+/-0.0264, T(1819)=34.157, p<2.2e-16, 34 *cis-*eQTLs (from five eGenes) removed as extreme outliers). The correlations with *cis*-eQTLs identified from individual brain regions were even stronger. Within another subcortical region with cortical-like structure, the basolateral amygdala, 1,063 *cis*-eQTLs (representing 969 eGenes) were identified that were nominally detectable in the hippocampus, with many showing a similar slope (*without outlier removal:* Spearman’s rho=0.752, *with outlier removal:* R=0.72, R^2^=0.53, beta+/-SE=0.81+/-0.0235, T(1053)=34.56, p<2.2e-16, eight *cis-*eQTLs (from one eGene) removed as extreme outliers). For *cis*-eQTLs identified within cortical structures, this was also true (*Infralimbic cortex (IL):* 726 shared *cis-*eQTLs representing 713 eGenes, Spearman’s rho=0.692, R=0.703, R^2^=0.494, beta+/-SE=0.773+/-0.0290, T(727)=26.63, p<2.2e-16; *Orbitofrontal cortex (OFC):* 749 shared *cis-*eQTLs representing 733 eGenes, Spearman’s rho=0.704, R=0.722, R^2^=0.521, beta+/-SE=0.778+/-0.0273, T(747)=28.523, p<2.2e-16; *Prelimbic cortex (PL, from Munro et al. cohort):* 757 shared *cis-*eQTLs representing 739 eGenes, Spearman’s rho=0.694, R=0.69, R^2^=0.481, beta+/-SE=0.778+/-0.0294, T(755)=26.465, p<2.2e-16; *Prelimbic cortex* *(PL2,* from Mitchell & Hitzemann cohort): 1,108 shared *cis-*eQTLs representing 957 eGenes, *without outlier removal:* Spearman’s rho=0.769, *with outlier removal:* R=0.71, R^2^=0.506, beta+/-SE=0.994+/-0.0295, T(1105)=33.649, p<2.2e-16, one *cis-*eQTL (from one eGene) removed as an extreme outlier).

Counterintuitively, the correlations with *cis*-eQTLs from non-cortical-like brain structures were just as strong (*Lateral Habenula (LHb):* 626 shared *cis-*eQTLs representing 617 eGenes, *without outlier removal:* Spearman’s rho=0.668, *with outlier removal*: R=0.677, R^2^=0.458, beta+/-SE=0.702+/-0.0306, T(622)=22.92, p<2.2e-16, 2 *cis-*eQTLs (representing one eGene) removed as extreme outliers; *Nucleus Accumbens (NAcc*, from Munro et al): 609 shared *cis-*eQTLs representing 604 eGenes, *without outlier removal:* Spearman’s rho=0.648, *with outlier removal*: R=0.672, R^2^=0.452, beta+/-SE=0.737+/-0.0330, T(606)=22.37, p<2.2e-16, one *cis-*eQTL (representing one eGene) removed as an extreme outlier; *Nucleus Accumbens (NAcc2*, from Mitchell & Hitzemann cohort): 853 shared *cis-*eQTLs representing 804 eGenes, Spearman’s rho=0.741, R=0.745, R^2^=0.555, beta+/-SE=0.606+/-0.0186, T(851)=32.55, p<2.2e-16).

The slopes for *cis*-eQTLs from non-brain tissue (adipose, liver) were less similar to those detected in the hippocampus (*Liver:* 997 shared *cis-*eQTLs representing 915 eGenes, *without outlier removal:* Spearman’s rho=0.306, *with outlier removal:* R=0.297, R^2^=0.088, beta+/-SE=0.223+/-0.0228, T(990)=9.78, p<2.2e-16, five *cis-*eQTLs (representing three eGenes) removed as extreme outliers; *Adipose:* 1,221 shared *cis-*eQTLs representing 1,101 eGenes, *without outlier removal*: Spearman’s rho=0.348, *with outlier removal*: R=0.354, R^2^=0.126, beta+/-SE=0.274+/-0.0207, T(1215)=13.21, p<2.2e-16, four *cis-*eQTLs (representing four eGenes) removed as extreme outliers). However, these tissue differences are difficult to interpret since they were also derived from different studies with differing sample sizes.

### bHR/bLR Differential Expression Can Be Predicted Using the Hippocampal *cis*-eQTL Database

We next used our *cis*-eQTL database to predict the effect of genetic variation that segregates the bHR/bLR lines on gene expression. We found that 2,452 of the eVariants showed at least partial bHR/bLR segregation in the F_0_ rats (n=10 bHR/n=10 bLR sequenced in (Chitre et al., 2023)), such that if all subjects from one phenotype (*e.g.,* bHRs) had two reference alleles (0/0), all subjects from the other phenotype had at least one alternate allele (0/1; population segregation statistic G_st’_>0.27 (Hedrick, 2005)). To predict the effect of these bHR/bLR segregated eVariants on gene expression, we calculated the allelic Log2FC (aFC) for each eVariant and assigned the direction of effect based on the allele frequency within the bLR vs. bHR F_0_ rats (**Fig 8A**). We found that these predictions correlated strongly with our F_0_ differential expression results (**Fig 8B**, 2,500 eGene/eVariant combinations: R=0.77, R2=0.588, rho=0.63, beta+/SE=0.528+/- 0.00885, T(2498)=59.708, *p*<2e-16), and with effect sizes within our previous bHR/bLR late generation meta-analysis (2,114 eGene/eVariant combinations: R=0.52, rho=0.61, beta+/SE=1.16+/-0.041, T(2112)=28.21, p<2e-16, **Fig S10**). These results demonstrated the validity of our hippocampal *cis*-eQTL database and confirmed that bHR/bLR differential expression of eGenes is likely to be driven by bHR/bLR genetic segregation.

### The Strongest Co-localization of *cis*-eQTLs with Behavioral QTLs Tended to Predict F_2_ Differential Expression with Behavior

The strongest co-localization of *cis*-eQTLs with behavioral QTLs tended to predict F_2_ differential expression with behavior, especially when considering the predicted direction of effect based on the relationship between genotype and behavior within the larger F_2_ sample (adults: n=323, juveniles: n=216) and genotype and expression within the *cis*-eQTL analysis (n=245, **Fig 10A**). This was especially true if we narrowed our scope to *cis*-eQTLs that we had confirmed are segregated in bHR/bLRs with strong differential expression in bHR/bLRs matching what would be predicted based on the distribution of alleles in the two lines (from **Fig 8C;** 492 cis-eQTLs representing 456 eGenes).

The strongest correlations were between the strength of the co-localization of *cis*-eQTLs with QTLs for LocoScore (T-statistic, with predicted direction of effect) and the differential expression associated with LocoScore in the F_2_s (T-statistic) (**Fig 10B, Fig S11A&B**, full 5,747 *cis*-eQTLs: R=0.31, R^2^=0.099, beta+/SE=0.10+/-0.0041, T(5745)=25.11, p<2.2e-16) in a manner that strengthened when only considering the subset of eVariant/eGene combinations implicated in bHR/bLR phenotype (492 cis-eQTLs: R=0.56, R^2^=0.32, beta+/SE=0.144+/-0.00953, T(490)=15.09, p<2.2e-16). The correlation was also strong for EPM distance traveled (**Fig S11C&D,** 5,747 *cis*-eQTLs: R=0.30, R^2^=0.092, beta+/-SE=0.14+/-0.0060, T(5745)=24.18, p<2.2e-16) in a manner that similarly strengthened when considering eVariant/eGene combinations implicated in bHR/bLR phenotype (**Fig S11E-J**: 492 *cis*-eQTLs: R=0.57, R^2^=0.32, beta+/-SE=0.249+/-0.163, T(490)=15.29, p<2.2e-16,). The correlation was slightly weaker for PavCA Index, EPM Time Immobile, and EPM %Time in the Open Arms (full 5,747 *cis*-eQTLs: *PavCA Index:* R=0.28, R^2^=0.078, beta+/-SE=0.165+/-0.00749, T(5745)=22.01, p<2.2e-16; *EPM Time Immobile:* R=0.26, R^2^=0.070, beta+/-SE=0.159+/-0.0077, T(5745)=20.823, p<2.2e-16; *EPM* %*Time in the Open Arms:* R=0.23, R^2^=0.054, Beta+/-SE=0.150+/-0.0082, T(5745)=18.165, p<2.2e-16), in a manner that similarly strengthened when considering eVariant/eGene combinations implicated in bHR/bLR phenotype (492 *cis*-eQTLs: *PavCA Index:* R=0.49, R^2^=0.24, beta+/-SE=0.271+/-0.0216, T(490)=12.55, p<2.2e-16; *EPM Time Immobile:* R=0.44, R^2^=0.19, beta+/-SE=0.235+/-0.0217, T(490)=10.85, p<2.2e-16; *EPM %Time Open Arms:* R=0.33, R^2^=0.11, beta+/-SE=0.192+/-0.0246, T(490)=7.829, p=3.07e-14).

We also observed a correlation when comparing F_2_ differential expression to SMR co-localization results with QTLs for two analogous juvenile behaviors (**Fig 10C**, **Fig S12A-D:** full 5,746 *cis*-eQTLs: *Adult EPM Distance Traveled vs. Juvenile OF Distance Traveled:* R=0.123, R^2^=0.0151, beta+/-SE=0.0504+/-0.00536, T(5744)=9.398, p<2e-16; *Adult EPM Time Immobile vs. Juvenile OF Time Immobile:* R=0.102, R^2^=0.0104, beta+/-SE=0.0551+/-0.0071, T(5744)=7.76, p=9.56e-15; subset of 492 cis-eQTLs implicated in bHR/bLR phenotype: *Adult EPM Distance Traveled vs. Juvenile OF Distance Traveled:* R=0.35, R^2^=0.122, beta+/-SE=0.115, T(490)=8.249, p=1.48e-15, *Adult EPM Time Immobile vs. Juvenile OF Time Immobile:*  R=0.26, R^2^=0.0679, beta+/-SE=0.115+/-0.0192, T(490)=5.975, p=4.44e-09), but not when comparing the F_2_ differential expression for the anxiety measure in the adults (EPM % time in the open arms) to the SMR co-localization results using QTLs for the anxiety measure in the juveniles (OF % time in the center) (**Fig S12E&F:** full 5,746 *cis*-eQTLs: R=0.0038, R^2^= 1.453e-05, beta+/-SE= 0.00228+/-0.00789, T(5744)=0.289; subset of 492 cis-eQTLs implicated in bHR/bLR phenotype: R=0.0757, R^2^=0.00574, beta+/-SE=0.0369+/-0.0219, T(490)=1.682).

# Supplementary Tables

Table S 1. The bHR/bLR (F_0_) cross-breeding scheme produced F_2_ animals with a range of intermediate behavioral phenotypes.

Statistical results are shown in the table. Analysis of variance was performed for each of the behaviors, with sex and phenotype as factors. A Fisher’s Exact Test was performed on the ratios of male to female animals classified as Sign Trackers (ST), Intermediate (IN), or Goal Trackers (GT) on the Pavlovian Conditioned Approach (PavCA) task. F Stat = F statistic; DF = degrees of freedom; P Value = significance value; M/F = male/female ratio: OR = odds ratio; CI = confidence interval.

Table S 2. Behaviors that differentiate the bHR/bLR lines, such as exploratory locomotion, anxiety, and PavCA, remained correlated in the F_2_ animals.

The correlation coefficients and related statistics for the behavioral correlations are shown in this table. R = Pearson correlation coefficient; Beta +/- SE = regression slope+/-standard error; T Stat = t-statistic for regression slope; DF= degrees of freedom; P value = p-value for regression slope.

Table S 3. Differential expression results for each of the variables of interest from the F_0_ and F_2_ datasets, as well as the full cis-eQTL and SMR results for each eGene.

This file contains four spreadsheets. The first spreadsheet (“Column Definitions 1”) contains the definitions for all the columns in spreadsheet 2 (“Full DE Results”). The second spreadsheet (“Full DE Results”) contains the bLR vs. bHR differential expression results for all Ensembl-annotated genes present in the F_0_ dataset (n=13,786), and their associated bLR vs. bHR results from the late generation RNA-Seq meta-analysis (Birt et al., 2021), as well as the differential expression results for all F_2_ behaviors (LocoScore, EPM Distance Traveled, EPM Time Immobile, EPM % Time Open Arms, PavCA Index). Conditional formatting is used to make the spreadsheet easier to navigate: Effect sizes (Log2 Fold Change (FC), meta-analysis estimated d) and t-statistics are colored using a gradient from red to green, with red indicating upregulation in bLR-like animals and green indicating upregulation in bHR-like animals. P-values and false discovery rates (FDRs) are colored using a gradient from yellow to grey, with yellow indicating lower (“more significant”) values and grey indicating higher (“less significant”) values. The third spreadsheet (“Column Definitions 2) contains the definitions for all the columns in spreadsheet 4 (“eQTLs DE Results”). The fourth spreadsheet (“eQTLs DE Results”) includes the subset of differential expression results for genes identified as having significant cis-eQTLs, aligned with the cis-eQTL and SMR results for each significant eGene/eVariant combination (“eQTL_Gene_eVariant_ID”). Formatting follows the conventions in spreadsheet 2 (“Full DE Results”).

Table S 4. Differential expression results for sex from the F_0_ and F_2_ datasets

This file contains three spreadsheets that are organized to facilitate the comparison of the differential expression results associated with behavioral phenotype (bHR/bLR lineage and LocoScore) with the differential expression results associated with sex. The first spreadsheet (“Column Definitions”) contains the definitions for all the columns in spreadsheet 2 (“FullDEResults_F0_F2_SexDiff”). The second spreadsheet (“FullDEResults_F0_F2_SexDiff”) contains both the differential expression results for Sex (Female vs. Male) and for Lineage (bLR vs. bHR) for all Ensembl-annotated genes present in the F_0_ dataset (n=13,786), and the accompanying differential expression results for Sex and LocoScore from the F_2_ dataset. Conditional formatting is used to make the spreadsheet easier to navigate: Effect sizes for Sex (Log2 Fold Change) and associated t-statistics are colored using a gradient from blue (upregulation in male) to red (upregulation in female), effect sizes for bHR/bLR or LocoScore (Log2 Fold Change) and t-statistics are colored using a gradient from red to green, with red indicating upregulation in bLR-like animals and green indicating upregulation in bHR-like animals. P-values and false discovery rates (FDRs) are colored using a gradient from yellow to grey, with yellow indicating lower (“more significant”) values and grey indicating higher (“less significant”) values. The third spreadsheet (“Genes_w_SexDiff_FDR10”) contains only the 1679 genes that had differential expression associated with Sex that survived false discovery rate correction (FDR<0.10) in either the F_0_ or F_2_ dataset. Formatting follows the conventions in spreadsheet 2 (“FullDEResults_F0_F2_SexDiff). Note that 175 of these genes (~10%) were identified as bHR/bLR differentially expressed genes in either the F_0_ dataset or previous bHR/bLR meta-analysis (FDR<0.10) or showed replication of nominal bHR/bLR effects (p<0.05) with consistent direction of effect in both datasets (**Fig 5D-E)**.

Table S 5. bHR/bLR differential expression results from non-hippocampal regions.

This file contains five spreadsheets. The first spreadsheet (“Column Definitions”) contains the definitions for the columns in all of the other spreadsheets. The second spreadsheet (“F4_bHR_bLR_CTX_DE”) contains the differential expression analysis result output for all probesets (10,069) within the previously unpublished bHR/bLR cortical microarray dataset from the F4 generation. The third spreadsheet (“F4_bHR_bLR_HYP_DE”) contains the differential expression analysis result output for all probesets (10,069) within the previously unpublished bHR/bLR hypothalamic microarray dataset from the F4 generation. The fourth spreadsheet (“MetaAnalysis_bHR_bLR_AMY”) contains the result output for all genes (7,133) included in a meta-analysis of two bHR/bLR amygdala datasets (GSE88874: n=5/group, generation F31, Cohen et al. 2015, McCoy et al. 2017; GSE86893: n=6/group, generation F34-F36, Cohen et al. 2017). This output is ordered by p-value, so that results with the lowest p-values (most “significant”) are located at the top of the spreadsheet. The fifth spreadsheet (“MetaAnalysis_bHR_bLR_nonHPC”) contains the result output for all genes (11,509) included in a meta-analysis of five bHR/bLR non-hippocampal datasets (Both of the F4 datasets listed above, both of the amygdala datasets listed above, and a dorsal raphe dataset from GSE86893: n=6/group, generation F34-F36, Cohen et al. 2017). This output is ordered by p-value, so that results with the lowest p-values (most “significant”) are located at the top of the spreadsheet.

Table S 6. The pattern of gene expression differentiating bLR vs. bHR rats predicts the pattern of gene expression associated with F_2_ behavior.

This table shows the correlation coefficients and related regression statistics for the correlations between the differential expression results (Log2FC) for each of the F_2_ behaviors in comparison to the differential expression results for bHR/bLR lineage from either the F_0_ dataset (Log2FC) or from our previous late generation RNA-Seq meta-analysis (estimated d, (Birt et al., 2021)). n= number of genes included in analysis, R = Pearson correlation coefficient; Beta +/- SE = regression slope +/- standard error; T-Stat = t-statistic for regression slope; DF= degrees of freedom; P-value = p-value for regression slope.

Table S 7. Gene set enrichment results: bHR/bLR phenotype is associated with differential expression of genes involved in growth and proliferation, microglia, mitochondrial function, and the regulation of oxidative stress.

This file contains three spreadsheets. The first spreadsheet contains the definitions for all the columns in the other spreadsheets. The second spreadsheet contains the full results from the directional version of the gene set enrichment analysis (fGSEA algorithm: (Sergushichev, 2016)). To run this analysis we created a continuous variable representing bLR-like vs. bHR-like differential expression for each gene by averaging the t-statistics for bLR vs. bHR comparisons in the F_0_ dataset and former late generation RNA-Seq meta-analysis (Birt et al., 2021) and the t-statistics for each of the F_2_ behaviors (with bHR-like phenotype set as reference, so that positive t-statistics indicate upregulation in bLR-like animals). Conditional formatting is used to make the spreadsheet easier to navigate: Effect sizes (gene set enrichment score (ES) and gene set normalized enrichment score (NES)) are colored using a gradient from red to green, with red indicating an enrichment of upregulation in bLR-like animals and green indicating an enrichment of upregulation in bHR-like animals for the genes in that gene set. P-values and false discovery rates (FDRs) are colored using a gradient from yellow to grey, with yellow indicating lower (“more significant”) values and grey indicating higher (“less significant”) values. The third spreadsheet contains the full results from the non-directional version of the gene set enrichment analysis, which was run using the absolute value of the average t-statistic discussed above.

# Supplementary Figures

Fig S 1. Quality control: The distribution of RNA metrics within the F_0_ and F_2_ datasets indicate high quality RNA.

The distributions for a variety of RNA metrics are depicted using violin plots for F_0_ and F_2_ samples following the removal of outlier samples (F_0_: n=23, F_2_: n=245). F_0_ and F_2_ samples had a similar distribution for many RNA metrics, with the exception that F_0_ samples had a much lower RNA concentration (**D**), higher RIN (**B**), greater %rRNA (**F**) and UTR (**H**), lower %Intergenic (**J**), and higher median CV coverage (**K**). Each plot contains the median, interquartile range, and 1.5x interquartile range for the given metric of the F_0_ and F_2_ samples. The width of each density curve corresponds to the approximate frequency of data points in each region. Library Size=the total number of mapped reads, RIN=RNA integrity number, DV200=percentage of fragments >200 nucleotides, RNA conc=RNA concentration, %mRNA=percent messenger RNA, %rRNA=percent ribosomal RNA, %Coding=percent coding RNA, %UTR=percent untranslated region, %Intronic=percent intronic, %Intergenic=percent intergenic, Median CV Coverage=median coefficient of variation of coverage.

Fig S 2. Quality control: RNA metrics and sex correlate strongly with the top principal components (PCs) of variation in our datasets.

Principal Components Analysis is a dimension reduction method that identifies the strongest gradients of variation present in large datasets. These gradients are called PCs and are represented numerically, with arbitrarily assigned directionality. Within our experiment, the top PC of variation (PC1) explained most of the variation in the data (>60%) from both the F_0_s (**A**) and the F_2_s (**G**). 

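PC1 accounted for 58.2% of the variance in the 23 F_0_ rats, PC2 for 14.4%, PC3 for 4.2% and PC4 for 3.5%. The share of PC1 was 55.1% with all 24 rats, 51.0% with genes scaled to equal variance, 49.0% over the most variable 500 genes, 46.4% with a filter of 1 raw read in 25% of the rats and 67.1% when CPM was scaled by library size alone.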

After examining the relationships between the top PCs and numerous technical variables and RNA metrics using both simple bivariate relationships and an automated model selection procedure, we chose RNA metrics as covariates that were most strongly related to the top PCs in both datasets and were not completely redundant with each other: %rRNA and %Intergenic. For the F_0_s, %rRNA was strongly associated with PC1 (**B**) and moderately associated with PC2 (**E**), whereas %Intergenic was moderately associated with PC1 (**C**) and strongly associated with PC2 (**F**). For the F_2_s, %rRNA and %Intergenic were both strongly associated with PC1 in a manner that was at least partially independent (**H**, **I**), and weakly associated with PC2 (**K**, **L**). 

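PC3 averaged 11.8 ± 7.37 (SD, n = 11) in F_0_ females and -10.8 ± 8.89 (SD, n = 12) in F_0_ males, with ranges of -1.6 to 22.8 and -31.7 to 5.8 that overlapped. The difference was larger than the spread within the sexes (r with sex 0.821, two-sided permutation test with 100000 permutations, p = 3e-05). PC2 differed by lineage (r = -0.558, p = 0.00571, same test), whereas PC1 did not (p = 0.929).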

PC3 was strongly related to sex for both the F_0_ and F_2_ datasets (**D** and **J**).

Fig S 3. Quality control: Variation in RNA metrics is likely to have arisen from variation in sample collection and processing.

For example, RNA concentration (**A**), %rRNA (**B**) and %Intergenic RNA (**C**), varied significantly across tissue dissection date (1^st^ – 10^th^) and by dissector (One vs. Two). In addition to the median value of each of the three metrics varying across date of dissection, the RNA concentration was found to be significantly higher (**A**), the %rRNA significantly lower (**B**) and the %Intergenic RNA (**C**) significantly higher in the first compared to the second dissector. These batch variables and RNA metrics were all considered as potential covariates during differential expression model selection. Dissector=One vs. Two; Dissection Date=1^st^-10^th^

Fig S 4. Additional figure panels illustrating that locomotor activity in a novel environment reflects a broader behavioral temperament in both selectively-bred bHR/bLR lines and F_2_ intercross rats.

**A-C)** The bHR/bLR (F_0_) cross-breeding scheme produced F_2_ animals with intermediate behavior which fell between the extreme bHR-like and bLR-like phenotypes. Similar to **Fig 3B**, depicted are the behavioral measurements for the F_0_ and F_2_ rats included in the current RNA-Seq experiment. For all measured behaviors, all group differences (ANOVA: F_0_ bHR vs. F_0_ bLR vs. F_2_) were highly significant (p<1.5e-06). **A)** bHRs traveled a greater distance in the elevated plus maze (EPM) compared to bLRs, with the F_2_s exhibiting intermediate distances. **B)** bHRs show less anxiety by spending a greater percent time in the EPM open arms (especially females) than bLRs, with the F_2_s again showing intermediate values. **C)** bHRs also showed less anxiety by spending less time immobile (sec) in the EPM than bLRs or F_2_s. **D-E)** Behaviors that diverged during bHR/bLR selective breeding for LocoScore remained correlated in F_2_s, as illustrated using correlation matrices. Each correlation matrix is symmetrical along the diagonal, with correlation coefficients (R) reflecting the correlation between the complete observations within each pairwise comparison. Positive correlations are shaded in red, negative correlations are shaded in blue. Example scatterplots illustrating the correlations between LocoScore and other bHR/bLR distinctive behaviors in the F_2_s can be found in **Fig 3C-D. D)** The correlation between bLR vs. bHR lineage (bHR coded as reference (0), bLR coded as 1) and each of the behavioral variables measured in the F_0_ dataset. By definition, bLRs showed a lower LocoScore, but also less distance traveled in the EPM and less time spent in the EPM open arms (which indicates greater anxiety-like behavior). 

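The labels give the elevated plus maze (EPM) behavior of the 24 F_0_ rats, and the p-values are from two-sided permutation tests with 100000 permutations, adjusted over 4 behaviors. The tests of both sexes treated the rats as independent, although the labels pair a male and a female in each family. Those within a sex, where no family is repeated, do not rest on this. Distance traveled was 3212 ± 721 cm (SD, n = 12) in bHRs and 1586 ± 920 cm (SD, n = 12) in bLRs (p = 0.00016, adjusted 0.00032). The percent time in the open arms was 28.5 ± 20.3 (SD, n = 12) in bHRs and 7.07 ± 8.81 (SD, n = 12) in bLRs (p = 0.00232, adjusted 0.00232). The difference was 34.4 percentage points in females (exact permutation test, p = 0.00649) and 8.34 in males, where it was within the spread between rats (exact permutation test, p = 0.275). Time immobile was 30.1 ± 16.9 s (SD, n = 12) in bHRs and 100.1 ± 76.3 s (SD, n = 12) in bLRs (p = 0.00118, adjusted 0.00157), and the bLR female of family L07 was at 164 s against at most 75.9 s in the other bLR females. The difference was -98.7 s in males (exact permutation test, p = 0.0216) and -41.3 s in females, where it did not pass 0.05 (exact permutation test, p = 0.0519, and p = 0.0952 over the 11 females kept). Over the 23 rats kept by the paper, the differences between the lines were 1655 cm, 20.8 percentage points and -69.6 s.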

Greater PavCA GT behavior in bLRs and ST behavior in bHRs was previously shown in (Flagel et al., 2010) but was not measured in the F_0_s. **E)** Within the F_2_ dataset, LocoScore, EPM behavior, and PavCA behavior showed a similar pattern of correlations (all correlations: p<4.5E-05).

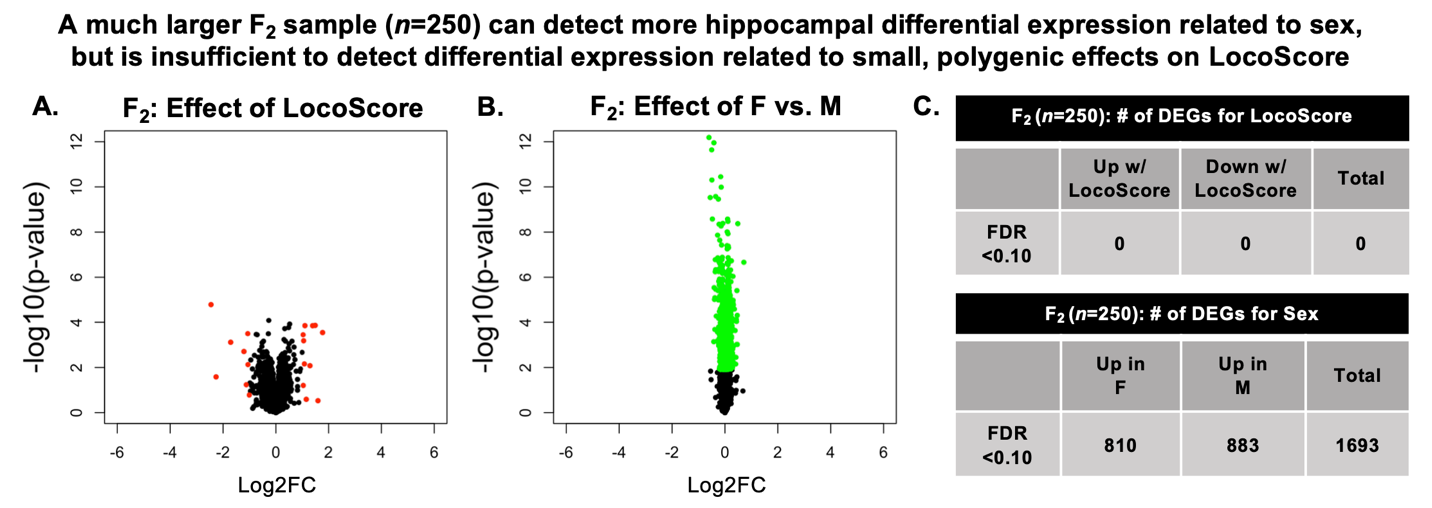

Fig S 5. A large heterogeneous F_2_ sample (n=250) detects more hippocampal differential expression related to sex that the smaller F_0_ sample, but is insufficient to detect differential expression related to small, polygenic effects on LocoScore

To allow easy comparison of the F_0_ and F_2_ differential expression results, this figure follows the conventions of **Figure 4** in the main text. Differential expression associated with LocoScore and Sex were examined in the same large heterogeneous dataset (F_2_) (total n=245 following quality control). Shown are two volcano plots illustrating the differential expression associated with LocoScore (**A**) and Sex (**B**). For ease of comparison with the F_0_ results (**Figure 4**), the coefficients (Log2FC) for LocoScore, which were outputted in units of Log2FC per unit of LocoScore (beam breaks), have been converted into Log2FC per one “bHR/bLR average difference in LocoScore” (average difference between the phenotypes = 2193 beam breaks). Similar to **Figure 4**, for both volcano plots, red depicts genes with a log2 fold change (Log2FC)>1.0, green depicts genes with a False Discovery Rate (FDR)<0.1, and gold indicates genes satisfying both criteria. In (**A**), positive Log2FC coefficients indicate upregulation in rats with greater LocoScore (bHR-like), and negative Log2FC coefficients indicate upregulation in rats with lower LocoScore (bLR-like). In (**B**), males are serving as the reference group, therefore positive Log2FC coefficients indicate upregulation in females (F), and negative Log2FC coefficients indicate upregulation in males (M). For ease of visualization, twelve X and Y chromosome genes and one autosomal gene weren’t plotted due to extreme p-values (ranging from p=7.50-16 to 1.30E-220: x/y chromosome genes: Kdm5d, Uty, Ddx3, Eif2s3y, Kdm6a, Eif2s3, ENSRNOG00000055225, Ddx3x, ENSRNOG00000051257, Pbdc1, Dkc1, ENSRNOG00000057706, autosomal: Rpl10l). The summary table (**C**) shows the number of differentially expressed genes (DEGs) for LocoScore and Sex. The full F_2_ differential expression results for LocoScore can be found in **Table S3** and the full F_2_ differential expression results for Sex can be found in **Table S4.**

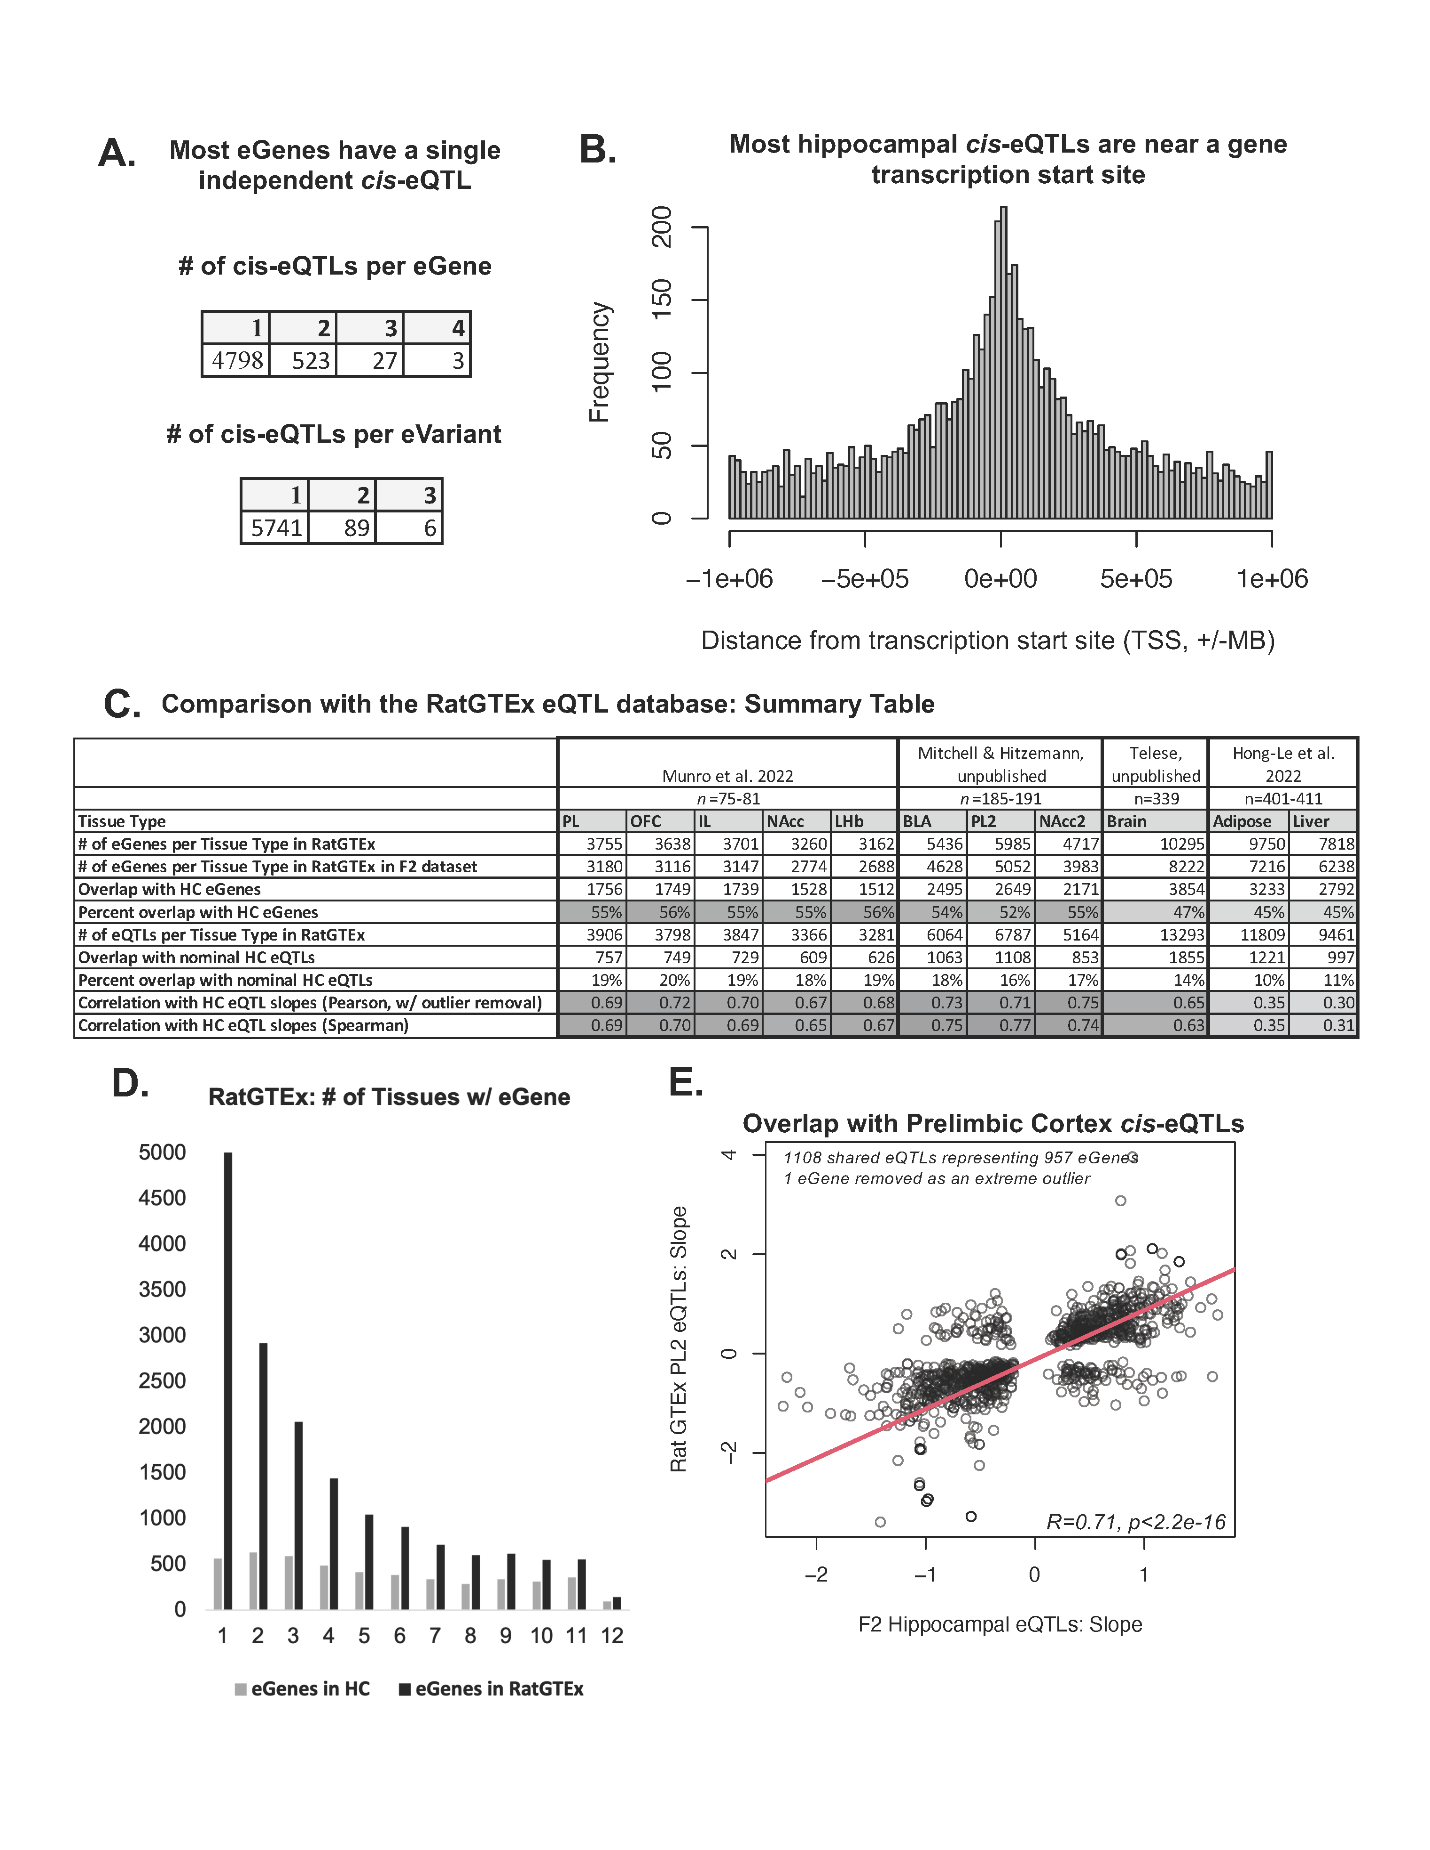

Fig S 6. Constructing a hippocampal cis-eQTL database.

How the deposited data were processed for this re-analysis (not part of the article)

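Whole hippocampus of 24 F_0_ rats was sequenced, 6 in each subgroup of line (bHR or bLR) and sex, with 1 male and 1 female from each of 12 labelled families, where the paper states 24 distinct families. The family codes, RIN, RNA concentration, %rRNA, %intergenic, age and behavior of each rat come from the submitters' sample labels, and every column of the count table was matched to its rat through them. Males and females were dissected on separate days a month apart, by the paper's supplement, so sex, age and day of dissection coincide.

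The authors prepared poly-A-selected paired-end libraries, aligned the reads with STAR 2.7.3a to Rnor6, kept unique hits and assigned them to Ensembl v103 genes by strand with Subread 2.0.0. The deposited values are raw counts per gene, which the authors neither normalized nor filtered. Reads that fit more than 1 gene copy equally well are absent from them, so counts of genes with near-identical copies, such as the alpha globin genes, are uncertain.

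From these counts, library totals ran from 16824899 to 28443049 over the 23 rats used. A value of 3 counts, at which a group was treated as below detection, stood for 0.0864 to 0.216 CPM depending on the rat. Genes with at least 1 CPM in at least 25% of the rats in the fit (6 of 23) were tested. TMM normalization, dispersion estimation and the quasi-likelihood test used edgeR 4.0.16 in R 4.3.3 with default settings. The model held lineage, sex, %rRNA and %intergenic. The interaction of lineage and sex was tested with lineage, sex, %rRNA and the interaction as terms. Values of single genes from a fit of 1 sex alone used lineage and %rRNA. The numbers of genes called in 1 sex alone came from fits with lineage, %rRNA and %intergenic. P-values were adjusted by the Benjamini-Hochberg method, with FDR < 0.10 as threshold. Fold changes are bLR vs. bHR and female vs. male. Where every rat of a group was at or under the floor, the fold change is given as a lower bound against it.

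Principal components were computed on log2 CPM with a prior count of 2. Relations across rats and comparisons of behavior were tested with 100000 permutations, or with every permutation within a sex, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The F_0_ Log2FCs were set beside values of the meta-analysis and of the F_2_ rats that are the paper's own, read from the parts of Supplementary Tables S3 and S4 used here.

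The alternatives were limma-voom (limma 3.58.1), DESeq2 1.42.0, RLE size factors, upper quartile normalization, library size alone, 4 other filters, all 24 rats, a threshold of 0.05, other sets of covariates, 2 surrogate variables (sva 3.50.0), family as a block or as a random effect, each sex alone, and each of the 23 rats left out in turn. The comparisons, these alternatives and the rule for naming genes were set before the data were examined. Chosen afterwards were 2 covariates (the mean of 5 erythroid genes and the total count of the rat), the comparison of the medians without X and Y genes under each alternative, the naming of the erythroid genes, of Tnnt1 and of Nkd2, and the tests that the closing parts list as chosen after the result was seen. The rule names the genes that the paper names for the F_0_ comparisons or as candidates, and the genes with the largest fold changes among those whose groups do not overlap. Genes that the paper names only by a symbol that could not be matched to an Ensembl ID were left out, as were tests of gene sets, because 1984 of the 13838 genes tested could be given a symbol.

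The fits were tested on simulated data with 199 genes changed by a Log2FC of 1 among 13635. Counts were drawn for each gene independently, with no effect of sex, %rRNA or %intergenic. The rates of recovery and of false calls hold for that setting and do not carry over to the real rats. The quasi-likelihood test recovered 194 of them (97.5%) and made 15 false calls (7.2% of its 209 calls), limma-voom recovered 194 with 12 false calls (5.8%), and DESeq2 recovered 196 (98.5%) with 33 false calls (14.4%).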

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

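The tests of line membership for the bHR males of families H12, H05 and H02, the distances without the RNA metrics and the values of ENSRNOG00000055892 were chosen after the result was seen, and the other tests below before it. Of 154 subgroups of 5 or 6 rats examined, 15 held a rat whose gap to its nearest neighbor took up an unusual share of the subgroup's range (Dixon's ratio), where chance gives 7.7. For genes, 2 technical explanations were weighed. One is the RNA metrics of the sample, tested by the distance of the rat from the value predicted without it from lineage, sex, %rRNA and %intergenic. The other is a sample of the other line under the rat's label, tested with a line score over the lineage genes found without the rat's family, which is scaled to 0 for the mean of the bHRs and 1 for that of the bLRs. The lines overlapped on this score, with bHRs from 0.062 to 0.785 and bLRs from 0.627 to 1.126, so the score alone does not settle the line of a rat, and a swap of samples within a line was not tested. ENSRNOG00000055892 was named because it separates the lines as labelled, so its value in a rat is not an independent check of that rat's label.

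AABR07071904.1 set both bLRs of family L10 apart, the female at 3.66 CPM against 1.45 CPM for the next (ratio 0.634) and the male at 1.95 CPM against 0.774 CPM (ratio 0.639). The distances from prediction were 1.91 residual SDs in the female and 2.39 in the male, and without the RNA metrics in the prediction they were 2.90 and 1.82. The metrics could therefore account for part of the first and left the second unexplained. The line scores of 1.126 and 0.967 lay above those of all bHRs. That of the bHR female of family H11, which had 0.317 CPM of AABR07071904.1, was 0.062, below those of all bLRs. ENSRNOG00000055892, with at most 1 count in any of the 11 bHRs, was at 10.2 CPM in the bLR female and 4.80 CPM in the bLR male of family L10. It was at 0 in the bHR female of family H11. These values go with the labels, but the gene was chosen by the labels, so they do not test them. No biological explanation was tested.

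Ifit1 was at 2.86 CPM in the bLR male of family L09 against 0.135 CPM for the next (ratio 0.953). It lay 3.4 residual SDs from prediction, and the line score of the rat, 0.836, lay within the range of the bLRs and not far above the highest bHR (0.785). The reverse was seen in the bHR female of family H04, which had 0 counts and a line score of 0.086. The RNA metrics did not explain the value of the male, and the score alone does not settle its line. The score did not explain the value of the female, for which the RNA metrics were not tested. No biological explanation was tested.

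For 3 more genes the rat lay under 2 residual SDs from prediction. Fanci in the bHR male of family H12 (3.35 against 2.31 CPM, ratio 0.686) lay 1.85 residual SDs from prediction, Mfge8 in the bHR male of family H02 (177 against 97.4 CPM, ratio 0.721) 1.83, and Kdm5d in the same rat (19.0 against 11.1 CPM, ratio 0.630) 1.96. Without the RNA metrics in the prediction the distances were 2.04, 2.18 and 4.29, and on the log2 scale they fell with the metrics from 0.74 to 0.68 for Fanci, from 1.09 to 0.64 for Mfge8 and from 1.17 to 0.45 for Kdm5d. The metrics could therefore account for much of the value of Kdm5d and part of that of Mfge8, and changed that of Fanci little. The line score was 0.094 for the rat of family H12, whose unadjusted score was 0.448, with 52.2% of the genes nearer its own line. The line score of 0.599 for the rat of family H02 falls between most bHRs and the bLRs. In that rat 84.2% of the genes were nearer its own line and the unadjusted score was -0.361. The score alone therefore places neither rat. The rat of family H02 had 0 CPM of ENSRNOG00000055892, of which every bLR had at least 1.89 CPM, a value looked up after the score was seen. The gene was chosen with this rat counted as a bHR, so the value does not rule out a bLR sample under its label. That rat was also the highest bHR male in %intergenic (13.5 against 10.2, ratio 0.697) and in RNA concentration (88.6 against 54.5, ratio 0.632).

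For 3 genes the rat lay over 2 residual SDs from prediction. AABR07001512.1 was at 2.08 against 0.836 CPM in the bHR male of family H05 (ratio 0.662), 4.25 residual SDs from prediction in a rat with a line score of 0.077. ENSRNOG00000055225 was at 3.46 against 1.74 CPM in the bLR female of family L10 (ratio 0.637), 5.22 residual SDs away, and ENSRNOG00000051257 at 4.84 against 2.43 CPM in the bLR female of family L03 (ratio 0.626), 2.82 residual SDs away. Without the RNA metrics in the prediction the distances were 4.19, 5.04 and 3.08, and on the log2 scale they went with the metrics from 1.94 to 1.90, from 1.34 to 1.32 and from 1.71 to 1.22. The metrics could therefore account for part of the value of ENSRNOG00000051257 and changed the other 2 little. No biological explanation was tested for these 3.

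Hba-a1 was at 727 against 303 CPM in the bHR male of family H08 (ratio 0.749), 3.06 residual SDs from prediction. The rat was the highest bHR male in each of the 4 other erythroid genes, so more blood left in its tissue could account for the value.

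Among the RNA metrics and behaviors, the bLR female of family L07 had the lowest %intergenic of its subgroup (8.92 against 10.9, ratio 0.643) and the longest time immobile in the EPM (164 against 75.9 s, ratio 0.656), and the bLR female of family L06 the highest RNA concentration (132 against 59.9, ratio 0.662). No explanation was tested for these.

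A difference between the sexes in the effect of lineage had an unadjusted p under 0.05 in 3 of 27 named genes, where chance gives 1.4, and the FDR over all genes was 0.9999 for each (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Ifit1 (unadjusted p = 0.0492) it rose to 0.946 without the bLR male of family L09, so that 1 rat could account for the difference. With %intergenic in the model it was 0.0867, a change too small to show that %intergenic produces the difference. For Hba-a1 (unadjusted p = 0.0428) it was 0.0226 with %intergenic and 0.219 without the bHR male of family H08, so that 1 rat could account for it. For Plekhf1 (unadjusted p = 0.00586) it was 0.00357 with %intergenic and at most 0.0155 with any 1 rat left out. A different effect of lineage on Plekhf1 in males and females is left as a hypothesis that did not pass the adjustment. Outside these 27 genes, ENSRNOG00000046533, another gene without overlap between the lines, had an unadjusted p of 0.034 (FDR = 0.9999, same test). Its Log2FC was 1.07 in males and 0.58 in females, and it was not checked further.

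A signal outside the genes that the paper discusses was seen in ENSRNOG00000055892, at least 28-fold higher in bLRs, and ENSRNOG00000022490, higher in bLRs with FDR = 4.8e-07 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A mapping difference between alleles of the 2 lines and the reference was not tested and cannot be told apart from a difference in expression.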

How the results depend on the processing

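The covariates made of the erythroid genes and of the total count and the medians without X and Y genes were chosen after seeing the data, and every other alternative before. For the named genes, 629 of 661 values kept their direction and their side of FDR 0.10, 15 came to pass it, 8 no longer did and 9 reversed. With 1 rat left out at a time, 734 of 759 values kept both, 9 came to pass, 8 no longer did and 8 reversed. Of 212 values of the summary results, 163 stayed within the limits set for them. The cause was not tested for any result that moved, unless a value is given.

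The lineage genes (185) became 329 with DESeq2, 294 with all 24 rats, 56 without technical covariates, 382 with 2 surrogate variables, 3 in females only, 85 in males only and 113 with library size as a covariate. They ran from 97 to 436 across the 23 fits that each left out 1 rat. Those above 1 in absolute Log2FC (47) became 106 with a filter of 1 raw read in at least 25% of the rats and 29 without technical covariates.

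The sex genes (49) became 138 with DESeq2, 21 with library size alone, 20 with 1 CPM in at least 75% of the rats, 28 at FDR under 0.05, 13 without technical covariates, 18 with %rRNA only, 75 with RNA concentration as a covariate, 155 with 2 surrogate variables and 6 with the erythroid genes as a covariate. Leaving out 1 rat gave 18 to 159. Those above 1 in absolute Log2FC (14) became 24 with the filter of 1 raw read.

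With family as a replicate block, 19 sex genes and 0 interaction genes were found, with 371 interaction genes at an unadjusted p under 0.05. The 2 rats of a family are different animals, and the residuals of the 11 same-family pairs correlated at -0.0534 on average, against -0.0566 for other pairs of a male and a female of 1 line. Over the lineage genes the averages were 0.0839 and -0.0623.

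The interaction gave 0 genes at FDR < 0.10 under each alternative. The genes at an unadjusted p under 0.05 (325) became 492 with the filter of 1 raw read, 645 with no filter, 180 with all 24 rats, 104 without technical covariates and 1143 with %rRNA and %intergenic, and ran from 170 to 651 with 1 rat left out.

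The lineage median Log2FC minus the sex median was 0.13, with an SE of 2.35 from the fits that each left out 1 rat. The genes called changed between those fits, so this SE is not a reliable measure of spread. The difference reversed to -1.29 with %rRNA only, -0.63 with the filter of 1 raw read, -0.0095 with all 24 rats, -1.25 with library size alone, -1.37 without technical covariates and -0.0133 with upper quartile normalization. It stayed positive with limma-voom, DESeq2, RLE size factors and 2 surrogate variables. With the X and Y genes left out of the sex genes it was 0.16, and negative with the filter of 1 raw read (-0.11), library size alone (-1.05), no technical covariates (-1.25) and %rRNA only (-1.27).

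The candidate genes at FDR < 0.10 (3) became 7 with DESeq2, 9 with all 24 rats, 1 without technical covariates, 5 with 2 surrogate variables, and 0 in females only and in males only. Leaving out 1 rat gave 2 to 8. Vps9d1 passed under 12 of 15 alternatives set beforehand and fitted to both sexes, AABR07071904.1 under 12 of 14 and Plekhb1 under 15 of 15. Lipt2 reversed to 0.0036 with RIN as a covariate. Plekhf1 (0.02) reversed to -0.0506 with all 24 rats, -0.20 without technical covariates, -0.24 with %rRNA only, -0.18 with RNA concentration and -0.0168 with 2 surrogate variables, and ran from -0.0562 to 0.12 with 1 rat left out. With the erythroid genes as a covariate, which include the gene itself, the sex Log2FC became 0.11 for Hbb, 0.0906 for Hba-a2 and 0.11 for LOC100134871, which the design of that covariate brings about.

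The overlap with the paper's meta-analysis genes (3) became 8 with DESeq2, 8 with all 24 rats, 6 with %rRNA only and 7 with 2 surrogate variables, and ran from 3 to 11 with 1 rat left out. The correlation with the meta-analysis effect sizes (0.378) became 0.72 over the genes at an unadjusted p under 0.05 for lineage and ran from 0.264 to 0.402 with 1 rat left out. That with the F_2_ LocoScore Log2FCs (-0.436) became -0.26 as Spearman's rho, -0.62 over the genes at an unadjusted p under 0.05, -0.36 without technical covariates and -0.32 with %rRNA only, and ran from -0.45 to -0.393.

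The relation of PC1 with %intergenic (0.434) weakened to 0.190 over the 500 most variable genes and 0.391 with all 24 rats, and that of PC2 with %intergenic (-0.742) to -0.078 over the 500 genes. Tests of gene sets were not run, for want of symbols, and some named genes of low expression, such as Wdr93, had no value with 1 CPM in at least 75% of the rats. Genes removed by the filter of 1 CPM in at least 25% of the rats were tested only with the looser filters.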

Differences from the paper's values

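The paper gives 21 genes higher in females and 22 higher in males, and the values here were 12 and 37. Among the alternatives set before the data were examined, the count for females came within the limit of the paper's with limma-voom (17), RLE size factors (14), upper quartile normalization (16), the filter of 1 raw read (16), filterByExpr (15), no filter (15), all 24 rats (25), RIN (16) or RNA concentration (15) as a covariate, 2 surrogate variables (25) and limma-voom with family as a random effect (17). It did not with DESeq2 (66), library size alone (7), 1 CPM in at least 75% of the rats (9), FDR under 0.05 (7), no technical covariates (2), %rRNA only (4) and family as a replicate block (4).

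The count for males came within that limit with RLE size factors (22), upper quartile normalization (28), the filter of 1 raw read (29), FDR under 0.05 (21), RIN as a covariate (32) and family as a replicate block (15). It did not with limma-voom (39), DESeq2 (72), library size alone (14), 1 CPM in at least 75% of the rats (11), filterByExpr (43), no filter (37), all 24 rats (41), no technical covariates (11), %rRNA only (14), RNA concentration as a covariate (60), 2 surrogate variables (130) and limma-voom with family as a random effect (40).

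The paper gives 14802 genes with at least 1 read, and 23032 were found here. With all 24 rats, the only alternative set before the data were examined that was run for this count, there were 23120, which did not close the gap.

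For Ifit1 the paper's supplement gives a Log2FC of -4.65 (SE 0.92), and the value here was -3.38 (SE 0.64). It came within the paper's error with limma-voom (-4.67), which the paper's methods name, with DESeq2 (-3.95) and with RNA concentration as a covariate (-3.79). It did not with the other 11 alternatives set before the data were examined, which ranged from -3.69 to -3.17. With each rat left out in turn, the value ranged from -5.79 to -3.08, a range that holds the paper's.

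The paper marks Pex11a as differentially expressed by lineage in the F_0_ rats, among about 4 of the 16 candidates in Fig. 11, read by eye, and here it had FDR = 0.144 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) with 3 candidates called. It passed FDR < 0.10 with DESeq2 (0.082), library size alone (0.058), all 24 rats (0.087) and 2 surrogate variables (0.013).

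The paper states that the effects of lineage were larger than those of sex apart from some X and Y chromosome genes. The medians here were 0.70 for lineage and 0.58 for sex, both over all genes called, X and Y genes included. Their difference of 0.13 had an SE of 2.35 from the fits that each left out 1 rat. The genes called changed between those fits, so this SE is not a reliable measure of spread. The order of the medians reversed with no technical covariates, %rRNA only, library size alone, the filter of 1 raw read, upper quartile normalization and all 24 rats. Without the 9 genes on the list of X and Y genes, which also held Rpl10l, autosomal by the paper, the sex median was 0.54. X or Y genes that the paper does not name were not left out. Over the genes left, a comparison chosen after seeing the data, the order reversed with the first 4 of these alternatives and not with upper quartile normalization or all 24 rats. Each median is over the genes called in its fit. With no technical covariates, %rRNA only and library size alone, 13, 18 and 21 sex genes were called. A reversal there can follow from which genes pass, so it does not decide the paper's statement.

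The paper puts the share of variance of PC1 above the value found here, 58.2%, and the alternatives gave 67.1% with library size alone, 55.1% with all 24 rats, 51.0% with scaled genes, 49.0% over the 500 most variable genes and 46.4% with the filter of 1 raw read. Of the 36 genes tested here that the paper's tables call for lineage in the parts used here, 28 were called, and all 36 had the paper's sign. For sex, 18 of 20 were called.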

Other observations

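The tests of %intergenic in other splits, of blood in the tissue, of random covariates in place of the erythroid genes, of %rRNA on Ucp2 and on the erythroid genes and of the count of ENSRNOG00000055892 in 1 rat were chosen after the result was seen, and the other tests before it.

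The 12 families can be split into 6 and 6 in 462 ways, of which 100 were fitted, the real split included. In 4 of the 100 splits as many genes as the 185 lineage genes had FDR < 0.10 (median 0, largest 1702). As many candidate genes were called in 1 split, the real one, a count that carries no weight because the candidates were chosen partly from these rats as labelled. As large a correlation was found in 1 split for the meta-analysis effect sizes and in 2 for the F_2_ LocoScore, and as large an overlap with the meta-analysis genes in 3. The sexes of the 2 rats of a family can be reassigned in 2048 ways, and of 100 drawn, 2 gave as many sex genes (median 0, largest 753). For the interaction, 29 of 100 splits gave as many genes at an unadjusted p under 0.05.

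Fewer genes than chance gives had an unadjusted p under 0.05 for the interaction, in the real split and in others (median 210). With %intergenic added to the same splits the median rose to 459, so variation with %intergenic left in the residuals could lower the count.

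Library size was lower in bLRs. With log2 of the total count as a covariate, 113 lineage genes were found, 106 of them among the 185, and all 185 kept their sign. Of 20 random covariates as related to lineage (r = -0.523), 16 left as few genes, with a median of 102.5, so the fall cannot be told apart from that brought by any covariate so related to lineage.

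Hbb, Hba-a1, Hba-a2, Alas2 and LOC100134871, chosen after their values were seen, were lower in females, with sex Log2FCs from -2.20 (SE 0.31) for Hba-a1 to -2.02 (SE 0.29) for Alas2 and FDRs of at most 0.0027 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their mean log2 CPM was 7.08 ± 0.80 (SD, n = 12) in males and 4.65 ± 1.16 (SD, n = 11) in females. Their residuals correlated at 0.935 among males and 0.899 among females, against medians of -0.005 and -0.017 in random sets of 5 genes, so a varying amount of blood in the tissue is a candidate explanation. Age showed no relation to them within the sexes (permutation p = 0.29), but the ages of the sexes do not overlap, so age cannot be told apart from sex. They rose with %rRNA within the sexes (r = 0.657 over 23 rats, permutation p = 0.00153, Spearman's rho = 0.682, p = 0.00058), a metric in the model, and r was 0.732 without the 2 farthest rats. In the F_2_ rats the paper gives Log2FCs of 0.49 to 0.56 for male vs. female in these genes, with an FDR of at most 1.43e-07, and by its supplement those males and females were also sacrificed in different weeks. The highest FDR of the 5 genes was 0.00516 with RIN or RNA concentration added (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so these metrics do not account for the difference. Day of dissection coincides with sex and was not tested. With the mean of these genes as a covariate 6 sex genes were left, but 6 of 20 random covariates as related to sex left as few, so this fall cannot be told from that brought by any covariate so related to sex. Of the 44 other sex genes, 3 had a residual correlation with the erythroid mean above 0.5 in size, so most of them did not follow these genes closely within the sexes.

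Ucp2 fell with %rRNA within subgroups (permutation p = 1e-05, the smallest they can give), so variation in the RNA of the sample could produce most of its spread within a line and sex. No biological explanation of this relation was tested.

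The bHR female of family H12 had a line score of 0.785 over 268 lineage genes found without its family, near the bLRs. It had 0 counts of ENSRNOG00000055892, of which the lowest bLR had 52. That gene was chosen as one separating the lines as labelled, this rat included, so the count does not rule out a bLR sample under its label. A swap with another bHR was not tested. With PC1 and PC2 in place of %rRNA and %intergenic the score fell to 0.219. Its PC1 lay -48.5 from the value predicted by the RNA metrics, and the next lowest of the 23 rats -20.7. Variation on PC1 that the 2 metrics do not capture may therefore place it near the bLRs, a hypothesis formed on the same data.

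PC1 was unrelated to library size (permutation p = 0.818) and related to RNA concentration (permutation p = 1e-05, the smallest they can give). Across 1216 genes of chromosome 1, which are not independent replicates, the PC1 loading rose with genomic span (Spearman's rho = 0.344). PC1 may thus carry a property of the RNA or the library, such as unspliced RNA, and cannot be assigned to biology here.

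Of the 12 lineage genes among the 1216 chromosome 1 genes tested, 2 had another within 1 Mb. As many or more were found in 73.08% of 10000 random draws of 12 genes, so clustering beyond that of genes in general was not seen.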
